# Transcriptional regulation of the carbohydrate utilization network in *Thermotoga maritima*

**DOI:** 10.3389/fmicb.2013.00244

**Published:** 2013-08-23

**Authors:** Dmitry A. Rodionov, Irina A. Rodionova, Xiaoqing Li, Dmitry A. Ravcheev, Yekaterina Tarasova, Vasiliy A. Portnoy, Karsten Zengler, Andrei L. Osterman

**Keywords:** carbohydrate metabolism, transcriptional regulation, regulon, comparative genomics, *Thermotoga*

## Abstract

Hyperthermophilic bacteria from the *Thermotogales* lineage can produce hydrogen by fermenting a wide range of carbohydrates. Previous experimental studies identified a large fraction of genes committed to carbohydrate degradation and utilization in the model bacterium *Thermotoga maritima*. Knowledge of these genes enabled comprehensive reconstruction of biochemical pathways comprising the carbohydrate utilization network. However, transcriptional factors (TFs) and regulatory mechanisms driving this network remained largely unknown. Here, we used an integrated approach based on comparative analysis of genomic and transcriptomic data for the reconstruction of the carbohydrate utilization regulatory networks in 11 *Thermotogales* genomes. We identified DNA-binding motifs and regulons for 19 orthologous TFs in the *Thermotogales*. The inferred regulatory network in *T. maritima* contains 181 genes encoding TFs, sugar catabolic enzymes and ABC-family transporters. In contrast to many previously described bacteria, a transcriptional regulation strategy of *Thermotoga* does not employ global regulatory factors. The reconstructed regulatory network in *T. maritima* was validated by gene expression profiling on a panel of mono- and disaccharides and by *in vitro* DNA-binding assays. The observed upregulation of genes involved in catabolism of pectin, trehalose, cellobiose, arabinose, rhamnose, xylose, glucose, galactose, and ribose showed a strong correlation with the UxaR, TreR, BglR, CelR, AraR, RhaR, XylR, GluR, GalR, and RbsR regulons. Ultimately, this study elucidated the transcriptional regulatory network and mechanisms controlling expression of carbohydrate utilization genes in *T. maritima*. In addition to improving the functional annotations of associated transporters and catabolic enzymes, this research provides novel insights into the evolution of regulatory networks in *Thermotogales*.

## Introduction

Carbohydrates constitute the most abundant single class of organic substances found in nature. Plant cell walls constitute ~70% of the worldwide biomass production by land plants, but only ~2% of this biomass is currently utilized by humans (Pauly and Keegstra, 2010). Carbohydrate composition of plant biomass is highly diverse and differs significantly between plants. A limited number of mono—or disaccharides compose a majority of plant biopolymers. Cellulose, hemicelluloses, and pectins are major polysaccharides of the plant cell wall. Hemicelluloses are characterized by a large diversity of building blocks including pentoses (xylose, arabinose) and hexoses (glucose, mannose, galactose, and rhamnose, and uronic acids). Pectins are composed of galacturonate and rhamnose residues with various branching side chains. Microbial degradation of plant cell wall polysaccharides and their conversion to biofuels is a vital objective for society and requires novel efficient technologies.

Sugar utilization pathways are major feed lines of carbon and energy for central metabolism in a large variety of heterotrophic bacteria. Although these pathways and their transcriptional regulation were extensively studied in model bacteria, projection of this knowledge to diverse bacteria is a major challenge due to chemical diversity of carbohydrates and a matching variability of microbial sugar utilization genes, pathways, and regulons. This variability includes alternative biochemical routes, non-orthologous gene replacements, and functionally heterogeneous families of paralogs. Due to this complexity, genomic annotations of sugar utilization genes derived solely from sequence similarity analysis are often imprecise and incomplete, especially for distantly related bacteria. Metabolic reconstruction based on a combination of various types of genomic context analysis (Yang et al., 2006; Rodionov et al., 2007; Leyn et al., 2012), primarily operons and regulons, allows us to substantially improve the quality of functional annotations and predictions, enabling more accurate metabolic modeling. In this study, we applied an integrative approach to simultaneous genomics-based reconstruction of both metabolic and associated regulatory networks to study carbohydrate utilization networks in a hyperthermophilic marine bacterium from the phylogenetically deep-branching *Thermotogales* group.

*Thermotoga* spp. are anaerobic fermentative bacteria that are able to grow on various simple and complex carbohydrates including glucose, starch, cellobiose, xylan, and pectin while producing hydrogen, carbon dioxide, and acetate (Chhabra et al., 2002; Kluskens et al., 2003; Conners et al., 2006). *T. maritima* MSB8, a model bacterium in the *Thermotoga* group, was isolated from geothermally heated marine sediments of Volcano Island in Italy (Huber et al., 1986). A closely related bacterium, *T. neapolitana*, was isolated from a submarine thermal vent near Lucrino, Bay of Naples, Italy (Jannasch et al., 1988). Other *Thermotogales* have a broad geographic distribution (see Figure 1) including hydrothermal vents in the Azores [*Themotoga* sp. RQ-2, (Swithers et al., 2011)], a sulfate-reducing bioreactor in Europe [*T. lettingae*, (Balk et al., 2002)], a hot spring in New Zealand [*Fervidobacterium nodosum*, (Patel et al., 1985)], and an offshore oil reservoir in Japan [*T. naphthophila, T. petrophila*, (Takahata et al., 2000)].

**Figure 1:**
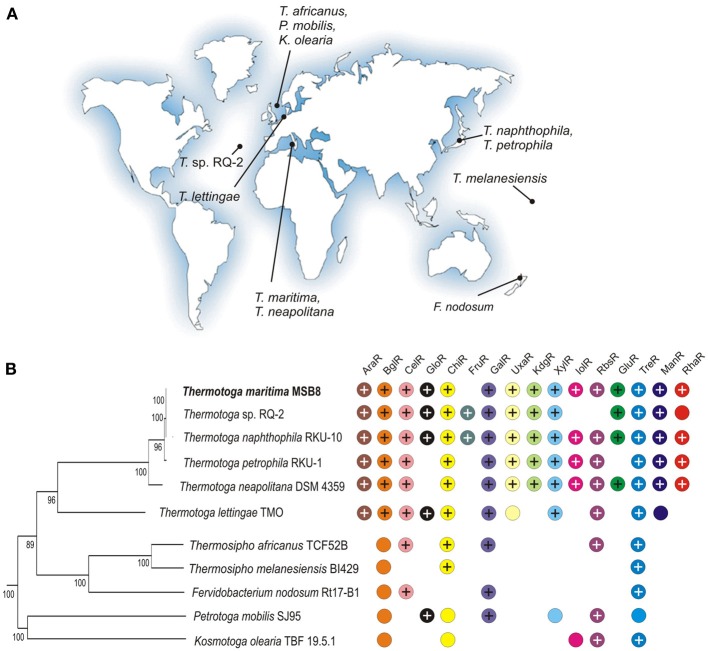
**Properties of 11 *Thermotogales* species analyzed in this study. (A)** The geographic isolation sites for the *Thermotogales* strains. **(B)** Distribution of sugar utilization pathways and cognate transcriptional regulators. The presence of orthologous genes encoding regulators and associated sugar catabolic pathways is shown by “+” and colored circles, respectively. The phylogenetic species tree was constructed using the concatenated alignment of 78 universal bacterial proteins in the MicrobesOnline database (http://www.microbesonline.org/cgi-bin/speciesTree.cgi).

The complete genome sequence of *T. maritima* revealed a large proportion of genes (10–15%) involved in carbohydrate metabolism (Nelson et al., 1999). A number of *T. maritima* and *T. neapolitana* enzymes that can degrade β-glucan, hemicelluloses, and pectin have been studied by functional genomics or biochemistry (Conners et al., 2006). A three-dimensional reconstruction of the central metabolic network of *T. maritima* includes 478 enzymes, 120 of which were determined experimentally (Zhang et al., 2009). Still, many metabolic gaps remained in sugar catabolic networks of *T. maritima*. We recently investigated some of those gaps using a combination of bioinformatics and experimental techniques (Rodionova et al., 2012a,b, 2013).

The comprehensive genome-scale metabolic modeling of *T. maritima* also requires an understanding of mechanisms, components, and behavior of the transcriptional regulatory machinery. The integration of genome-scale metabolic and regulatory models significantly improves growth phenotype predictions and allows for the interpretation of systems biology datasets (Faria et al., 2013). Functional genomics approaches were previously used to study global gene expression in response to growth of *T. maritima* on sugars. The transcriptional responses of *T. maritima* to various mono- and polysaccharides identified subsets of genes that are coordinately regulated in response to specific carbohydrates (Chhabra et al., 2003; Nguyen et al., 2004; Conners et al., 2005; Frock et al., 2012). However, the molecular mechanisms underlying these transcriptional responses remain unclear.

To infer sugar-responsive transcriptional regulons in *Thermotoga*, we started from the initial metabolic reconstruction, applying a combination of comparative genomics-based methods of regulatory reconstruction (Rodionov, 2007). Previously, we applied these methods to reconstruct a large number of metabolic regulons in diverse taxonomic groups of bacteria (Rodionov et al., 2011; Leyn et al., 2013; Ravcheev et al., 2013). Integration of metabolic and regulatory reconstructions is particularly efficient for elucidation of carbohydrate utilization networks in a group of taxonomically related bacteria, as recently demonstrated by the comparative genomic study of *Shewanella* spp. (Rodionov et al., 2010). In previous studies, we also combined genomics-based inferences with experimental elucidation to identify and characterize several novel regulons in *Thermotoga*, including Rex controlling the central carbon metabolism and hydrogen production (Ravcheev et al., 2012) and seven ROK-family transcription factors controlling the sugar utilization pathways (Kazanov et al., 2013).

Here, we extended this analysis toward the entire transcriptional network for sugar catabolism in *T. maritima* compared to 10 additional *Thermotogales* species with completely sequenced genomes. The reconstructed networks allowed us to improve gene annotations, refine associated pathways, and identify novel, yet uncharacterized, enzymes and transporters tentatively implicated in the sugar utilization machinery. Some of the critical inferences about newly identified regulons were experimentally verified. A comparison with global transcriptomic data obtained for *T. maritima* grown on different carbohydrates provided additional validation and enrichment of the genomic reconstruction.

## Results

### Genomic reconstruction of sugar catabolic regulons in thermotogales

Initially, we used the subsystems-based bioinformatics workflow (see Methods for details) to identify the repertoire of known and putative genes involved in carbohydrate utilization in *T. maritima* (Table S1 in Supplementary Material). Functional annotation of the identified genes was conducted using the comparative genomic analysis of predicted gene operons and regulons in the *Thermotogales* that was combined with homology searches and metabolic reconstruction. The identified set of ~240 genes encodes the components of at least 19 peripheral sugar utilization pathways as well as the central carbohydrate metabolism (Table 1). In *T. maritima*, the predicted sugar catabolome utilizes 127 enzymes, 22 transport systems (encoded by 86 genes), 18 DNA-binding transcriptional factors, (TFs), and 1 RNA-binding regulator (GlpP).

**Table 1:** **Distribution of the carbohydrate utilization genes and regulators in *T. maritima***.

**Sugar utilization pathway**	**Abbrev.**	**Regulators**	**Transporters**	**Enzymes**	**TOTAL genes**	**TOTAL genes in regulons**
Central carbohydrate metabolism	CCM	–	–	18	18	–
Arabinose, arabinosides	Ara	AraR	AraEFG	6	11	10
β-glucosides	Bgl	BglR	BglEFGKL,	2	9	9
Cellobiose	Cel	CelR	CelEFGKL	7	13	13
Xyloglucan oligosaccharides	Glo	GloR	GloEFGKL	3	9	9
Chitobiose, chitin	Chi	ChiR	ChiEFG	3	7	7
Fructose	Fru	FruR^*^	FruAB^*^	2^*^	7^*^	6^*^
Galactose, galactosides	Gal	GalR	LtpEFGKL, GanEFG	7	16	15
Glycerol	Glp	GlpP	GlpABC, GlpF	2	7	–
Digalacturonate, pectin	Uxa	UxaR	AguEFG	15	19	16
Glucuronate	Kdg	KdgR	*–*	1	3	3
Xylose, xylan	Xyl	XylR	XylEFK, XloEFGKL, XtpEFGKL, XtpN	12	27	27
Inositol	Ino	IolR	InoEFGK	6	11	6
Maltose, maltodextrins	Mal	–	MalEFG	8	15	–
Ribose	Rbs	RbsR	RbsABC	6	12	12
Glucose	Glu	GluR	GluEFK	-	4	4
Trehalose	Tre	TreR	TreEFG	*1*	5	5
Mannose, mannosides	Man	ManR	MtpEFGKL	7	13	11
Rhamnose, rhamnose oligosaccharides	Rha	RhaR	RtpEFGKL	8	14	14
Arabitol, mannitol	Pol	–	–	3	3	–
Hypothetical sugar utilization	HSU	UgtR, UctR, UgpR	UgtEFGK, UctMPQ, UgpEFG	11	24	20
Total number:		19	86	127	241	181

The details of all functional assignments summarized in this table are provided in Table S1. Asterisks indicate that FruR regulator and fructose utilization genes are absent from T. maritima and thus were not counted toward the total numbers.

Next, we identified orthologs for the *T. maritima* sugar catabolic, transport, and regulatory genes in 10 additional *Thermotogales* species with complete genomes (Table S2 in Supplementary Material). Orthologs of the predicted sugar regulators are unevenly distributed among the 11 analyzed genomes (Figure 1). We note that the presence of the orthologous cognate TFs is not ubiquitous for some sugar catabolic pathways. The most conserved TFs in the *Thermotogales* include TreR and GlpR (present in 10 genomes); GalR, GlpP, and UgtR (present in 9 genomes), as well as CelR and ChiR (present in 8 genomes). Three regulators (AraR, BglR, and XylR) were found only in 6 *Thermotoga* genomes, whereas four regulators (UxaR, KdgR, ManR, and UctR) are conserved in 5 closely-related *Thermotoga* spp. Finally, GloR, GluR, InoR, and RhaR have orthologs in a small subset of *Thermotoga* spp.

To infer novel TF regulons, we applied the comparative genomics–based approach implemented in the RegPredict Web server (see Methods). As a result, we revealed DNA motifs and reconstructed regulons for all 18 DNA-binding TFs associated with sugar catabolism in *T. maritima.* In addition, we inferred a regulon for the predicted fructose regulator FruR, which is present in two *Thermotoga* species but not in *T. maritima*. The glycerol regulon operated by the RNA-binding antiterminator protein GlpP was not studied by comparative genomics.

The obtained TF-binding motifs and respective sets of co-regulated operons in *T. maritima* are illustrated in Figure 2. Regulon content for orthologous TFs in other *Thermotogales* genomes is available in the RegPrecise database (Novichkov et al., 2010a) and in Table S2 in Supplementary Material. Metabolic content of 15 functionally annotated regulons is visualized on the integrative *T. maritima* sugar catabolic network (Figure 3). Below, we describe the reconstructed transcriptional regulatory network for sugar catabolism in the *Thermotogales* in more detail.

**Figure 2:**
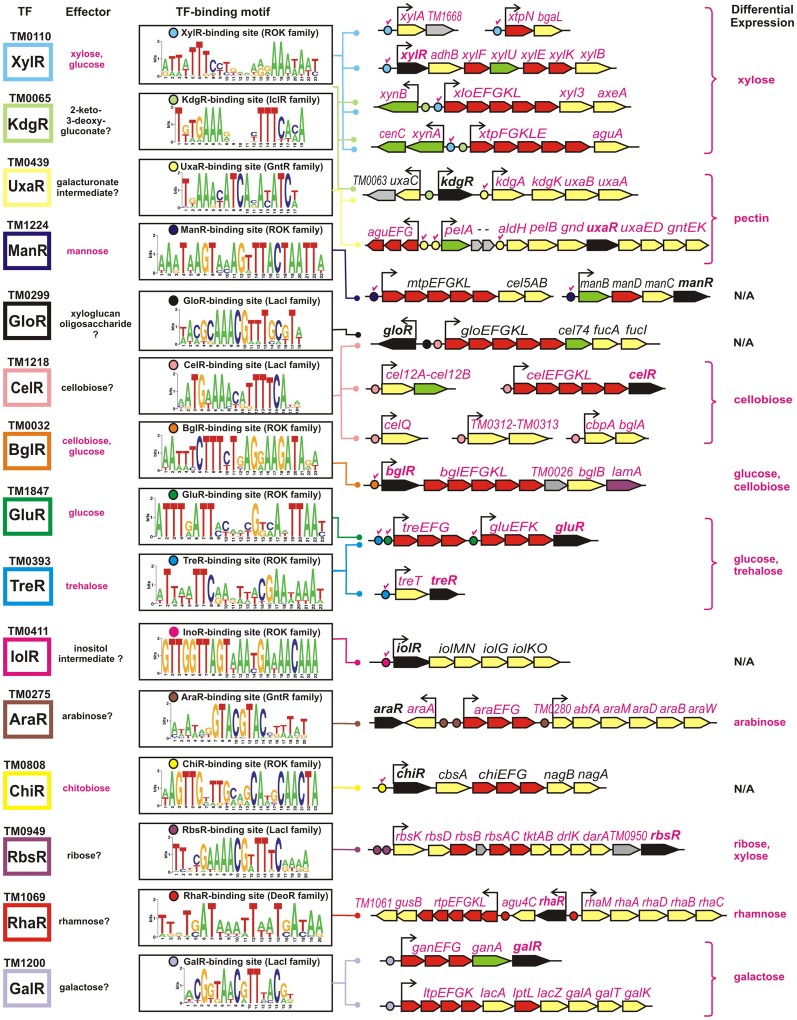
**Genomic context of 15 sugar catabolic regulons in *T. maritima***. Validated and predicted effectors of TFs are listed in red and black, respectively. TF binding sites and downstream regulated genes are shown by circles and arrows, respectively. Validated sites are labeled with red check marks. Sequence logos representing the consensus binding site motifs were built using all candidate sites in the *Thermotogales* genomes. Genes encoding transcriptional regulators and components of sugar transporters are shown in black and red, respectively, whereas the genes encoding the secreted and intracellular sugar catabolic enzymes are in green and yellow, respectively. Hypothetical genes are in gray. Genes that were upregulated on specific sugars (listed in the last column) have their names highlighted in magenta.

**Figure 3:**
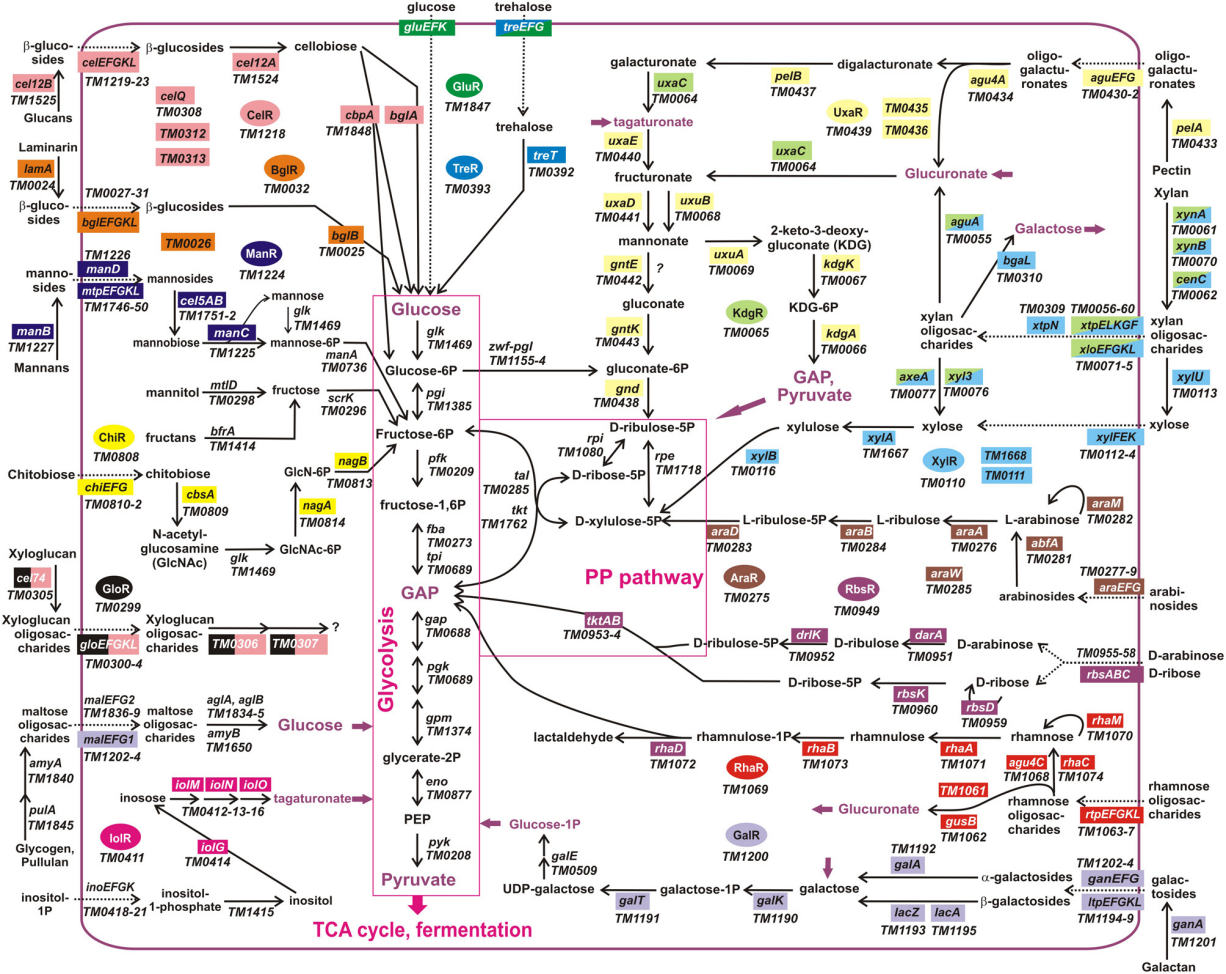
**Integrative reconstruction of sugar utilization pathways and regulons in *T. maritima***. Diagram includes 190 carbohydrate utilization genes encoding catabolic enzymes (solid arrows), transporters (dotted arrows), and transcriptional factors (in ovals of different colors). Genes involved in the reconstructed regulatory network (161 genes regulated by 15 TFs) are highlighted by a matching background color. Three hypothetical sugar utilization pathways and the respective regulons (UgtR, UctR, UgpR) are not shown.

The xylose-responsive regulon XylR in *T. maritima* contains seven operons organized into five chromosomal gene clusters that encode xylose catabolic enzymes (XylA, XylB), a xylose-specific ABC transporter, a set of hydrolytic enzymes specific for xylan and xylan oligosaccharides, and two xylan-induced ABC transporters. XylR belongs to the ROK (repressor, open reading frame, kinase) protein family. All six predicted XylR-binding sites have been experimentally validated *in vitro* in our previous study of ROK-family regulators (Kazanov et al., 2013). The XylR regulon is well conserved in five *Thermotoga* spp., whereas *T. lettingae* has a reduced size of an orthologous regulon.

The predicted regulator KdgR in *T. maritima* (IclR protein family) is homologous to a repressor of the 2-keto-3-deoxy-gluconate (KDG) metabolism and pectin utilization in enterobacteria (Rodionov et al., 2004). However, in *Thermotoga* spp., the reconstructed KdgR regulon does not include the KDG metabolism genes (*kdgK, kdgA*) but is predicted to control the uronate isomerase *uxaC*, encoding a bifunctional enzyme in the catabolism of glucuronate and galacturonate. Additional candidate KdgR-binding sites were identified in the promoter regions of two XylR-regulated gene clusters, *xynB/xlo* and *xynA/xtp*, that are induced during the growth of *T. maritima* on xylan. Glucuronoxylan is a linear polymer of β-linked xylose residues with many of the xylose units substituted with glucuronate residues. The *xtp* gene cluster encodes α-glucuronidase AguA that can release glucuronate residues from glucuronoxylan. Thus, we propose that the two *Thermotoga* loci under dual regulation by XylR and KdgR are involved in the xylan and glucuronoxylan utilization.

The predicted regulator UxaR (GntR family) was attributed to a conserved 17-nt DNA motif found in multiple copies within the pectin/galacturonate utilization gene loci in five *Thermotoga* genomes (Rodionova et al., 2012a). The UxaR-regulated pectin catabolic locus in *T. maritima* includes pectate lyase *pelA*, digalacturonate ABC transporter *aguEFG*, exo-polygalacturonase *pelB*, and the *gnd, uxaE, uxaD, gntE*, and *gntK* genes required for galacturonate catabolism. Interestingly, the *T. maritima aguEFG* transporter is substituted by other UxaR-regulated transport systems (named *uxaPQM* and *uxaXYZ*) in *T. petrophila, T. naphtophila*, and *T. neapolitana.* A conserved UxaR binding site was identified upstream of the *kdgA-kdgK-uxuB-uxuA* operon encoding enzymes of the glucuronate utilization pathway. These results suggest that the pectin/galacturonate and glucuronate catabolic genes are co-regulated by the transcription factor UxaR in *Thermotoga* spp. The UxaR regulon predicted by *in silico* genomic analysis was experimentally validated in *T. maritima* (see Experimental validation of the inferred regulons in *T. maritima*).

The mannose-responsive regulon ManR (ROK family) includes two operons encoding a set of mannan and mannosides hydrolytic enzymes and a mannan-induced ABC transporter. Both candidate binding sites of ManR and its mannose effector have been previously experimentally tested in *T. maritima* (Kazanov et al., 2013). The ManR-dependent regulation of the *manBDCR* operon is conserved in other *Thermotoga* spp., whereas the ManR-regulated *mtp-cel5* operon is conserved only in the RQ-2 strain.

The predicted cellobiose regulator CelR (LacI family) has an extensive regulon including 22 genes from six genomic loci in *T. maritima*. The conserved part of the CelR regulon (present in five *Thermotoga* genomes) includes glucan and β-glucoside degradation enzymes, cellobiose phosphorylase, and a barley glucan–induced ABC transporter. The latter transporter, termed *celEFGKL*, is also present and regulated by orthologous CelR regulators in three other *Thermotogales* genomes (Figure 1). In *T. maritima*, the reconstructed CelR regulon includes an additional ABC transporter (*gloEFGKL*) encoded within the predicted xyloglucan utilization gene cluster. The LacI-family transcription factor GloR was predicted to function as a local regulator of the *glo* locus. The common intergenic region of *gloR* and *gloE* genes contains distinct operator sites for CelR and GloR regulators. The BglR regulator (ROK family) controls another β-glucosides utilization operon encoding laminarinase, β-glucosidase, and cellobiose- and laminaribiose-specific ABC transporters in *Thermotoga* spp. A BglR-binding site was experimentally validated, and it was found that the BglR regulator from *T. maritima* responds to two effectors, cellobiose and glucose (Kazanov et al., 2013).

The ROK-family transcription factors GluR and TreR in *T. maritima* control the glucose and trehalose utilization pathways (Kazanov et al., 2013). The trehalose-responsive regulator TreR co-regulates the trehalose ABC transporter *treEFG* and the trehalose synthase-like gene *treT*, whereas GluR controls the glucose ABC transporter *gluEFK* in response to glucose. The glucose regulator has an additional binding site upstream of the *treEFG* operon, which is conserved in five closely related *Thermotoga* genomes (Figure 4). These results suggest that the trehalose transporter is under dual control of both regulators. The TreR regulon is conserved in all studied *Thermotogales* genomes except for *Petrotoga mobilis*.

**Figure 4:**
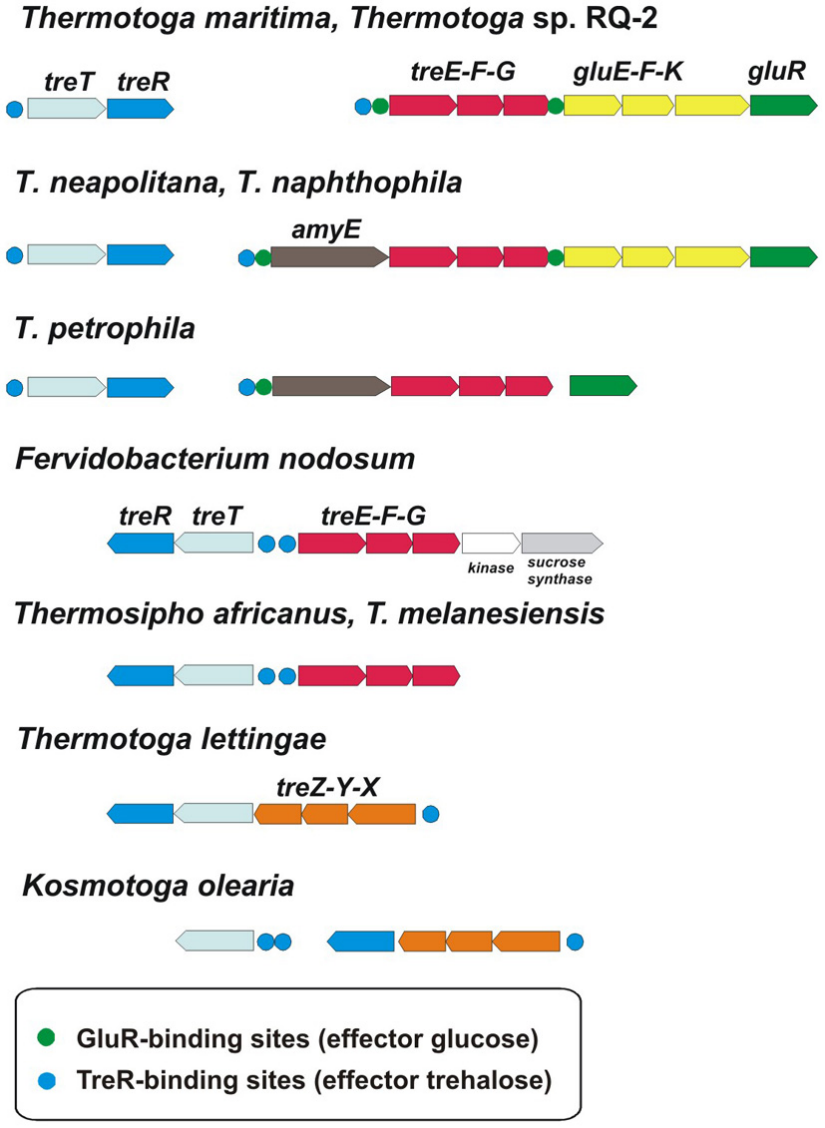
**Genomic context and conservation of trehalose and glucose utilization genes and regulons in *Thermotogales***.

Two other ROK-family regulators, IolR and ChiR, control the inositol and chitobiose catabolic operons, respectively. The latter operon includes the predicted chitobiose transporter *chiEFG*, the chitobiose hydrolase *cbsA*, and the N-acetylglucosamine (GlcNAc) catabolic genes *nagAB*. Single DNA binding sites of both IolR and ChiR regulators were experimentally confirmed (Kazanov et al., 2013). The specific DNA-binding ability of the ChiR regulator was abolished by a disaccharide chitobiose but not monosaccharide GlcNAc. However, the IolR regulator did not respond to any tested sugar, including glucose, inositol, and inositol phosphate (Kazanov et al., 2013). The IolR regulon is conserved in four *Thermotoga* genomes, whereas the ChiR regulon is present in all studied *Thermotoga* and *Thermosipho* spp. (Figure 1).

The predicted regulator AraR (GntR family) is homologous to the L-arabinose-responsive repressor from *Bacillus subtilis* (Rodionov et al., 2001). The reconstructed AraR regulon in five *Thermotoga* species includes predicted ABC transporters and hydrolytic enzymes for utilization of arabinose oligosaccharides and a set of L-arabinose catabolic enzymes. The predicted ribose regulator RbsR (LacI family) is encoded within the ribose utilization operon. The conserved part of the RbsR regulon in eight *Thermotogales* genomes includes a ribose-specific ABC transporter and a ribokinase. In *T. maritima, T. neapolitana*, and *T. lettingae*, the ribose operon also includes genes encoding two predicted D-arabinose catabolic enzymes and transketolase.

The predicted rhamnose regulator RhaR (DeoR family) was identified within the rhamnose utilization gene cluster in *T. martima* and three other *Thermotoga* spp. The reconstructed RhaR regulon includes a rhamnose-induced ABC transporter, several glycoside hydrolases, and a set of rhamnose catabolic enzymes. The predicted galactose regulator GalR (LacI family) controls the galactan/galactoside utilization pathways in nine *Thermotogales* genomes. In *T. maritima*, the GalR regulon includes two galactose catabolic enzymes, two β-galactosidases, one galactan hydrolase, and two lactose-inducible ABC transporters. The predicted fructose utilization regulon FruR (DeoR family) was found in only two *Thermotoga* spp. (*T. naphthophila* and RQ-2). Finally, three other TF regulons reconstructed in *Thermotoga* genomes control yet uncharacterized sugar catabolic pathways (UctR/TM0326, UgtR/TM1228, and UgpR/TM1856).

### Experimental validation of the inferred regulons in *T. maritima*

We further assessed the reconstructed sugar catabolic regulons by performing genome-wide transcriptional profiling of *T. maritima* cells grown on various mono- and disaccharides. First, the ability of *T. maritima* to grow on 17 different carbon sources was tested in minimal media with a 10-mM concentration of the particular carbohydrate in 500-ml bottles *under anoxic* conditions at 80°C. Growth phenotype testing revealed that *T. maritima* is able to grow on the monosaccharides rhamnose, galactose, glucose, fructose, arabinose, xylose, ribose, and mannose and the disaccharides trehalose, cellobiose, and maltose as a sole carbon and energy source (Figure 5). In contrast, N-acetylglucosamine, gluconate, glucuronate, galacturonate, mannitol, sorbitol, and inositol did not support the growth of *T. maritima* and thus were not used for further transcriptional analysis. The obtained phenotypes are in agreement with the previous studies that have demonstrated growth of *T. maritima* on simple sugars such as glucose, mannose, ribose, arabinose, xylose, and rhamnose (Conners et al., 2005), as well as on the disaccharides maltose and lactose (Nguyen et al., 2004).

**Figure 5:**
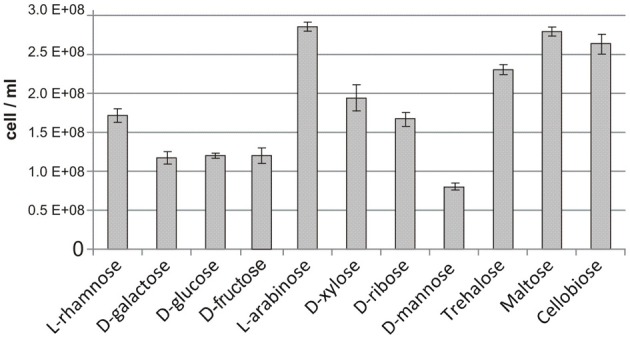
**Maximum cell concentration for *T. maritima* grown on various carbon sources**. Cell density was determined by optical density measured at 600 nm (OD600) after 24 h of cultivation. These values were converted to cell counts using the following equation [cells/mL] = OD600/3.58 × 10^−10^, which was determined from measures of OD600 taken at numerous time points in the growth curve and correlated with flow cytometric cell counts.

Using high-density oligonucleotide tiling arrays, we analyzed changes in transcription levels of *T. maritima* cells grown on different carbon sources (see Methods). 

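Transcript levels of *T. maritima* MSB8, a hyperthermophilic anaerobe, were measured on 19 single-colour NimbleGen arrays whose probes tile both strands of the genome. There were 2 arrays for each of xylose, cellobiose, trehalose, arabinose, ribose, rhamnose, galactose and pectin, and 3 for glucose. The methods give 2 biological replicates per condition and do not say which glucose arrays were used, so all 3 entered the values given here. With the gene values as the authors deposited them, the rounded mean of all 3 glucose arrays against ribose equals the paper's Table S3 for 98.9% of its genes. The mean of any 2 equals it for 74.7 to 77.0%. Cells were collected in mid-logarithmic phase from 200 ml of minimal medium with 10 mM of the carbon source, kept at 80 °C in 500-ml bottles. *gap* (TM0688), the glyceraldehyde-3-phosphate dehydrogenase gene of glycolysis that the paper uses as its RT-PCR reference, lay between 14.93 and 15.38 log2 on the 19 arrays. The array carries 71548 probes, 35774 on each strand, with a median of 15 probes per gene; 46 of the 1895 genes are covered by 1 probe. The labels give 71423 probes and the dye Cy5, where the methods give 71548 and Cy3. The authors normalized the probe intensities and summarised them per gene as log2 values by RMA (robust multi-array averaging) without background correction. In these deposited values the median gene lay at 9.13 log2 on pectin replicate 2 and at 10.40 on glucose replicate 2, with the other arrays in between. The 19 columns of gene values were therefore quantile-normalized together, and fold changes come from the normalized values unless they are called deposited values. The deposited files also hold 1 value per array that summarises 39467 probes under the name of the whole genome record. It was lowest on glucose replicate 1 (7.10 log2) and highest on pectin replicates 1 and 2 (7.37 and 7.57) and arabinose replicate 2 (7.35). Genes with a deposited value under 8 log2 made up 4.85% of all genes on glucose replicate 1, 22.8% on arabinose replicate 2, 25.6% on pectin replicate 1 and 34.9% on pectin replicate 2. After normalization, replicate arrays differed by a standard deviation over genes of 0.107 log2 (ribose) to 0.428 log2 (cellobiose). Glucose replicate 3 stood further apart, with 0.666 and 0.654 log2 against replicates 1 and 2, and 199 and 186 genes differed at least 2-fold from them, whereas replicates 1 and 2 differed in 3 genes. In the deposited values the pectin, xylose and arabinose replicates differed at least 2-fold in 242, 177 and 172 genes. Glucose replicate 3 then differed in 175 and 169 genes from replicates 1 and 2, and the replicates of the other sources in at most 40. One limma model was fitted to all 19 arrays. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over the 1895 genes together with a change of at least 2-fold, the minimum that the paper names for pectin; the paper's text names no test. With 2 or 3 arrays per carbon source, the number of arrays limits the precision.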

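The 233 genes of Table S1 that have probes on the array encode the sugar-specific enzymes, transporters and regulators of *T. maritima*, together with central carbohydrate metabolism. Against ribose, 58 of them were higher on pectin, 49 on galactose, 39 on rhamnose, 34 on xylose, 29 on glucose, 27 on cellobiose, 16 on arabinose and 9 on trehalose. In the same order, 19, 20, 19, 11, 17, 24, 21 and 21 of the genes were lower. In the deposited values 103 were lower on pectin, 42 on arabinose and 34 on trehalose. Adjusted over the list alone, the higher genes numbered 59 on pectin, 41 on rhamnose and 10 on trehalose, with the other 5 sugars and all 8 counts of lower genes as above. Where every member of a regulon passes over all genes, adjustment over the list alone cannot lose a call and adds no support. Over all 1895 genes, the calls against ribose by limma numbered 349 on galactose (171 higher, 178 lower), 277 on arabinose (128 higher, 149 lower), 266 on xylose (130 higher, 136 lower) and 259 on pectin (144 higher, 115 lower). Cellobiose gave 232 (113 higher, 119 lower), rhamnose 204 (100 higher, 104 lower), glucose 182 (88 higher, 94 lower) and trehalose 114 (34 higher, 80 lower). On xylose, 320 genes were called against glucose (142 higher, 178 lower). The split into higher and lower depends on the scaling of the arrays. With the deposited values it was 91 to 180 on xylose, 21 to 109 on trehalose, 85 to 269 on arabinose, 81 to 761 on pectin and 99 to 245 for xylose against glucose, where the median gene lay at -0.18, -0.08, -0.22, -0.76 and -0.22 log2. The regulon lists were drawn up in the paper by comparative genomics, and the fold changes of Table S3 had been seen before the lists were taken over here, so the counts of their members are not independent evidence of a direction.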

The obtained sugar-specific transcriptomes were compared with ribose and other sugars to calculate the differential expression of all genes from regulons reconstructed in *T. maritima* (Table S3 in Supplementary Material). The obtained gene induction patterns for xylose, cellobiose, trehalose, glucose, arabinose, ribose, rhamnose, and galactose correlate with the reconstructed regulons and metabolic effectors for the XylR, BglR, CelR, TreR, GluR, AraR, RbsR, RhaR, and GalR regulators. In addition, the UxaR regulon involving the pectin and galacturonate genes was experimentally validated in *T. maritima* by both the transcriptomic approach and the *in vitro* DNA-binding assays with the recombinant UxaR protein. 

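Measured against the mean of the other 8 carbon sources, the XylR genes for xylan and xylose use lay at a median of 3.08 log2 on xylose and the CelR genes for cellobiose and glucan use at 2.86 log2 on cellobiose. The TreR pair *treT* and *treR* lay at 4.69 log2 on trehalose, the AraR genes at 2.67 log2 on arabinose, the RhaR genes at 4.48 log2 on rhamnose and the GalR genes at 3.03 log2 on galactose. In this contrast limma called 26 of 27 XylR, 12 of 12 CelR, 2 of 2 TreR, 10 of 10 AraR, 14 of 14 RhaR and 15 of 15 GalR genes higher on that sugar. Several regulons were higher on more than 1 source. BglR, for beta-glucosides, had medians of 2.40 log2 on glucose (8 of 9 genes called), 1.94 on cellobiose (9 of 9) and 1.74 on pectin (8 of 9). RbsR, for ribose, had 5.07 on ribose and 5.02 on xylose (12 of 12 genes on each), GalR also had 2.64 on pectin (15 of 15) and AraR 1.39 on pectin (7 of 10). *gluR*, the 1 GluR gene with probes, was called higher on glucose (1.57 log2) and on galactose (1.40). By contrast, 9 of 9 BglR genes were lower on arabinose (median -1.78 log2) and on ribose (median -1.12). Fewer were lower on galactose (5 of 9, median -1.04), rhamnose (5 of 9, median -1.04) and xylose (3 of 9, median -1.00), and 0 on trehalose. The reference mean includes glucose, cellobiose and pectin, so a source without a rise tends to fall below it. The contrast does not single out ribose as the control. The paper states that these patterns correlate with the reconstructed regulons and their effectors.

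**Figure D1:**
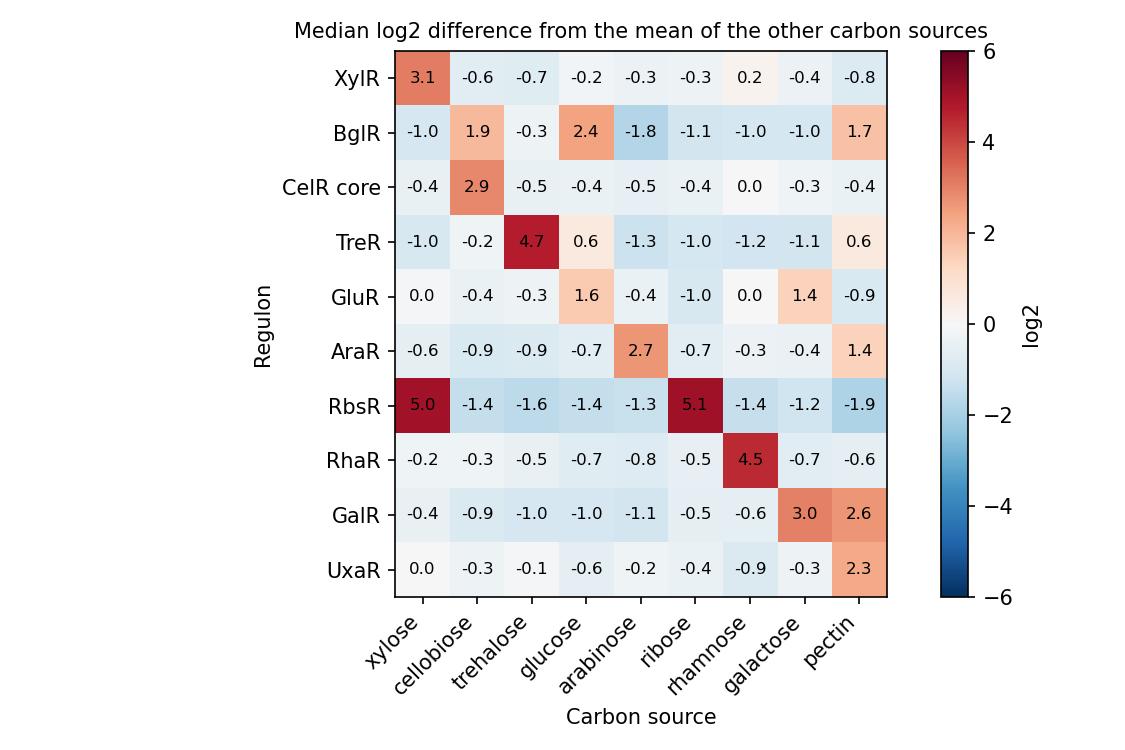
Median log2 difference of the members of each regulon (rows) on each carbon source (columns) from the mean of the other 8 carbon sources; red is above and blue below that mean, and each cell prints its value. XylR stands out on xylose at 3.1, RbsR on ribose and xylose at 5.1 and 5.0, and GalR on galactose and pectin at 3.0 and 2.6.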

The genes/operons from these regulons are presented in Figure 2 and discussed below with respect to their differential expression and physiological function in *T. maritima*.

#### XylR regulon

Transcription levels of all 27 genes from the seven operons regulated by the xylose-responsive transcription factor XylR were significantly elevated in *T. maritima* grown on xylose compared to cells grown on ribose. 

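On xylose, 26 of the 27 XylR genes were higher than on ribose, with a median of 10.0-fold. The genes encode secreted and cytoplasmic enzymes that break down xylan, ABC transporters for the oligosaccharides released, and the steps that take up xylose and turn it into xylulose 5-phosphate. In each of the 26, both xylose arrays lay above both ribose arrays. *xylE* (TM0114), the substrate-binding protein of the xylose transporter, was the gene that did not reach 2-fold, at 1.53-fold (95% confidence interval 1.18 to 1.97, adjusted p = 0.012 from limma, n = 2 arrays each). With the p-values adjusted over the list alone, the count was 26.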

The highest fold changes of gene expression (~10- to 20-fold) were observed for two xylan utilization gene clusters, *xynB<>xloEFGKL-xyl3-axeA* and *xynA-cenC<>xtpFGKLE-aguE*. 

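In the *xlo* cluster, *xloE* (TM0071), the sugar-binding protein of a xylose oligosaccharide transporter, was 28.7-fold higher on xylose (95% confidence interval 16.5 to 49.9, adjusted p = 2.6e-07 from limma, n = 2 arrays each). The ATP-binding gene *xloL* was 18.5-fold higher, the beta-xylosidase gene *xyl3* 17.6-fold, the acetyl xylan esterase gene *axeA* 15.2-fold, *xloF* 10.3-fold, *xloG* 10.2-fold and *xloK* 8.71-fold. *xynB*, the endoxylanase gene on the opposite strand, was 10.0-fold higher with a wide interval of 5.01 to 20.1. In the *xtp* cluster the ATP-binding gene *xtpK* (TM0058) led with 21.0-fold (interval 17.4 to 25.3, adjusted p = 3.1e-12 from limma). *xtpG* was 16.4-fold, *xtpL* 15.0-fold, *xtpF* 13.0-fold and *xtpE* 8.68-fold higher, the endoxylanase gene *xynA* 12.6-fold, *cenC* 10.9-fold and the alpha-glucuronidase gene *aguA* 10.0-fold. The *xtp* transporter genes lie on the reverse strand, with probes from 53765 to 59744 of the genome sequence used for the array, and *xloE* on the forward strand from 72359 to 74122. The intervals of *xloE* and *xtpK* overlap, so these data do not rank them.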

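Within the xylose catabolic cluster, the repressor gene *xylR* (TM0110) was 7.18-fold higher on xylose than on ribose (95% confidence interval 5.37 to 9.60, adjusted p = 6.7e-08 from limma, n = 2 arrays each). The xylulose kinase gene *xylB* was 3.83-fold, the transporter genes *xylF* and *xylK* 3.72-fold and 2.78-fold, the alcohol dehydrogenase gene *adhB* 2.63-fold and the esterase gene *xylU* 2.14-fold higher. *xylA* (TM1667), which encodes xylose isomerase and lies far from this cluster with probes from 1653494 to 1654693 on the forward strand, was 13.2-fold higher (interval 9.49 to 18.4, adjusted p = 1.1e-08 from limma). Its neighbour *TM1668*, of unknown function, was 4.15-fold higher.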

The xylose catabolic gene cluster *xylR-adhB-xylFUEKB* demonstrated modest upregulation on xylose (~2- to 6-fold), whereas the xylose isomerase *xylA* had approximately 10-fold higher transcript levels. 

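*bgaL* (TM0310), a beta-galactosidase gene, was 7.57-fold higher on xylose (95% confidence interval 6.08 to 9.42, adjusted p = 1.6e-09 from limma, n = 2 arrays each). *xtpN* (TM0309), which precedes it and encodes a substrate-binding protein for xylose oligosaccharides, was 4.81-fold higher (interval 3.50 to 6.61, adjusted p = 2.3e-06 from limma).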

The xylan oligosaccharide utilization operon *xtpN-bgaL* was induced approximately 6-fold. *In vitro*, the XylR regulator responded to 0.02 mM of xylose and also to >0.2 mM of glucose (Kazanov et al., 2013). However, current *in vivo* experiments have not identified any significant induction of the XylR-regulated genes on glucose, suggesting that xylose, rather than glucose, is a physiological inducer of the XylR regulon in *T. maritima*.

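On glucose, 5 of the 27 XylR genes were higher than on ribose and 0 were lower. The 5 belong to the *xlo* cluster for xylose oligosaccharides. *xyl3* was 2.64-fold higher (adjusted p = 1.7e-04), *xloL* 2.60-fold (adjusted p = 1.9e-05), *axeA* 2.45-fold (adjusted p = 8.5e-05), *xloE* 2.53-fold (adjusted p = 0.0077) and *xynB* 2.34-fold (adjusted p = 0.039; not called in the deposited values, at 2.10-fold), all from limma with 3 glucose and 2 ribose arrays. Of the 27 genes, 17 had a 95% confidence interval wholly inside 2-fold in either direction. The count was also 5 when adjusted over the list alone, and 14 of the 27 had an unadjusted p under 0.05. The folds of *xynB* and *xloE* depend on glucose replicate 3, and the count was 3 without it. They then stood at 1.47-fold and 1.97-fold. Without ribose replicate 1 their folds held at 2.36 and 2.55, and without ribose replicate 2 at 2.31 and 2.51. Both calls were also lost without either ribose array, in fits that leave 1 ribose array and have a wider error. No gene was called when limma tested against a 2-fold change itself, with 2 at an unadjusted p under 0.05. From the response to xylose and its absence on glucose, the paper proposes that xylose is the physiological inducer of XylR. It sets this beside earlier in vitro work, where XylR responded to xylose and, at a higher concentration, to glucose.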

#### BglR and CelR regulons

Genes from the BglR-controlled *bglREFGKL-TM0026-bglB-lamA* operon were 4- to 6-fold upregulated during growth on cellobiose (β-glucosyl-1,4-glucose) and 3- to 11-fold induced by glucose. 

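All 9 BglR genes were higher than on ribose both on cellobiose and on glucose. They encode a laminarinase, a beta-glucosidase, a beta-glucoside transporter and the BglR repressor, and lie on the reverse strand with probes from 21477 to 32391. On cellobiose the rise ran from 4.88-fold for *bglE*, the sugar-binding protein, to 8.81-fold for the permease gene *bglG*, with *bglR* at 6.44-fold (n = 2 arrays each). On glucose *TM0026*, of unknown function, was 12.2-fold higher (95% confidence interval 8.81 to 17.0), *lamA*, the laminarinase gene, 11.9-fold and *bglR* 3.43-fold (interval 1.83 to 6.43, adjusted p = 0.0054 from limma). All 9 were also called on either sugar when adjusted over the list alone. Without glucose replicate 3, which stands apart, *bglR* was 2.19-fold higher. Cellobiose and glucose were also compared with each other, where *lamA* was the 1 gene of the 9 that differed, 2.00-fold lower on cellobiose (adjusted p = 0.0073 from limma). That call was lost in the deposited values (2.04-fold lower, adjusted p = 0.055 from limma) and without cellobiose replicate 2, glucose replicate 1 or glucose replicate 2, while *bglR* was called 2.93-fold higher on cellobiose without glucose replicate 3, *bglE* without glucose replicate 2 and *bglF* without cellobiose replicate 1.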

The obtained gene expression profiles for the BglR regulon are corroborated by the previous *in vitro* DNA-binding assays with the BglR repressor that was affected by both cellobiose and glucose, although the glucose disaccharide was a more effective inducer (Kazanov et al., 2013). 

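The 12 CelR genes outside the *glo* cluster that have probes on the array were all higher on cellobiose than on ribose, and none passed the test on glucose. They encode a cellobiose transporter, endoglucanases, cellobiose phosphorylase, a putative alpha-glucosidase, *TM0312*, *TM0313* and the regulator itself. On glucose their folds lay between 0.644 and 1.96, with 8 of the 12 intervals of 95% confidence wholly inside 2-fold in either direction. The largest was that of *TM0312*, a predicted dehydrogenase gene, at 1.96-fold (adjusted p = 4.0e-04 from limma, n = 3 glucose and 2 ribose arrays). Set against glucose directly, all 12 were higher on cellobiose, from 4.59-fold for *TM0312* to 16.8-fold for *cbpA*. With p-values adjusted over the list alone, the counts were 12 on cellobiose and 0 on glucose. On glucose, 3 of the 12 had an unadjusted p under 0.05 by limma, and none when limma tested against a 2-fold change. *TM0312* was called without glucose replicate 1 (2.07-fold), glucose replicate 2 (2.03-fold) or ribose replicate 1 (2.04-fold). *bglA*, which the paper places in the *cbpA* operon, has no probes on the array.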

All 13 genes that belong to five operons from the predicted CelR regulon were highly upregulated during growth on cellobiose but remained uninduced during growth on glucose. The *cbpA* and *celQ* genes showed the highest induction by cellobiose (more than 10-fold), whereas the responses of the *celEFGKLR, cel12AB*, and *TM0312-13* operons to cellobiose were more moderate (5- to 9-fold). In contrast, the putative xyloglucan oligosaccharide utilization gene cluster *gloR<>gloEFGKL-cel74-fucAI*, which was predicted as a part of the CelR regulon, was uninduced on cellobiose or other sugars tested. 

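*cbpA* (TM1848), which encodes cellobiose phosphorylase, was 19.6-fold higher on cellobiose (95% confidence interval 10.6 to 36.3, adjusted p = 2.4e-06 from limma, n = 2 arrays each). *celQ* (TM0308), a putative alpha-glucosidase gene, was 13.1-fold higher (interval 10.5 to 16.2, adjusted p = 2.8e-11 from limma). In the transporter operon, *celE*, the sugar-binding protein, was 9.93-fold, *celG* 9.05-fold, *celK* 6.72-fold, *celF* 5.99-fold, *celL* 5.14-fold and the regulator gene *celR* 6.89-fold higher. The endoglucanase genes *cel12A* and *cel12B* stood at 7.46-fold and 6.74-fold, *TM0312* at 9.00-fold and the aldo/keto reductase gene *TM0313* at 5.44-fold. The intervals of *celQ* and *celE* (7.68 to 12.8) overlap.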

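None of the 9 genes of the *glo* cluster, for a putative xyloglucan oligosaccharide transporter, an endoglucanase, fucose enzymes and the regulator GloR, passed the test on cellobiose. Their folds ran from 0.685 for *fucI*, a putative fucose isomerase gene, to 1.63 for *gloE*, the sugar-binding protein (adjusted p = 0.0081 from limma, n = 2 arrays each), and 7 of the 9 intervals of 95% confidence lay wholly inside 2-fold in either direction. None of the 9 was called on xylose, glucose, trehalose, arabinose or rhamnose either, while in the deposited values 3 were lower on trehalose, 1 on arabinose and 4 on pectin. *gloE* was 3.13-fold higher on galactose (adjusted p = 6.7e-06 from limma) and 4.82-fold higher on pectin (adjusted p = 1.3e-07; 2.40-fold in the deposited values). *gloG* was called higher on pectin at 2.08-fold, a call absent in the deposited values (0.776-fold) and without pectin replicate 2 (1.94-fold), with 1 of the 2 pectin arrays below the value of the whole genome record, and *fucI* was lower there, at 0.411-fold (0.175-fold in the deposited values). At an unadjusted p under 0.05, limma gave 2 genes on cellobiose, 1 on xylose, 1 on glucose, 4 on trehalose, 2 on arabinose and 2 on rhamnose. With adjustment over the GloR genes, or adjusted over the list alone, the counts were 0 on cellobiose, 1 higher on galactose and 2 higher on pectin.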

The latter fact can be explained by transcriptional repression of the *xlo* gene locus by another LacI-family predicted regulator, GloR, that has a yet-unknown sugar effector. 

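Across the other carbon sources the same 12 CelR genes seldom passed the test against ribose. On galactose 1 was higher and 2 were lower, on arabinose 1 was higher and on xylose 1 was lower. On trehalose, rhamnose and pectin limma called 0, with 1, 5 and 2 genes at an unadjusted p under 0.05; in the deposited values 5 were lower on pectin. Those values also gave 2 lower on xylose and 0 higher on galactose (4 there at an unadjusted p under 0.05). The median level of the 12 was 13.12 log2 on cellobiose and 10.46 on arabinose, the source with the next highest level. The paper reasons from the rise on cellobiose and the lack of one on glucose.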

Based on these results, we concluded that cellobiose is a physiological effector that induces the CelR regulon in *T. maritima*.

#### TreR and GluR regulons

The TreR-regulated *treTR* operon encoding a putative trehalose utilization enzyme and the trehalose-responsive repressor was highly upregulated in *T. maritima* cells grown on trehalose (Figure 6A). 

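*treT* (TM0392), which encodes trehalose synthase, lay at 7.48 ± 0.05 log2 (SD, n = 2 arrays) on ribose and at 13.70 ± 0.16 (SD, n = 2) on trehalose. It was 74.8-fold higher on trehalose (95% confidence interval 53.1 to 106, adjusted p = 1.5e-11 from limma). *treR* (TM0393), which encodes the repressor and follows *treT* on the forward strand, was 15.8-fold higher (interval 11.8 to 21.2, adjusted p = 6.2e-10 from limma). The probes of the 2 genes run from 411585 to 413821. Both genes were also called when adjusted over the list alone. The ribose level of *treT* lies close to the value of the whole genome record on the ribose arrays (7.13 log2 on both), so a fold against ribose is read against a gene near the array background.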

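The array covers *treT*, *treR* and *gluR* of the trehalose and glucose genes; *treE*, *treF*, *treG*, *gluE*, *gluF*, *gluK* and *bglA* have no probes on it. Compared directly with glucose, *treT* was 16.5-fold (95% confidence interval 12.1 to 22.6, adjusted p = 8.1e-09 from limma) and *treR* 9.70-fold higher on trehalose, with 2 trehalose and 3 glucose arrays. *gluR* (TM1847), the repressor gene of the GluR regulon, was 3.14-fold lower on trehalose than on glucose (adjusted p = 2.2e-05 from limma).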

Although the DNA microarray hybridization confirmed the *in vivo* induction of *treTR* by trehalose, similar analysis of the *treEFG* and *gluEFK* genes was not possible due to the absence of the respective oligonucleotide probes. The *T. maritima* MSB8 isolate that was originally sequenced in 1999 [TIGR genomovar, (Nelson et al., 1999)] and that was used for microarray gene probe design lacks the 8870-bp DNA region between the genes *TM1846* (*cbpA*) and *TM1847* (*gluR*). This DNA region is present in two other *T. maritima* MSB8 isolates that have recently been resequenced [genomovars DSM 3109 (Boucher and Noll, 2011) and ATCC (Latif et al., 2013)]. The new region includes seven genes including *bglA*, a member of the CelR-regulated *cbpA-bglA* operon, and the *treEFG* and *gluEFK* genes that are regulated by TreR and GluR (Kazanov et al., 2013) (Figure 6C). To validate sugar-specific induction of these two operons *in vivo*, we performed real-time reverse transcription PCR (RT-PCR) with probes designed for *treE, gluE, gluR*, and *bglA* (used as a negative control) (Figure 6B). All three genes tested had demonstrated elevated expression levels in *T. maritima* cells grown on either glucose or trehalose compared to the cells grown on ribose. The highest fold changes in gene expression were observed for *treE* and *gluE* in the glucose-grown cells, whereas in the trehalose-grown cells only the *treE* gene was highly upregulated. These results confirm the dual control of the trehalose transporter *treEFG* by both TreR and GluR regulators in response to trehalose and glucose, respectively. Also, the RT-PCR results confirm that the glucose transporter *gluEFGR* operon is induced by glucose using the glucose-responsive repressor GluR.

**Figure 6:**
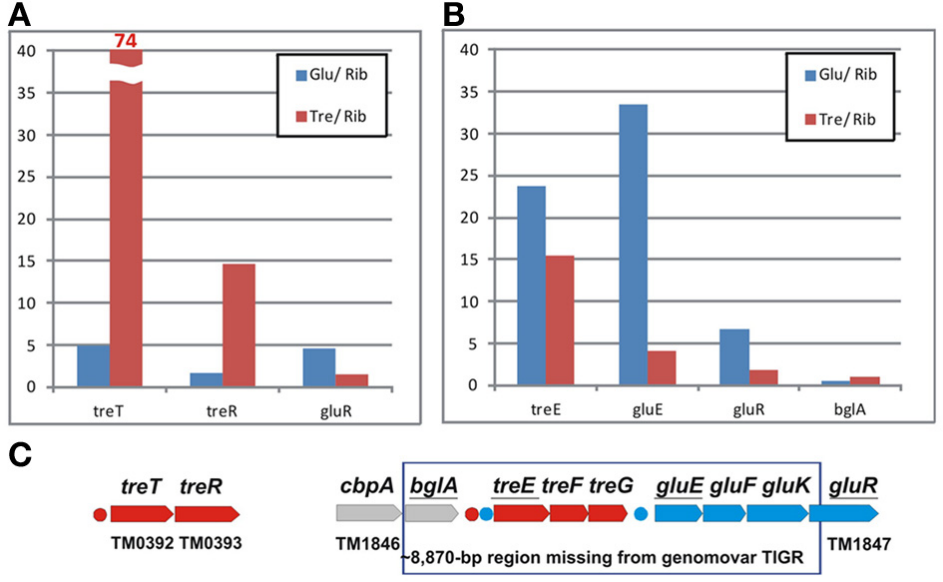
**Differential expression of trehalose and glucose utilization genes in *T. maritima*. (A)** Gene expression fold changes for the *treTR* and *gluR* genes for the cells grown on glucose (Glu) and trehalose (Tre) vs. ribose (Rib), as determined by whole-genome microarrays. **(B)** Gene expression fold changes for the *treE, gluE*, and *gluR* genes as determined by RT-PCR. The *bglA* gene was used as a negative control. Normalized transcript levels with respect to the TM0688 (*gap*) gene are provided in Figure S1 in Supplementary Material. The mean of biological duplicate measurements was used. **(C)** Genomic clusters of genes involved in the trehalose (red) and glucose (blue) utilizations.

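On glucose, *gluR* was 4.82-fold higher than on ribose (95% confidence interval 3.68 to 6.31, adjusted p = 2.7e-07 from limma, 3 glucose and 2 ribose arrays). Its level was 9.87 ± 0.05 log2 (SD, n = 2) on ribose, 12.14 ± 0.19 (SD, n = 3) on glucose and 10.48 ± 0.13 (SD, n = 2) on trehalose. *treT* was 4.53-fold higher on glucose (interval 3.31 to 6.20, adjusted p = 2.1e-06 from limma). Neither *treR* on glucose, at 1.63-fold (interval 1.25 to 2.13, adjusted p = 0.0074), nor *gluR* on trehalose, at 1.53-fold (interval 1.14 to 2.06, adjusted p = 0.045, both from limma), reached 2-fold.

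**Figure D2:**
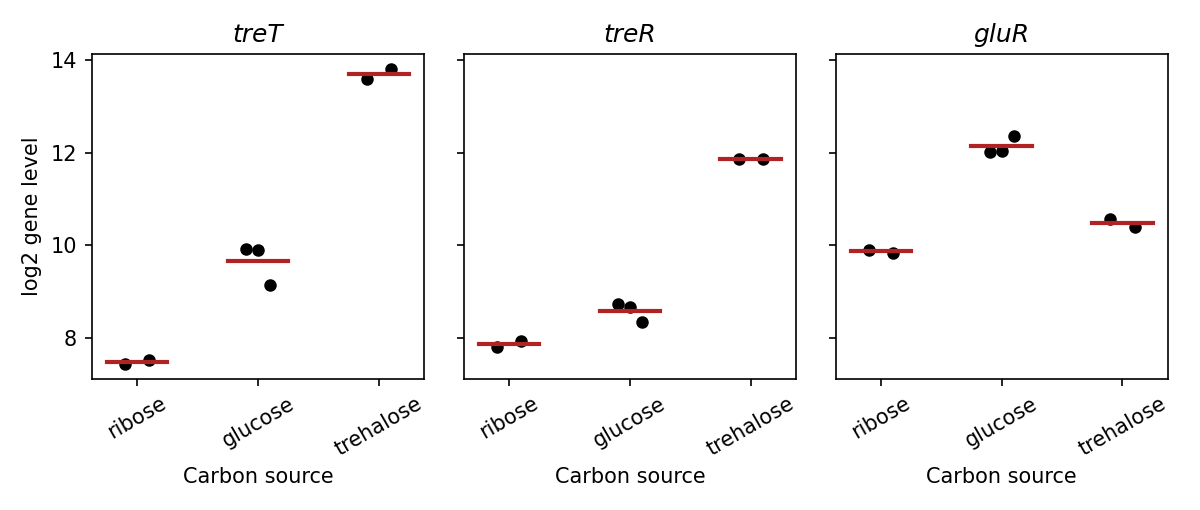
Log2 level of *treT*, *treR* and *gluR* on each array of ribose, glucose and trehalose. Points are single arrays and horizontal bars are means. *treT* moves from 7.48 on ribose to 9.66 on glucose and 13.70 on trehalose, whereas *gluR* is highest on glucose at 12.14.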

#### AraR regulon

All genes from the predicted AraR regulon that are organized in three transcriptional units were upregulated in *T. martima* cells grown on arabinose compared to cells grown on ribose. 

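On arabinose, 9 of the 10 AraR genes were higher than on ribose. They include the genes of L-arabinose isomerase, ribulokinase, L-ribulose-5-phosphate epimerase, an arabinoside transporter and an arabinofuranosidase. The tenth, *araM* (TM0282), an arabinose mutarotase gene, stood at 1.73-fold (95% confidence interval 1.32 to 2.26, adjusted p = 0.0034 from limma, n = 2 arrays each) and did not reach 2-fold. In each of the 9 that passed, both arabinose arrays lay above both ribose arrays. The count was 9 when adjusted over the list alone.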

The *TM0280-abfA* and *araA* genes demonstrated the highest induction levels (61- to 161-fold), the arabinoside transporter genes *araEFG* were modestly induced (9- to 16-fold), whereas expression of the arabinose catabolic genes *araMDBW* was increased only 2- to 6-fold. 

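*TM0280*, a putative glycosyl hydrolase gene, was 148-fold higher on arabinose (95% confidence interval 107 to 203), its neighbour *abfA* (TM0281), which encodes alpha-N-arabinofuranosidase, 108-fold (interval 80.1 to 145) and the arabinose isomerase gene *araA* (TM0276) 66.4-fold (interval 52.1 to 84.6, adjusted p = 4.7e-13 from limma, n = 2 arrays each). Of the arabinoside transporter, the substrate-binding gene *araE* was 15.8-fold and the permease genes *araF* and *araG* 7.55-fold and 7.82-fold higher. On both ribose arrays *araF* and *araG* lay below the value of the whole genome record. Their folds are therefore also given as lower bounds on the estimate, without sampling error. These were 5.12-fold and 5.26-fold in the deposited values and 5.66-fold and 5.94-fold after normalization. The L-ribulose-5-phosphate epimerase gene *araD* stood at 5.80-fold, the ribulokinase gene *araB* at 4.45-fold and *araW* at 2.96-fold.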

Large differences in the induction levels between the *TM0280-abfA* and *araMDBW* genes can be attributed to the putative transcriptional terminator upstream of *araM* (Latif et al., 2013). These results suggest that arabinose is a physiological inducer for the AraR regulon. This hypothesis is supported by the fact that AraR orthologs in *Clostridium acetobutylicum* and *B. subtilis* function as arabinose-responsive repressors (Zhang et al., 2012).

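The rise on arabinose was 37.3-fold larger for *TM0280* and *abfA* than for *araM*, *araD*, *araB* and *araW* (a difference of log2 changes of 5.22, standard error 0.19, 95% confidence interval 28.1 to 49.4-fold, adjusted p = 8.6e-12 from limma, n = 2 arrays each). Along the genome, with probes placed on genes by their values, the step lies between neighbouring genes of the forward strand. The 35 probes of *TM0280* (294703 to 296477) had a median of 7.18 log2 arabinose minus ribose in the deposited probe values and the 27 probes of *abfA* (296581 to 297934) 6.43, whereas the 18 probes of *araM* (298143 to 299017) had 0.79. Further on, *araD* had 2.48, *araB* 2.15 and *araW* 1.33. Upstream, *araE*, *araF* and *araG* had 3.71, 2.76 and 2.77, and *araA*, on the reverse strand, 5.76. The paper proposes that the step is due to a putative terminator upstream of *araM*.

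**Figure D3:**
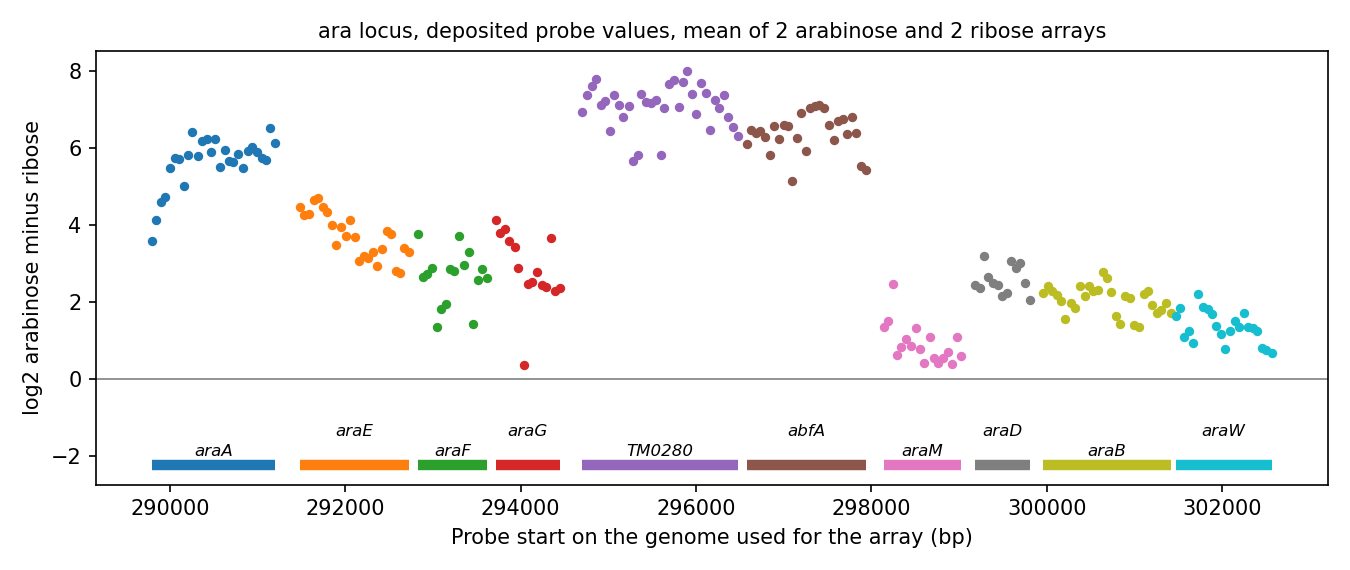
Log2 difference between arabinose and ribose for each probe of the *ara* genes, from the deposited probe values averaged over 2 arrays per sugar, against the probe's start on the genome sequence used for the array. Bars mark the span of each gene's probes. The points drop from a median of 6.43 over *abfA* to 0.79 over *araM*.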

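Over the 9 carbon sources, the AraR genes had their highest median level on arabinose (13.22 log2), and each of the 10 genes peaked there. Pectin came next, at 10.68 log2. The paper proposes from the induction on arabinose that arabinose is the inducer of AraR, and adds that orthologs in other bacteria respond to arabinose.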

#### RbsR regulon

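All 12 genes of the ribose operon, which encode the ribose transporter, ribokinase, ribose pyranase, a transketolase and the predicted regulator, were higher on ribose than on glucose, with a median of 49.2-fold. The ribokinase gene *rbsK* (TM0960) was 95.6-fold higher (95% confidence interval 71.2 to 128, adjusted p = 8.4e-13 from limma, n = 2 ribose and 3 glucose arrays), *TM0957* 86.6-fold, *rbsD* 80.9-fold and *TM0950* 44.7-fold. On glucose *rbsK* lay near the array background, below the value of the whole genome record on 1 of 3 arrays in the deposited values (mean 7.28 log2 against 7.11 for the record). The rise was smallest for *rbsR* (TM0949), the regulator gene, at 5.23-fold (interval 3.91 to 7.00), and for *rbsB* (TM0958), the ribose-binding protein, at 17.4-fold (interval 11.5 to 26.2). The operon lies on the reverse strand with probes from 964992 to 978043. All 12 genes were also called when adjusted over the list alone.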

Transcription of all genes from the ribose utilization operon was highly upregulated in *T. maritima* cells grown on ribose compared to cells grown on glucose (14- to 92-fold). 

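On xylose the 12 genes of the ribose operon were also higher than on glucose, from 4.08-fold for *rbsR* to 85.8-fold for *rbsK*, which is near the array background on glucose, with a median of 49.0-fold (12 adjusted over the list alone). Xylose and ribose did not differ by the test. Their ratio, xylose over ribose, lay between 0.780 (*rbsR*) and 1.12 (*rbsB*), and all 12 intervals of 95% confidence lay inside 2-fold in either direction. Limma called 0 of the 12 genes, with 0 at an unadjusted p under 0.05. The median level of the operon was 13.94 log2 on ribose and 13.95 on xylose. The paper proposes that RbsR responds to both sugars, or to ribose 5-phosphate, an intermediate of the pentose-phosphate pathway that xylose also enters.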

Unexpectedly, the ribose operon genes were almost equally highly induced in cells grown on xylose. The ribose operon is predicted to be controlled by the LacI-family regulator RbsR, whose molecular effector is not yet experimentally determined. The unusual induction patterns for ribose utilization genes may be explained by the dual specificity of the RbsR repressor to ribose and xylose. Alternatively, since the xylose utilization feeds the pentose-phosphate pathway, it is possible that ribose 5-phosphate, an intermediate of this pathway, serves as a physiological effector of the RbsR regulon in *T. maritima*.

#### RhaR regulon

The rhamnose oligosaccharide utilization gene cluster in *T. maritima* includes 14 genes organized in three transcriptional units that are predicted to be regulated by RhaR. 

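All 14 RhaR genes were higher on rhamnose than on ribose, and on each both rhamnose arrays lay above both ribose arrays. *rtpE* (TM1067), the substrate-binding protein of the predicted rhamnose oligosaccharide transporter, was 71.3-fold higher (95% confidence interval 57.5 to 88.3, adjusted p = 8.7e-14 from limma, n = 2 arrays each). The smallest rise was that of *gusB*, a putative beta-glucuronidase gene, at 4.61-fold (interval 3.82 to 5.57). The median of the 14 was 19.1-fold, and all 14 were also called when adjusted over the list alone. Rhamnose was the source with the highest level for each of the 14 genes (median 13.09 log2); the next, xylose, had a median of 8.69 log2. When genes with a mean under 8.72 log2 over all 19 arrays are left out, 5 of the 14 remain in the test and all 5 are higher.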

Transcription of all three RhaR-regulated operons was highly elevated in *T. maritima* cells grown on rhamnose compared to cells grown on ribose. The rhamnose catabolic genes from the *rhaMADBC* operon were induced between 27- and 37-fold, the *rhaR-agu4C* operon showed ~12-fold induction, whereas the *rtpEFGKL-gusB-TM1061* operon genes demonstrated the gradual decrease in their induction level from 60-fold for the first gene to ~5-fold for the latter gene. These expression results suggest that the RhaR regulator in *T. maritima* responds to the rhamnose monosaccharide.

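In the catabolic operon the mutarotase gene *rhaM* was 44.2-fold higher on rhamnose, the isomerase gene *rhaA* 40.5-fold, the rhamnulokinase gene *rhaB* 38.3-fold, the aldolase gene *rhaD* 37.9-fold and the glycoside hydrolase gene *rhaC* 30.4-fold. The regulator gene *rhaR* stood at 16.5-fold and the alpha-glucuronidase gene *agu4C* at 15.6-fold. After *rtpE* in the third operon came *rtpF* at 22.1-fold, *rtpG* at 16.2-fold, *rtpK* at 13.9-fold, *rtpL* at 9.69-fold and, past *gusB*, *TM1061* at 5.07-fold. The rise of *rtpE* exceeded that of *TM1061* 14.1-fold (a difference of log2 changes of 3.81, standard error 0.13, 95% confidence interval 11.5 to 17.2-fold, adjusted p = 4.3e-12 from limma, n = 2 arrays each). In the deposited probe values the median of log2 rhamnose minus ribose went from 5.69 over *rtpE* (1081477 to 1083350, reverse strand) to 4.19, 3.82, 3.44 and 2.85 over the next 4 genes, 2.11 over *gusB* and 2.00 over *TM1061* (1074409 to 1075440).

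**Figure D4:**
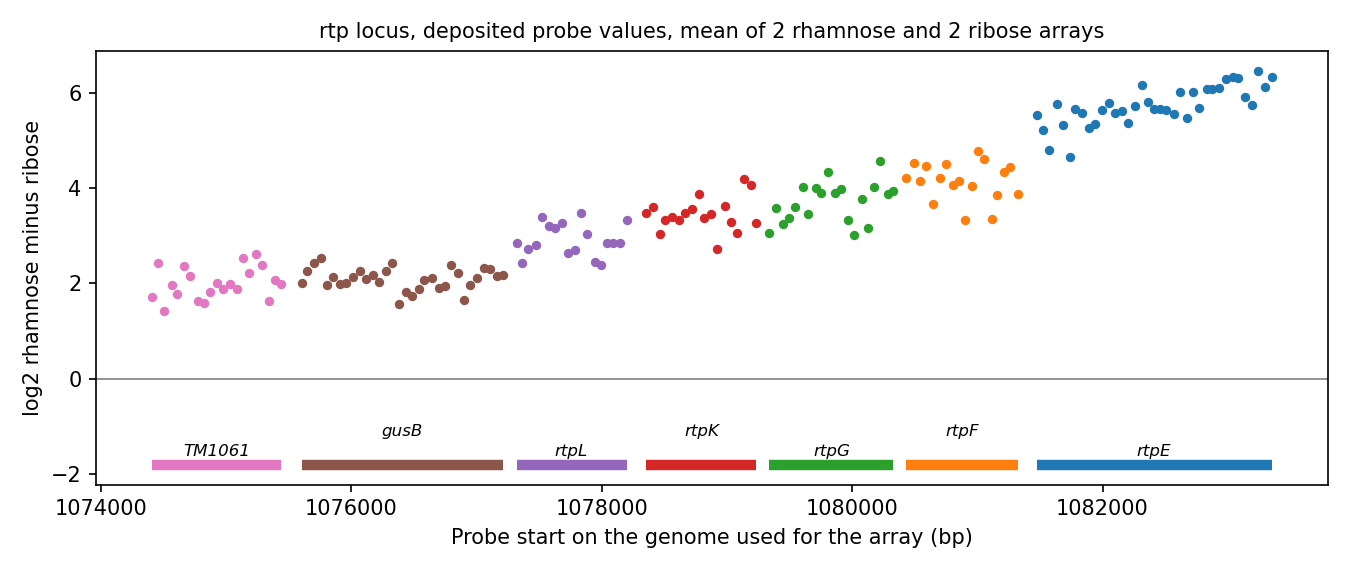
Log2 difference between rhamnose and ribose for each probe of the operon from *rtpE* to *TM1061*, from the deposited probe values averaged over 2 arrays per sugar, against the probe's start on the genome sequence used for the array. Transcription runs from right to left. The gene medians step down from 5.69 over *rtpE* to 2.00 over *TM1061*.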

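From the rise of these operons on rhamnose the paper proposes that RhaR responds to the monosaccharide. Against the mean of the other 8 carbon sources, the RhaR genes lay on xylose, the source with the next highest level, at a median of -0.25 log2, and on arabinose at -0.76. That mean includes the high levels on rhamnose, which place the other sources below it.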

#### GalR regulon

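All 15 GalR genes were higher on galactose than on ribose, with a median of 9.18-fold. They encode 2 transporters for galactosides and galactose oligosaccharides, beta- and alpha-galactosidases, a galactan hydrolase, the first enzymes of galactose breakdown and the regulator, and lie on the reverse strand with probes from 1207123 to 1230217. In each gene both galactose arrays lay above both ribose arrays, and all 15 were also called when adjusted over the list alone (limma, n = 2 arrays each).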

The predicted galactoside utilization regulon GalR in *T. maritima* includes 15 genes organized into two operons, both of which were upregulated during growth on galactose. Genes encoding putative transporters for galactose oligosaccharide and galactosides (*ganEFG* and *ltpEFGKL*), as well as two β-galactosidases (*lacA* and *ganA*), demonstrated the highest levels of induction on galactose compared to ribose (8- to 20-fold). 

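*ltpF* (TM1198), a permease gene of the galactoside transporter, was 24.5-fold higher on galactose (95% confidence interval 18.2 to 33.0, adjusted p = 9.2e-11 from limma, n = 2 arrays each). The sugar-binding gene *ltpE* was 20.7-fold, *ltpG* 18.5-fold, *ltpK* 9.67-fold and *ltpL* 6.98-fold higher. In the galactose oligosaccharide transporter *ganG* was 14.6-fold and *ganF* 11.7-fold higher, and *ganE* (TM1204), the substrate-binding protein, 4.20-fold (interval 2.97 to 5.93, adjusted p = 7.4e-06 from limma). The galactanase gene *ganA* stood at 12.0-fold and the beta-galactosidase gene *lacA* at 9.18-fold.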

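Of the galactose catabolic genes, *galK* (TM1190), galactokinase, was 3.37-fold higher on galactose (95% confidence interval 2.81 to 4.05, adjusted p = 3.6e-08 from limma, n = 2 arrays each) and *galT*, galactose-1-phosphate uridylyltransferase, 4.84-fold. The repressor gene *galR* was 4.66-fold (interval 3.58 to 6.07), the alpha-galactosidase gene *galA* 6.07-fold and the second beta-galactosidase gene *lacZ* 4.87-fold higher.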

The galactose catabolic genes (*galT* and *galK*) and the putative galactose repressor gene *galR* were modestly induced by galactose (~4-fold). These results are in agreement with the previous microarray expression profiling of *T. maritima* that have demonstrated induction of all above-mentioned GalR regulon genes in cells grown on lactose but not on maltose (Nguyen et al., 2004).

#### UxaR regulon

The GntR-type transcriptional regulator UxaR was predicted to bind a conserved DNA motif in regulatory regions of four pectin and galacturonate utilization operons in *T. maritima* (Figures 7A,B). The UxaR regulon includes the extracytoplasmic pectate lyase PelA, the digalacturonate-specific transporter AguEFG, the cytoplasmic polygalacturonase PelB, and the extensive set of galacturonate catabolic enzymes (Rodionova et al., 2012a). We performed experimental validation of the predicted UxaR regulon by both *in vitro* and *in vivo* approaches. To assess specific binding of the purified recombinant UxaR protein to the predicted UxaR operators in *T. maritima* we used a fluorescence polarization assay (Figure 7C). The results show that UxaR specifically binds to the synthetic 27-nt DNA fragments containing UxaR binding sites. All tested DNA fragments demonstrated the concentration-dependent increase of fluorescence polarization, confirming specific interaction between the regulator and DNA fragments. The apparent *K*_*d*_ values for the UxaR protein interacting with the tested DNA fragments were in the range of 40–80 nM. We also tested the influence of potential sugar effectors on protein-DNA interaction, however, the addition of digalacturonate, galacturonate, glucuronate, or hexuronate catabolic pathway intermediates had no effect on the complex formation (data not shown).

**Figure 7:**
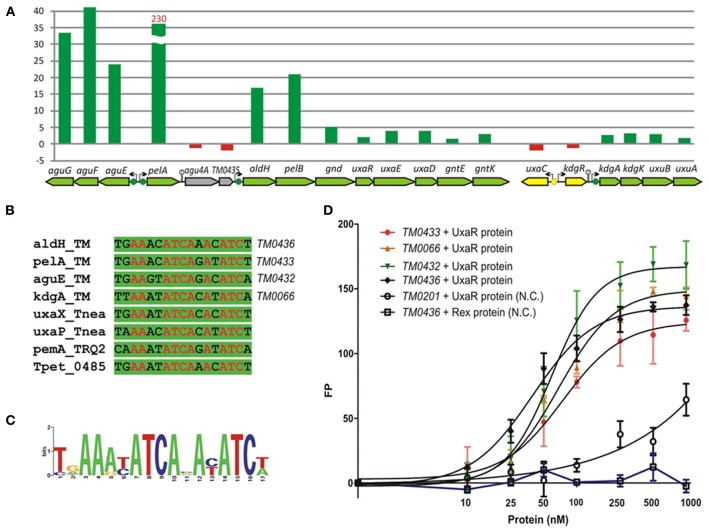
**Experimental validation of UxaR regulon in *T. maritima*. (A)** Non-redundant set of UxaR binding sites identified in *T. maritima* (TM), *T. neapolitana* (Tnea), *Thermotoga* sp. RQ-2 (TRQ2), and *T. petrophila* (Tpet). **(B)** Sequence logo for UxaR binding sites. **(C)** Fluorescence polarization binding assay of UxaR with target DNA operators in *T. maritima*. Increasing protein concentrations were mixed with 27-bp fluorescence-labeled DNA fragments of gene regions containing UxaR-binding sites. As a negative control (N.C.), the *T. maritima* regulator Rex (TM0169) and DNA fragment of the *TM0201* gene containing the Rex-binding site were used. **(D)** Gene expression fold change for *T. maritima* grown on pectin vs. ribose.

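On pectin, the polymer of galacturonate that forms part of plant cell walls, 15 of the 16 UxaR genes were higher than on ribose, with a median of 4.51-fold (15 when adjusted over the list alone). For each of the 15, both pectin arrays lay above both ribose arrays. The regulator gene *uxaR* (TM0439) stood just under 2-fold, at 1.96-fold (95% confidence interval 1.57 to 2.43, adjusted p = 1.3e-04 from limma, n = 2 arrays each). All 16 genes had their highest level on pectin among the 9 carbon sources, with a median of 12.52 log2. The pectin arrays had the highest values of the whole genome record, taken as a measure of background. The deposited folds are lower, with *uxuA* (1.97-fold) and *gntE* (1.82-fold) then under 2-fold. With the array background as a covariate, chosen after seeing the data, 14 of the 15 remained called.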

Galacturonate does not support the growth of *T. maritima* when used as a single carbon source (data not shown). Thus, we assessed gene expression in cells grown on pectin, a galacturonate-containing polysaccharide, which can support the growth of *T. maritima* (Kluskens et al., 2003). The expression of ~50 sugar catabolic genes was significantly (>2-fold) upregulated in cells grown on pectin compared to cells grown on ribose (Table S3 in Supplementary Material). In particular, the expression of 6 genes from the UxaR regulon (*aguEFG, pelA*, and *aldH-pelB*) showed more than 17-fold upregulation (Figure 7D). 

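Of the 233 genes of Table S1, 58 were at least 2-fold higher on pectin at an adjusted p under 0.05 from limma. Most belong to the UxaR, GalR, BglR and AraR regulons for galacturonate, galactosides, beta-glucosides and arabinose. Glycerol genes were also among them, with the uptake facilitator gene *glpF* at 3.88-fold (adjusted p = 0.0022 from limma, n = 2 arrays each) and the glycerol kinase gene *glpK* at 2.22-fold, where the deposited values gave 3.48 and 1.97. *treT* was 4.80-fold higher (2.12-fold in the deposited values). A further 19 were lower, among them all 12 genes of the ribose operon, which stand high on the reference sugar ribose. The deposited values gave 48 higher and 103 lower. Among the lower genes were *pgl* and *zwf*, for the first steps of the pentose-phosphate pathway, at 0.165-fold (adjusted p = 6.1e-07) and 0.254-fold (adjusted p = 3.8e-06), both from limma; the deposited values gave 0.0774 and 0.120, with *pgl* below the value of the whole genome record on 1 of the 2 pectin arrays.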

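*aguF* and *aguG*, the permease genes of the digalacturonate transporter, were 39.5-fold (95% confidence interval 30.1 to 51.8) and 28.6-fold higher on pectin, and *aguE* (TM0432), its substrate-binding protein, 26.1-fold (adjusted p = 1.2e-11 from limma, n = 2 arrays each). *pelB* (TM0437), the cytoplasmic polygalacturonase gene, was 16.3-fold (interval 12.2 to 21.8) and *aldH* (TM0436), an alcohol dehydrogenase gene, 12.2-fold higher (interval 10.0 to 14.8). The deposited values gave 27.6-fold for *aguF*, 20.9-fold for *aguG*, 24.4-fold for *aguE*, 11.7-fold for *pelB* and 8.29-fold for *aldH*.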

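*pelA* (TM0433), which encodes a secreted pectate lyase, lay at 7.05 ± 0.03 log2 (SD, n = 2 arrays) on ribose and at 13.54 ± 0.08 (SD, n = 2) on pectin. With the value of the whole genome record in place of its ribose level, the fold was 77.0 in the deposited values and 87.0 after normalization. These are lower bounds on the estimate and carry no sampling error. The deposited level of *pelA* lay below that of the record on both ribose arrays (means of 7.09 and 7.13 log2). The measured fold was 89.6 (95% confidence interval 71.8 to 112, adjusted p = 4.9e-14 from limma), and 79.4 in the deposited values. Its 20 probes lie on the forward strand from 453895 to 454882.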

The extracellular pectate lyase gene *pelA* was expressed 230-fold higher on pectin when compared to ribose. Most of the remaining UxaR-regulated genes from the *aldH-pelB-gnd-uxaRED-gntEK* and *kdgAK-uxuBA* operons showed a 2- to 5-fold upregulation on pectin. 

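After *aldH* and *pelB* in the same operon, *gnd*, a 6-phosphogluconate dehydrogenase gene, was 5.83-fold higher on pectin (95% confidence interval 4.05 to 8.38, adjusted p = 1.1e-06 from limma, n = 2 arrays each), the tagaturonate epimerase gene *uxaE* 4.62-fold, *uxuB-II* 4.39-fold, the gluconokinase gene *gntK* 3.84-fold and the epimerase gene *gntE* 2.83-fold. In the other operon *uxuB* was 3.49-fold, the kinase gene *kdgK* 3.46-fold, the aldolase gene *kdgA* 3.17-fold and the mannonate dehydratase gene *uxuA* 2.26-fold higher. *uxuA* lost its call with the array background as a covariate (1.92-fold, adjusted p = 0.16 from limma). For *gntK* the deposited fold was 2.38. The rise of *aldH* and *pelB* exceeded that of the 6 genes from *gnd* to *gntK* 3.82-fold (a difference of log2 changes of 1.93, standard error 0.15, interval 3.05 to 4.79-fold, adjusted p = 1.0e-07 from limma).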

The *agu4A-TM0435* genes located immediately downstream of *pelA* did not show any upregulation on pectin, suggesting that they are not co-transcribed with *pelA*. Accordingly, we found a putative rho-independent transcriptional terminator downstream of *pelA*. In addition to the induction of pectin/galacturonate catabolic genes, three gene clusters encoding the beta-glucoside (*TM0024-32*), arabinose (*TM0276-284*), and galactoside (*TM1190-1204*) utilization pathways were significantly upregulated in *T. maritima* cells grown on pectin. These genes clusters do not belong to the UxaR regulon but were predicted to be regulated by BglR, AraR, and GalR, respectively. Induction of these three regulons by pectin may be explained by the presence of glucose, arabinose, and galactose residues in this polysaccharide.

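Neither *agu4A*, an alpha-glucuronidase gene, nor *TM0435*, a putative esterase gene, passed the test on pectin. *agu4A* stood at 1.19-fold (adjusted p = 0.24 from limma, n = 2 arrays each) and *TM0435* at 1.81-fold (adjusted p = 0.0023 from limma); in the deposited values both lay below 1, at 0.841 and 0.763, and *TM0435* was called without pectin replicate 1 (2.10-fold, adjusted p = 0.0019 from limma). The measured rise of *pelA* exceeded the mean of the pair 61.1-fold (a difference of log2 changes of 5.93, standard error 0.16, interval 48.2 to 77.4-fold, adjusted p = 2.5e-13 from limma; 6.63 log2 in the deposited values). In the deposited probe values the median of log2 pectin minus ribose dropped from 6.31 over *pelA* to -0.12 over *agu4A* (probes from 455097 to 456396, same strand) and -0.31 over *TM0435* (456491 to 456858). *pelA* lay below the value of the whole genome record on both ribose arrays and *TM0435* on both pectin arrays, so the fold of *TM0435* and the ratio are not exact. A ratio within the arrays shows unequal change and not that the downstream genes stayed the same. From the lack of a rise downstream the paper proposes that the pair is not transcribed together with *pelA*. It also reports a putative terminator downstream of *pelA*.

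**Figure D5:**
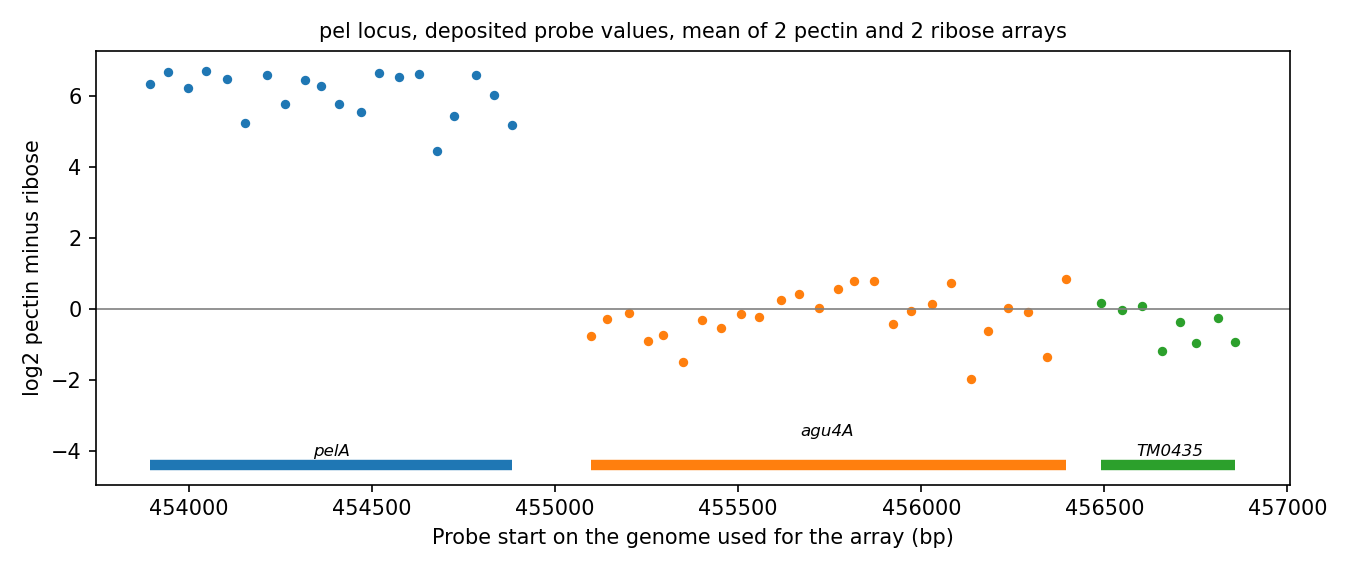
Log2 difference between pectin and ribose for each probe of *pelA*, *agu4A* and *TM0435*, from the deposited probe values averaged over 2 arrays per carbon source, against the probe's start on the genome sequence used for the array. Bars mark the span of each gene's probes. The points drop from a median of 6.31 over *pelA* to -0.12 over *agu4A*.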

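On pectin 9 of 9 BglR, 8 of 10 AraR and 15 of 15 GalR genes were higher than on ribose, with the same counts when adjusted over each list alone. In the beta-glucoside cluster the folds ran from 3.26 for *bglR* to 8.55 for *TM0026*, with the laminarinase gene *lamA* at 5.67. In the arabinose cluster *abfA* was 10.5-fold (95% confidence interval 7.76 to 14.1, adjusted p = 3.4e-09 from limma, n = 2 arrays each), *araA* 9.51-fold, *araE* 7.76-fold and *TM0280* 7.63-fold higher, whereas *araW* (0.59 log2) and *araM* (-0.99 log2) were not called. In the galactoside cluster *ltpE* was 17.7-fold higher (interval 13.5 to 23.2, adjusted p = 1.1e-10 from limma) and *galR* 2.22-fold. In the deposited values *bglR* (1.30-fold), *araF* (1.68 against 3.81), *araG* (1.28 against 2.33) and *galR* (1.16) were not called, and *araM* was lower (0.441); *abfA*, *araA*, *araE* and *TM0280* then stood at 6.81-fold, 6.15-fold, 4.35-fold and 4.11-fold, *TM0026* at 5.39-fold and *araW* at 0.757-fold. On all 4 arrays of pectin and ribose *araF* and *araG* lay below the value of the whole genome record, so their ratios are not read as folds. *bglR* also lost its call without pectin replicate 1 (2.80-fold), ribose replicate 1 (3.24-fold) or ribose replicate 2 (3.27-fold). These fits leave 1 array in a group and have a wider error. *araM* was called lower without pectin replicate 1 (0.47) or ribose replicate 2 (0.49).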

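Pectin was also compared directly with the free sugars. Against arabinose, 7 of the 10 AraR genes were lower on pectin and 0 were higher, led by *TM0280* (19.4-fold lower, adjusted p = 6.7e-10 from limma, n = 2 arrays each), *abfA* (10.3-fold) and *araA* (6.98-fold). Against galactose, 4 of the 15 GalR genes were lower on pectin, the permease genes *ganG* (2.69-fold) and *ganF* (2.00-fold), *ganA* (2.23-fold) and *galR* (2.10-fold), and 0 were higher. In the deposited values all 10 AraR genes were lower on pectin, *araF*, *araB* and *araW* included, with *TM0280* 34.9-fold lower, and 4 GalR genes were lower, with *galR* 3.41-fold lower. The lower genes, when adjusted over the list alone, numbered 7 and 4. Of all genes, 494 were called between pectin and arabinose (243 higher, 251 lower; 165 and 602 in the deposited values) and 423 between pectin and galactose (217 higher, 206 lower; 115 and 695 in the deposited values). In those values the median gene lay at -0.56 log2 for pectin against arabinose and at -0.67 for pectin against galactose. Single arrays decide some of these calls. *araE* (2.04-fold lower) was lost without arabinose replicate 2 or pectin replicate 1, and *galR* and *ganF* without galactose replicate 1 or pectin replicate 1, while *araF* was called without arabinose replicate 1 or pectin replicate 2, *araW* without arabinose replicate 1 or pectin replicate 1, *ltpK* without galactose replicate 2, and *ltpG* and *ltpF* without pectin replicate 2. The paper proposes that glucose, arabinose and galactose residues in pectin account for the induction of the 3 regulons.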

## Discussion

Transcriptional regulation is a highly variable component of carbohydrate utilization networks. Although our current knowledge of sugar catabolic regulons in model bacteria such as *Escherichia coli* and *Bacillus subtilis* is nearly comprehensive, the projection of this knowledge to the sequenced genomes of bacteria from distant taxonomic groups is still a challenge. The major difficulties for bioinformatics-based propagation of TF regulons include duplications and losses of TFs and their binding sites, rapid diversification of specificities of TFs toward DNA sites and sugar effectors, non-orthologous replacements of entire regulatory systems, and frequent horizontal transfers. Comparative genomic analysis of specific sugar utilization pathways has led to substantial progress in the identification and reconstruction of their cognate TF regulons in diverse bacterial lineages (Yang et al., 2006; Rodionov et al., 2010; Leyn et al., 2012). In this study, we used comparative genomics to reconstruct novel TF regulons for sugar catabolism in hyperthermophilic bacteria from the deep-branching lineage *Thermotogales* (Figure 1). In *T. maritima*, a model bacterium in this lineage, the identified sugar catabolic regulatory network includes 18 TFs, 40 TF binding sites, and 163 target genes comprising 15 known and three hypothetical metabolic pathways (Table 1; Figures 2, 3). All studied sugar-responsive TFs in *T. maritima* are encoded within their cognate regulated gene loci, and thus are subject to autoregulation.

All sugar utilization regulons reconstructed in *Thermotogales* are controlled by TFs that are homologous to known sugar-related regulators from six families: DeoR, GntR, IclR, LacI, ROK, and RpiR. For most of these TFs, phylogenetic and genome context analysis of distant homologs did not reveal their potential functional orthologs outside the *Thermotogales* lineage. These genomic observations suggest that the analyzed sugar metabolic regulators have evolved and functionally specialized after the separation of the *Thermotogales*. Our previous phylogenetic analysis suggests that the expansion of the ROK family represented by seven paralogs in *T. maritima* was likely due to massive duplications and subsequent functional diversification of regulators during the evolution of *Thermotogales* (Kazanov et al., 2013). The DeoR-family regulator FruR controlling the fructose utilization operon in two closely related *Thermotoga* spp. represents an exceptional case of relatively recent horizontal gene transfer from thermophilic Clostridia. All genes from the fructose utilization operon in *Thermotoga* spp., including *fruR*, are highly similar to the orthologous genes in *Caldicellulosiruptor* spp. (70–80% identity). We propose that the entire fructose utilization operon was laterally transferred between these two lineages that likely share the same ecological niche.

The observed variations in the distribution of sugar utilization regulons among the *Thermotogales* are also remarkable (Figure 1). Only six regulons are present in at least two different genera (CelR, ChiR, GalR, GloR, RbsR, and TreR), whereas the remaining regulons are present only in the *Thermotoga* genus. Moreover, most of the latter regulons are restricted to the group of five closely related *Thermotoga* spp, and only three regulons have orthologs in a more distant genome of *T. lettingae*. Conservation of all *Thermotoga*-specific regulons except FruR suggests their likely emergence in the common ancestor of this genus. We observed several cases of species-specific regulon loss in which an entire regulon (including all operons from a regulated pathway) is missing only in a single *Thermotoga* spp., including the inositol and ribose utilization regulons in the RQ-2 strain and the glucose utilization regulon GluR in *T. petrophila*. In another case, the RhaR regulator was lost in a single strain of *Thermotoga* sp. RQ-2, however, the rhamnose utilization operons are still retained in the genome. Many other cases of the absence of orthologous regulators for sugar catabolic pathways in the genomes of more distant *Thermotogales* can be explained by their control by non-orthologous TFs that have yet to be characterized (Figure 1).

Overall, the reconstructed carbohydrate utilization regulatory network in *T. maritima* contains 18 local TF regulons (FruR is absent from *T. maritima*), each controlling between one and seven operons. In contrast to other model bacteria (e.g., *E. coli* and *B. subtilis*) that employ various transcriptional mechanisms for global catabolite repression of sugar metabolism, our genomic-based analysis did not reveal any global regulons for sugar utilization genes in *Thermotoga*. This observation correlates with the genome-wide transciptome data for *T. maritima* obtained in this and previous studies (Chhabra et al., 2003; Frock et al., 2012). With the exception of a fructose-specific system in two *Thermotoga* strains, the *Thermotogales* genomes lack orthologs of sugar phosphotranferase (PTS) systems that are essential components of global carbon catabolic repression mechanisms in both Gram-negative and Gram-positive bacteria (Deutscher, 2008). Thus, bacteria from the Thermotogae phylum appear to use different regulatory strategies for sugar utilization.

Another remarkable feature of sugar catabolic networks in *Thermotoga* is the existence of multiple interconnections between distinct sugar regulons. Two xylan catabolic gene loci, *xtp* and *xlo*, were found to be controlled by the xylose-responsive regulator XylR and the predicted glucuronate utilization regulator KdgR in *T. maritima* (Figure 2) and in other *Thermotoga* genomes (Table S2 in Supplementary Material). The first gene locus encodes a secreted endoxylanase, a putative xylan oligosaccharide ABC transporter, and a cytoplasmic glucuronidase, which might be involved in the cleavage of glucuronate residues from a xylan-derived oligosaccharide. The second gene locus encodes another secreted endoxylanase, a xylose oligosaccharide ABC transporter, and a cytoplasmic xylosidase and is presumably involved in the utilization of xylose-containing oligosaccharides. 

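The other genes that the paper assigns to KdgR, the predicted regulator of glucuronate use, did not rise on xylose. *kdgR* (TM0065) was 2.18-fold lower than on ribose (95% confidence interval of the ratio xylose over ribose 0.274 to 0.765, adjusted p = 0.018 from limma, n = 2 arrays each). The call ended without any 1 of the 4 arrays, in fits that leave 1 array in a group and have a wider error. The uronate isomerase gene *uxaC* stood at 1.00-fold (interval 0.835 to 1.20) and *TM0063* at 0.757-fold (interval 0.575 to 0.996). When adjusted over the list alone, 1 of the 3 genes was called lower. On the genome sequence used for the array, the *xtp* locus ends with *cenC* at 63826 and *TM0063* starts at 64011. Between *kdgR*, which ends at 66529, and *xynB* of the *xlo* locus, which starts at 71085, lie *kdgA*, *kdgK*, *uxuB* and *uxuA* (66693 to 70959).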

From transcriptomic data in *T. maritima*, both XylR/KdgR-regulated gene loci are upregulated during growth on xylose (Tables S3 in Supplementary Material) and xylan (Conners et al., 2005). Another gene locus, *glo*, encoding hypothetical glucose oligosaccharide utilization genes, is predicted to be controlled by both the locally encoded regulator GloR and the distal regulator CelR, which also controls five other operons involved in cellobiose and glucan utilization (Figure 2). Lastly, the trehalose transporter *treEFG* in five *Thermotoga* spp. is controlled by the trehalose- and glucose-responsive regulators TreR and GluR, respectively (Figure 4). We confirmed by RT-PCR that the *treE* gene in *T. maritima* is upregulated on glucose and trehalose (Figure 7). The observed partial overlaps between distinct local regulons in *Thermotoga* point to the existence of coordinated regulatory responses to particular types of complex polysaccharides and disaccharides.

We assessed the reconstructed sugar regulatory network in *T. maritima* by microarray gene expression profiling of cells grown on a variety of mono- and disaccharides and pectin as a single carbon source. The obtained gene induction patterns demonstrate overall consistency with individual regulons reconstructed by genomic analysis. In addition, the previously determined effectors of the ROK-family regulators XylR, TreR, GluR, and BglR (Kazanov et al., 2013) were found to be in good agreement with the *in vivo* gene expression results for xylose, trehalose, glucose, and cellobiose, respectively (Figure 2). In addition, the reconstructed regulons correlated with previous microarray expression studies in *T. maritima* (Chhabra et al., 2003; Nguyen et al., 2004; Conners et al., 2005). For instance, the predicted galactoside utilization regulon GalR was induced by galactose in our study and was previously shown to be upregulated on lactose, a galactose-glucose disaccharide (Nguyen et al., 2004). The predicted cellobiose and glucan utilization regulon CelR was induced by cellobiose in our study and was previously shown to be upregulated by barley and glucomannan (Conners et al., 2005).

The reconstructed regulatory network allowed us to suggest and/or refine specific functional assignments for sugar-specific ABC transporters that constitute the most abundant class of uptake transporters in sugar utilization pathways of *Thermotogales*. In *T. maritima*, the previously uncharacterized transporter ChiEFG was tentatively assigned chitobiose specificity based on the chitobiose-responsive regulon ChiR (Figure 3). Similarly, the characterized GluR and TreR regulons and their respective effectors allowed us to propose glucose and trehalose specificities for the GluEFK and TreEFG transporters, respectively, and these functional assignments were recently experimentally validated (Boucher and Noll, 2011). Finally, the reconstructed regulons of other *Thermotoga* species allowed us to predict sugar specificities for multiple novel ABC transporters that are non-orthologous to transport systems from *T. maritima* (Table S1 in Supplementary Material). Interestingly, despite of the absence of FruR regulon, *T. maritima* demonstrates some growth on fructose as a sole carbon source (Figure 5). This observation correlates with the presence of functional fructokinase TM0296 (Rodionova et al., 2012b), however, the fructose uptake transporter remains unknown in *T. maritima*.

In summary, the comparative genomics-based regulon and pathway reconstruction combined with some experimental data allowed us to identify the integrated metabolic and regulatory network of sugar utilization in *T. maritima* and revealed its substantial diversity between different *Thermotogales* species. Our results revealed a high level of consistency between the *in silico*–predicted TF regulons, the *in vitro*–determined TF effector specificities, and the *in vivo*–measured gene expression changes. The described integrative genomics–based approach for regulon analysis may be applied to other yet uncharacterized taxonomic groups of microorganisms for which multiple closely related genomes are available.

## Materials and methods

### Functional gene annotation and metabolic reconstruction

To map carbohydrate utilization genes in the *T. maritima* genome, we used the bioinformatic workflow that was previously applied for the analysis of *Shewanella* genomes (Rodionov et al., 2010). The workflow is based on a collection of manually curated subsystems in the SEED genomic database capturing a substantial fraction of known sugar utilization pathways projected across microbial genomes (Overbeek et al., 2005). Using a compilation of ~500 groups of isofunctional homologs from various sugar utilization subsystems in SEED, we performed homology-based scanning of the *T. maritima* genome. Based on genome context analysis of the identified gene candidates, we finally collected ~240 genes potentially involved in carbohydrate utilization in *T. maritima*. We also collected experimental knowledge and literature references for ~130 proteins from the collection including 62 sugar catabolic enzymes, 12 binding components of ABC transporters, and 6 regulators with established cognate metabolites (substrates, ligands, or effectors). For the remaining ~50 *T. maritima* proteins, the previously reported gene expression profiles revealed their upregulation during the growth on specific poly- or monosaccharides used as a single carbon source (Nguyen et al., 2004; Conners et al., 2005; Frock et al., 2012). The obtained functional gene annotations are captured in the SEED subsystem available online at http://pubseed.theseed.org/SubsysEditor.cgi?page=ShowSubsystemandsubsystem=Sugarutilizationin Thermotogales and summarized in Table S1 in Supplementary Material.

### Genomic reconstruction of regulons

Putative TF regulons were reconstructed using the established comparative genomic approach [reviewed in (Rodionov, 2007)] implemented in the RegPredict Web server (http://regpredict.lbl.gov) (Novichkov et al., 2010b). We started from the genomic identification of reference sets of genomes that encodes orthologs of each TF and their genome context analysis. Initial training sets of potentially co-regulated genes were collected based on the gene neighborhood analysis of TF orthologs in the MicrobesOnLine database (http://microbesonline.org/) (Dehal et al., 2010). For *de novo* identification of a candidate TF-binding motif in the training set of potential upstream regions, we used the “Discover Profile” procedure implemented in RegPredict. Each identified DNA motif was used to scan the *Thermotogales* genomes to predict novel regulon members. Scores of candidate sites were calculated as the sum of positional nucleotide weights. The score threshold was defined as the lowest score observed in the training set. The conserved regulatory interactions with high-scored binding sites that involve target genes involved in carbohydrate metabolism were included in the reconstructed regulons. Candidate sites associated with new members of regulons were added to the training set, and the respective group profile was rebuilt to improve search accuracy. Sequence logos for the derived group-specific DNA binding motifs were drawn using the WebLogo package (Crooks et al., 2004). The details of all reconstructed regulons are captured and displayed in RegPrecise, a specialized database of bacterial regulons (http://regprecise.lbl.gov) (Novichkov et al., 2010a), as a part of the Thermotogales collection.

### DNA microarray hybridization

*T. maritima* MSB8 (ATCC:43589) was grown in 500-ml serum bottles containing 200 ml of minimal medium (Rinker and Kelly, 2000) with 10 mM of a carbon source under anoxic conditions at 80°C. Carbon sources D-glucose, D-galactose, L-rhamnose, L-arabinose, D-xylose, D-ribose, D-mannose, N-acetyl-D-glucosamine, D-gluconate, glucuronate, galacturonate, mannitol, sorbitol, trehalose, cellobiose, maltose, and pectin were obtained from Sigma (St. Louis, MO). The cell growth was monitored spectrophometrically at 600 nm. Once the mid-logarithmic phase was reached, growth was stopped with 20 ml of stop solution composed of 5% Trizol and 95% ethanol (Sigma). RNA isolation was performed using a conventional RNAeasy mini kit protocol with DNaseI treatment (Qiagen, Valencia, CA). Total RNA yields were quantified by using a NanoDrop (Thermo Fisher Scientific, Waltham, MA) at a wavelength of 260 nm, and RNA quality was checked by measuring the samples' A260/A280 ratio (>1.8). cDNA synthesis was conducted as following: Amino-allyl cDNAs were reverse transcribed from 10 μg of purified total RNA and then labeled with Cy3 monoreactive dyes (Amersham, GE HealthCare, UK). Labeled cDNA samples were fragmented to the 50–300-bp range with DNase I (EpiCentre Biotechnologies, Madison, WI) and interrogated with high-density four-plex oligonucleotide tilling arrays consisting of 4 × 71,548 probes of variable length spaced across the whole *T. maritima* genome (Roche-NimbleGen, Madison, WI). Hybridization, washing, and scanning were performed according to the manufacturer's instructions. Two biological replicates were utilized for each growth condition. Probe level data were normalized using the Robust Multiarray Analysis algorithm without background correction as implemented in NimbleScan™ 2.4 software (Roche-NimbleGen). Transcriptome data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE47615 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47615).

### Real time PCR

Individual transcript levels were measured for four genes from the ATCC-derived strain of *T. maritima* MSB8: *cbpA (Tmari_1862), treE (Tmari_1861), gluE (Tmari_1858)*, and *gluR (Tmari_1855)* (Genbank Accession CP004077). Genomic RNA was isolated from cells grown on minimal medium supplied with either trehalose, D-glucose, or D-ribose and collected at the same optical density using the RNeasy minikit (Qiagen, Valencia, CA). Reverse transcription was performed on 10 μg of total RNA. The reverse transcription mixture (60 μl) contained 10 μg total RNA, 75 μg random primers, 1 × 1st Strand buffer, 10 mM dithiothreitol, 0.5 mM deoxynucleoside triphosphates, 30 U Superase, and 1,500 U Superscript II. The mixture was incubated in a thermocycler (Bio-Rad, Hercules, CA) at 25°C for 10 min, 37°C for 1 h, and then 42°C for 1 h. The reaction was followed by incubation at 70°C for 10 min to inactivate the superscript. The RNA was then degraded by adding 20 μl of 1 N NaOH and incubating at 65°C for 30 min. After the incubation, 20 μl of 1 N HCl were added to neutralize the solution. QIAquick PCR purification kits were used to clean up the cDNA synthesis product. Following the purification, the cDNA was quantified and then directly used in quantitative PCR (qPCR) reactions. The 50 μl of qPCR reaction volume contained 25 μl Sybr green tag master mix (Qiagen), 0.2 μM forward primer, 0.2 μM reverse primer, and cDNA as a template. Each qPCR reaction was run in triplicate in the Bio-Rad thermocycler (Bio-Rad, Hercules, CA) with the following settings: 95°C for 15 min, 94°C for 15 s, 52°C for 30 s, and 72°C for 30 s; the denaturation, annealing, and extension steps were repeated for 40 cycles. In order to determine the binding affinity of each primer set, a standard curve was calculated for each primer and reaction efficiency obtained from it. Using the standard curve, the relative cDNA quantity was obtained for each gene by normalizing it to the quantity of *gap* (*TM0688*) cDNA in the same sample. The *gap* gene was used as an expression control as it demonstrated no differential expression across all gene expression arrays in the present study. Normalized transcript levels are provided in Figure S1 in Supplementary Material.

### Gene cloning and protein purification

The *E. coli* BL21 strains containing pMH2T7-derived plasmid that harbor the *T. maritima* TM0439 (*uxaR*) gene with the arabinose promoter and the His_6_ tag were a kind gift from Dr. S. Lesley at the Joint Center for Structural Genomics (La Jolla, CA). Recombinant UxaR protein containing an N-terminal His_6_ tag was overexpressed in *E. coli* in 50 ml volume culture and purified using Ni^2+^-chelating chromatography, as previously described (Yang et al., 2008). Briefly, cells were grown in TB medium to OD600 = 1.4 at 37°C induced by 0.15% L-arabinose and harvested after 3 h shaking at 37°C. Harvested cells were re-suspended in 20 mM HEPES buffer pH 7 containing 100 mM NaCl, 0.03% Brij 35, and 2 mM β-mercaptoethanol supplemented with 2 mM PMSF and a protease inhibitor cocktail (Sigma-Aldrich). Lysozyme was added to 1 mg/ml, and the cells were lyzed by freezing-thawing followed by sonication. After centrifugation at 18,000 rpm, the Tris-HCl buffer (pH 8) was added to the supernatant (50 mM, final concentration), and it was loaded onto an Ni-NTA acid agarose minicolumn (0.3 mL). After washing with the starting buffer containing 1 M NaCl and 0.3% Brij-35, bound proteins were eluted with 0.3 mL of the starting buffer containing 250 mM imidazole and then followed by buffer exchange. Finally, protein was suspended in 20 mM HEPES pH7.0 containing 1 mM DTT and 0.5 mM EDTA. Protein size, expression level, distribution between soluble and insoluble forms, and extent of purification were monitored by SDS PAGE. Protein concentration was determined by the Quick Start Bradford Protein Assay kit from Bio-Rad.

### DNA binding assays

The interaction of the purified recombinant UxaR protein with their cognate DNA-binding sites in *T. maritima* was assessed using the fluorescence polarization DNA-binding assay. The DNA oligos containing the predicted binding sites were synthesized by Integrated DNA Technologies. One strand of oligo was 3′-labeled by a fluorescence label, 6-carboxyfluorescin), whereas the complementary oligo was unlabeled. The double-stranded labeled DNA fragments were obtained by annealing the labeled oligonucleotides with unlabeled complementary oligonucleotides at a 1:10 ratio. The labeled 30-bp DNA fragments (1 nM) were incubated with increasing concentrations of the purified UxaR protein (10–500 nM) in a total volume of 100 μl of the binding buffer containing 20 mM Tris-HCl (pH 7.5), 100 mM NaCl, and 0.3 mg/ml BSA at 37°C for 30 min. Poly(dI-dC) was added to the reaction mixture as a non-specific competitor DNA at 1 μg to suppress non-specific binding. The fluorescence-labeled DNA was detected with the FLA-5100 fluorescent image analyzer. A DNA fragment containing the Rex regulator binding site was used as a negative control (Ravcheev et al., 2012).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

The Supplementary Materials for this article can be found online at: http://www.frontiersin.org/Microbial_Physiology_and_Metabolism/10.3389/fmicb.2013.00244/abstract

# Supplementary material for: Transcriptional regulation of the carbohydrate utilization network in Thermotoga maritima
**Source:** Front Microbiol. 2013 Aug 23;4:244. doi: 10.3389/fmicb.2013.00244
**Supplement:** Supplementary file 1

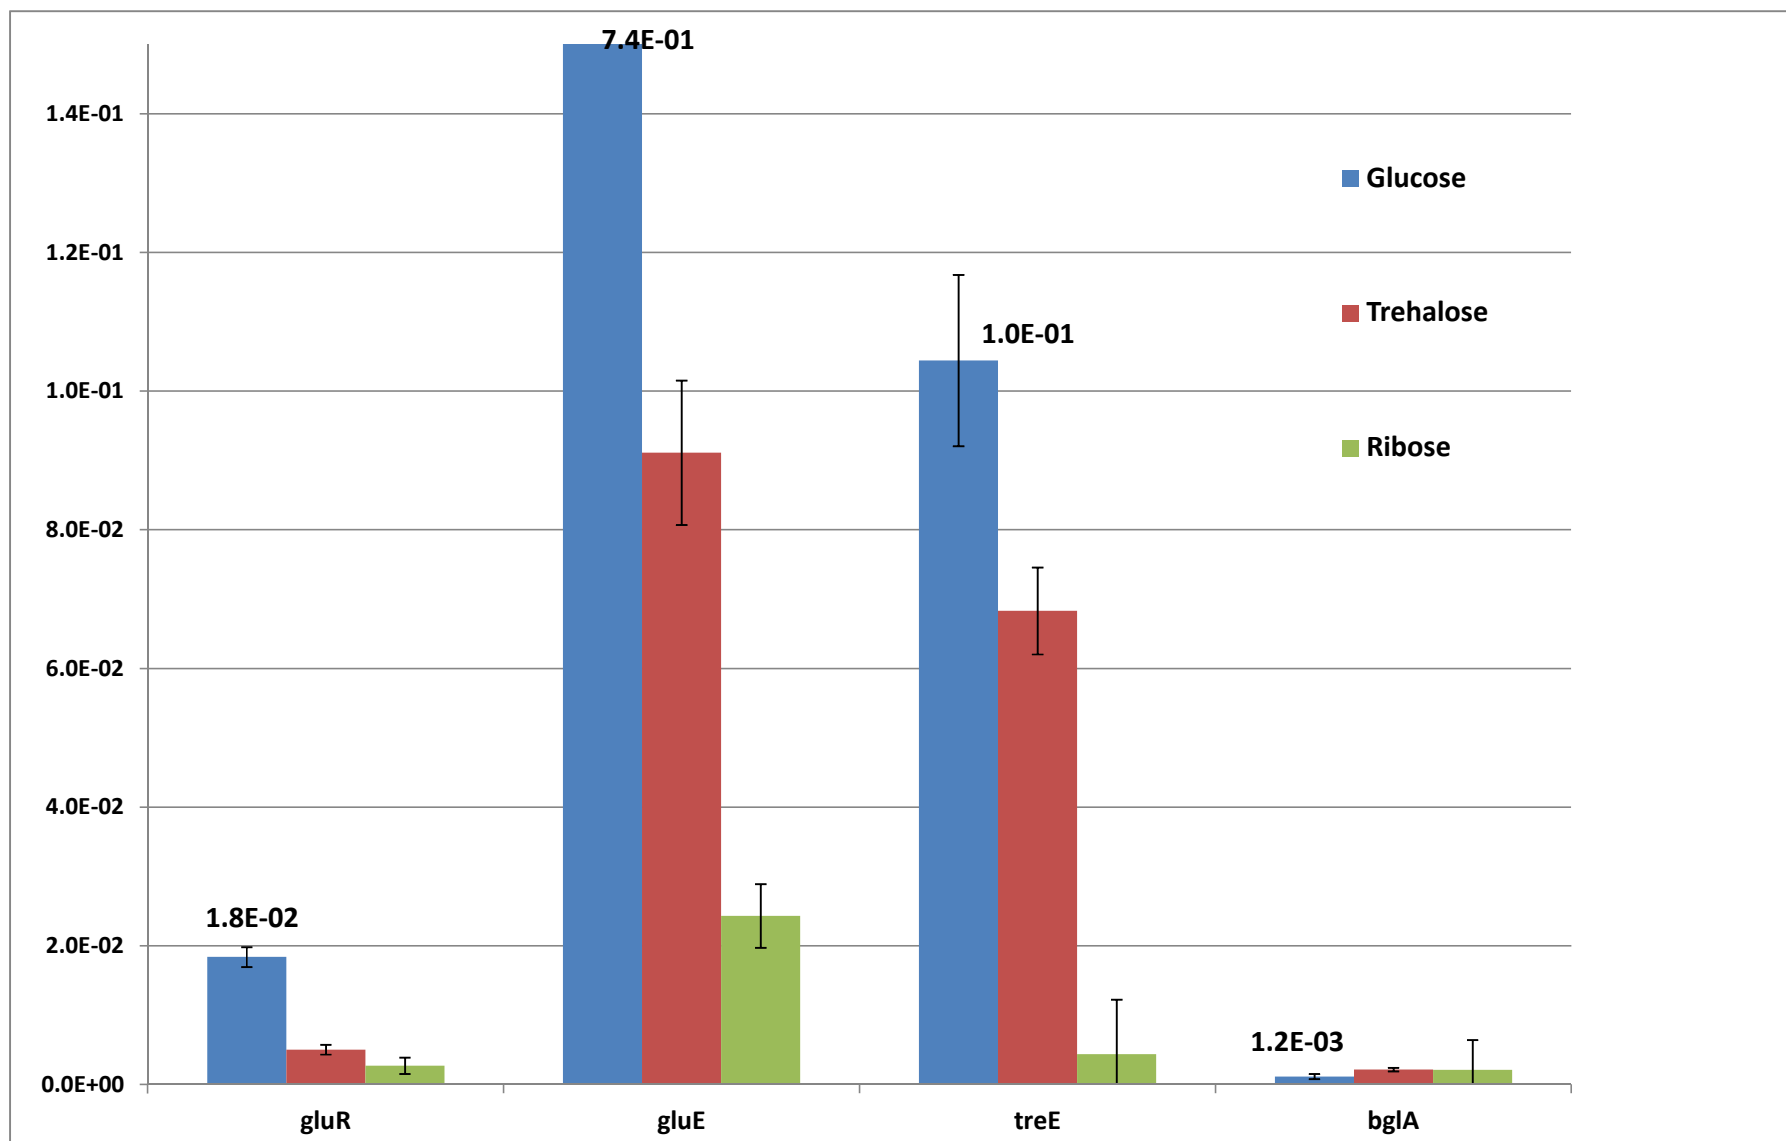

Figure S1. Normalized expression of glucose and trehalose utilization genes in *T. maritima* grown on various carbon sources. Analysis is done with respect to the TM0688 (gap) gene (used as a "house-keeping" gene). Expression of gap was not changed in the current analysis and in the entire pool. The mean of biological duplicate measurements is shown.

# Supplementary material for: Transcriptional regulation of the carbohydrate utilization network in Thermotoga maritima
**Source:** Front Microbiol. 2013 Aug 23;4:244. doi: 10.3389/fmicb.2013.00244
**Supplement:** Supplementary file 3

Table S2. Distribution of carbohydrate utilization genes and their regulation in 11 Thermotogales genomes.

Path-way*	Locus tag**	Name	Function	Regulator ***	Thermotoga maritima	Thermotoga sp. RQ2	Thermotoga petrophila	Thermotoga naphthophila	Thermotoga neapolitana	Thermotoga lettingae	Thermosipho africanus	Thermosipho melanesiensis	Fervidobacterium nodosum	Petrotoga mobilis	Kosmotoga olearia	2nd regulator ****
CCM	TM0208	**pyk**	Pyruvate kinase (EC 2.7.1.40)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0209	**pfk**	6-phosphofructokinase (EC 2.7.1.11)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0273	**fba**	Fructose-bisphosphate aldolase class II (EC 4.1.2.13)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0295	**tal**	Transaldolase (EC 2.2.1.2)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0688	**gap**	NAD-dependent glyceraldehyde-3-phosphate dehydrogenase (EC 1.2.1.12)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0689	**pgk**	Phosphoglycerate kinase (EC 2.7.2.3)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0689	**tpi**	Triosephosphate isomerase (EC 5.3.1.1)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM0877	**eno**	Enolase (EC 4.2.1.11)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1080	**rpi**	Ribose 5-phosphate isomerase B (EC 5.3.1.6)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1154	**pgl**	6-phosphogluconolactonase (EC 3.1.1.31), eukaryotic type	-	+	+	+	+	+					+		
CCM	TM1155	**zwf**	Glucose-6-phosphate 1-dehydrogenase (EC 1.1.1.49)	-	+	+	+	+	+					+		
CCM	TM1374	**gpm**	Phosphoglycerate mutase (EC 5.4.2.1)	-	+	+	+	+	+	+			+	+		
CCM	TM1385	**pgi**	Glucose-6-phosphate isomerase (EC 5.3.1.9)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1469	**glk**	Glucokinase (EC 2.7.1.2)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1585	**gckA**	D-glycerate 2-kinase (EC 2.7.1.-)	Rex	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1718	**rpe**	Ribulose-phosphate 3-epimerase (EC 5.1.3.1)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1762	**tkt**	Transketolase (EC 2.2.1.1)	-	+	+	+	+	+	+	+	+	+	+	+	
CCM	TM1774	**gpm2**	2,3-bisphosphoglycerate-independent phosphoglycerate mutase	-	+	+	+	+	+	+	+	+	+	+	+	
Ara	**TM0275**	**araR**	Transcriptional repressor of arabinoside utilization operon, GntR family	AraR	+	+	+	+	+	+						
Ara	TM0276	**araA**	L-arabinose isomerase (EC 5.3.1.4)	AraR	+	+	+	+	+							
Ara	**TM0277-79**	**araEFG**	Predicted alpha-arabinosides ABC transporter	AraR	+	+	+	+	+							
Ara	TM0280	**TM0280**	Putative glycosyl hydrolase of unknown function (DUF1680)	AraR	+	+	+	+	+							
Ara	TM0281	**abfA**	Alpha-N-arabinofuranosidase (EC 3.2.1.55)	AraR	+	+	+	+	+	+						
Ara	TM0282	**araM**	L-arabinose-specific 1-epimerase (mutarotase)	AraR	+	+	+	+	+							
Ara	TM0283	**araD**	L-ribulose-5-phosphate 4-epimerase (EC 5.1.3.4)	AraR	+	+	+	+	+	+						
Ara	TM0284	**araB**	alternative Ribulokinase (EC 2.7.1.16)	AraR	+	+		+		+						
Ara	TM0285	**araW**	Predicted glycerol-1-phosphate dehydrogenase, arabinose operon	AraR	+			+	+							

Ara	Tlet_1149	araI	Predicted arabinose isomerase	AraR						+					
Ara	Tpet_0633	abfA2	Alpha-N-arabinofuranosidase II (EC 3.2.1.55)	AraR		+	+			+					
Ara	Tpet_0634-36	araXYZ	Predicted arabinoside ABC transporter II	AraR		+	+			+					
Bgl	TM0032	bgIR	Cellobiose-responsive regulator of beta-glucosides utilization, BglR regulon	BglR	+	+	+	+	+	+					
Bgl	TM0025	bgIB	Beta-glucosidase (EC 3.2.1.21)	BglR	+	+	+	+	+	+	+	+	+	+	+
Bgl	TM0024	lamA	Laminarinase (EC 3.2.1.39)	BglR	+	+	+	+	+		+		+		
Bgl	TM0026	TM0026	Hypothetical protein TM0026, BglR regulon	BglR	+	+	+	+	+						
Bgl	TM0027-31	bgIEFGKL	Beta-glucoside ABC transporter	BglR	+	+	+	+	+					+	
Bgl	CTN_0660-62	bgIXYZ	Predicted beta-glucoside-regulated ABC transporter	BglR					+	+	+	+		+	+
Cel	TM1218	celR	Predicted regulator of cellobiose and glucan utilization, LacI family	CelR	+	+	+	+	+	+	+		+		
Cel	TM1219-23	celIEFGKL	Predicted cellobiose ABC transporter	CelR	+	+	+	+	+	+	+		+		
Cel	TM0308	celQ	Putative alpha-glucosidase (EC 3.2.1.-)	CelR	+	+	+	+	+						
Cel	TM0312	TM0312	Predicted dehydrogenase in CelR regulon, COG0673	CelR	+	+	+	+	+		+				
Cel	TM0313	TM0313	Predicted aldo/keto reductase in CelR regulon, COG4989	CelR	+	+	+	+	+						
Cel	TM1524	cel12A	Cytoplasmic endo-1,4-beta-glucanase (EC 3.2.1.4)	CelR	+	+	+	+	+						
Cel	TM1525	cel12B	Extracellular endo-1,4-beta-glucanase (EC 3.2.1.4)	CelR	+	+	+	+	+						
Cel	Tmari_1862	bgIA	Beta-glucosidase A (EC 3.2.1.21)	CelR	+	+	+	+	+						
Cel	TM1848 / Tmari_1848	cbpA	Cellobiose phosphorylase (EC 2.4.1.-)	CelR	+	+	+	+	+						
Glo	TM0299	gloR	Predicted xyloglucan oligosaccharide utilization regulator, LacI family	GloR	+	+		+		+				+	CelR
Glo	TM0300-4	gloIEFGKL	Putative xyloglucan oligosaccharide ABC transporter	GloR	+	+									CelR
Glo	TM0305	cel74	Extracellular endo-1,4-glucanase	GloR	+	+									CelR
Glo	TM0306	fucA	Alpha-L-fucosidase (EC 3.2.1.51)	GloR	+	+	+	+	+						CelR
Glo	TM0307	fucl	Putative L-fucose isomerase	GloR	+	+	+	+	+	+				+	CelR
Chi	TM0808	chiR	Regulator of chitobiose utilization ChiR, ROK family	ChiR	+	+	+	+	+	+	+	+			
Chi	TM0809	cbsA	Beta-hexosaminidase (EC 3.2.1.52)	ChiR	+	+	+	+	+	+	+	+	+	+	+
Chi	TM0810-12	chiEFG	Predicted chitobiose ABC transporter	ChiR	+	+	+	+	+						
Chi	TM0813	nagB	Glucosamine-6-phosphate deaminase [isomerizing], alternative N-acetylglucosamine-6-phosphate deacetylase (EC 3.5.1.25)	ChiR	+	+	+	+	+	+	+	+		+	+
Chi	TM0814	nagA	N-acetylglucosamine-6-phosphate deacetylase (EC 3.5.1.25)	ChiR	+	+	+	+	+	+	+	+	+	+	+
Chi	THA_1060-62	chiXYZ	Predicted chitobiose ABC transporter II	ChiR						+	+	+			
Fru	TRQ2_0642	fruR	Predicted regulator of fructose utilization, DeoR family	FruR		+		+							
Fru	TRQ2_0637	ptsI	Phosphoenolpyruvate-protein phosphotransferase of PTS system	FruR		+		+							
Fru	TRQ2_0638	ptsH	Phosphotransferase system, phosphocarrier protein HPr	FruR		+		+							
Fru	TRQ2_0639-40	fruAB	Fructose-specific PTS transport system	FruR		+		+							
Fru	TRQ2_0641	fruK	1-phosphofructokinase (EC 2.7.1.56)	FruR		+		+		+	+	+	+	+	+
Fru	TM1414	bfrA	Beta-fructosidase BfrA	-	+	+	+	+							
Gal	TM0509	galE	UDP-glucose 4-epimerase (EC 5.1.3.2)	-	+	+	+	+	+	+	+	+	+	+	+
Gal	TM1200	galR	Predicted regulator of galactoside utilization, LacI family	GalR	+	+	+	+	+	+	+		+	+	
Gal	TM1190	galK	Galactokinase (EC 2.7.1.6)	GalR	+	+	+	+	+	+	+	+	+	+	+

Gal	TM1191	**galT**	Galactose-1-phosphate uridylyltransferase (EC 2.7.7.10)	GalR	+	+	+	+	+	+	+	+	+	+	+
Gal	TM1192	**galA**	Alpha-galactosidase (EC 3.2.1.22)	GalR	+	+	+	+	+	+	+	+	+	+	+
Gal	TM1193	**lacZ**	Beta-galactosidase (EC 3.2.1.23), LacZ family	GalR	+	+	+	+	+	+	+	+	+	+	+
Gal	TM1195	**lacA**	Beta-galactosidase (EC 3.2.1.23), LacA family	GalR	+	+	+	+	+	+	+	+	+	+	+
Gal	TM1196-99	**ltpEFGKL**	Predicted galactoside ABC transporter	GalR	+	+			+						
Gal	TM1201	**ganA**	Arabinogalactan endo-1,4-beta-galactosidase (EC 3.2.1.89)	GalR	+	+	+		+	+					
Gal	TM1202-04	**ganEFG**	Galactose oligosaccharide ABC transporter	GalR	+	+	+		+	+					
Gal	CTN_1372-74	**galXYZ**	Predicted galactoside ABC transporter II	GalR					+	+			+		
Gal	Pmob_0826-28	**lacEFG**	Predicted lactose ABC transporter	GalR							+			+	
Glp	TM1120-2	**glpABC**	Glycerol-3-phosphate ABC transporter	-	+	+		+		+	+	+		+	+
Glp	TM1429	**glpF**	Glycerol uptake facilitator protein	GlpP	+										
Glp	TM1430	**glpK**	Glycerol kinase (EC 2.7.1.30)	GlpP	+	+	+	+	+	+	+	+	+	+	+
Glp	TM1431	**glpP**	Glycerol uptake operon antiterminator regulatory protein	GlpP	+	+	+	+	+	+	+	+	+	+	+
Glp	TM1432	**glpZ**	Glycerol-3-phosphate dehydrogenase (EC 1.1.5.3)	GlpP	+	+	+	+	+	+	+	+	+	+	+
Uxa	TM0439	**uxaR**	Regulator of pectin and galacturonate utilization, GntR family	UxaR	+	+	+	+	+						
Uxa	TM0438	**gnd**	6-phosphogluconate dehydrogenase, decarboxylating (EC 1.1.1.1)	UxaR	+	+	+	+	+	+				+	
Uxa	TM0440	**uxaE**	D-tagaturonate epimerase	UxaR	+	+	+	+	+	+					
Uxa	TM0441	**uxuB-II**	D-mannonate dehydrogenase (EC 1.1.1.57), NADPH-dependent	UxaR	+	+	+	+	+	+					
Uxa	TM0442	**gntE**	Novel D-mannonate-D-gluconate epimerase	UxaR	+	+	+	+	+						
Uxa	TM0443	**gntK**	Gluconokinase (EC 2.7.1.12)	UxaR	+	+	+	+	+	+				+	
Uxa	TM0430-32	**aguEFG**	Alpha-1,4-digalacturonate ABC transporter	UxaR	+	+	+				+				
Uxa	TM0433	**pelA**	Pectate lyase precursor (EC 4.2.2.2)	UxaR	+	+					+				
Uxa	TM0436	**aldH**	Alcohol dehydrogenase, zinc-containing	UxaR	+	+	+				+				
Uxa	TM0437	**pelB**	Polygalacturonase (EC 3.2.1.15)	UxaR	+	+	+								
Uxa	TM0066	**kdgA**	2-dehydro-3-deoxyphosphogluconate aldolase (EC 4.1.2.14)	UxaR	+	+	+	+	+		+				
Uxa	TM0067	**kdgK**	2-dehydro-3-deoxygluconate kinase (EC 2.7.1.45)	UxaR	+	+	+	+	+		+				
Uxa	TM0068	**uxuB**	D-mannonate oxidoreductase (EC 1.1.1.57)	UxaR	+	+	+	+	+						
Uxa	TM0069	**uxuA**	Mannonate dehydratase (EC 4.2.1.8)	UxaR	+	+	+	+	+						
Uxa	CTN_0235-37	**uxaPQM**	Predicted galacturonate TRAP transporter	UxaR				+	+						
Uxa	CTN_0238-40	**uxaXYZ**	Predicted sugar ABC transporter, galacturonate-related-1	UxaR				+	+						
Uxa	Tpet_0485-89	-	Predicted sugar ABC transporter, galacturonate-related-2	UxaR			+								
Uxa	TRQ2_0501	**pemA**	Putative pectinesterase (EC 3.1.1.11)	UxaR		+									
Uxa	TM0435	**TM0435**	Putative methyl oligogalacturonate esterase	-	+	+									
Uxa	TM0434	**agu4A**	Alpha-glucuronidase (EC 3.2.1.139)	-	+										
Uxa	TM0752	**agu4B**	Alpha-glucuronidase (EC 3.2.1.139)	-	+	+	+	+	+						
Kdg	TM0065	**kdgR**	Predicted 2-keto-3-deoxygluconate-responsive regulator of glu	KdgR	+	+	+	+	+						
Kdg	TM0063	**TM0063**	Putative uncharacterized protein TM0063	KdgR	+	+	+	+	+						
Kdg	TM0064	**uxaC**	Uronate isomerase (EC 5.3.1.12)	KdgR	+	+	+	+	+	+				+	

Xyl	TM0055	**aguA**	Alpha-glucuronidase (EC 3.2.1.139)	XylR	+	+	+	+	+	+		+				KdgR
Xyl	TM0056-60	**xtpEFGKL**	Xylan oligosaccharide ABC transporter	XylR	+	+	+	+	+	+						KdgR
Xyl	TM0061	**xynA**	Endo-1,4-beta-xylanase A precursor (EC 3.2.1.8)	XylR	+		+	+	+	+					+	KdgR
Xyl	TM0062	**cenC**	Carbohydrate-binding, CenC domain protein	XylR	+		+	+								KdgR
Xyl	TM0070	**xynB**	Endo-1,4-beta-xylanase B (EC 3.2.1.8)	XylR	+	+	+	+	+							KdgR
Xyl	TM0071-5	**xloEFGKL**	Xylose oligosaccharides ABC transporter	XylR	+	+	+	+	+	+					+	KdgR
Xyl	TM0076	**xyl3**	Beta-xylosidase (EC 3.2.1.37)	XylR	+	+	+	+	+	+					+	KdgR
Xyl	TM0077	**axeA**	Acetyl xylan esterase (EC 3.1.1.41)	XylR	+	+	+	+	+	+						KdgR
Xyl	TM0110	**xylR**	Xylose-responsive transcription regulator, ROK family	XylR	+	+	+	+	+	+						
Xyl	TM0111	**adhB**	Iron-containing alcohol dehydrogenase	XylR	+	+	+	+	+	+						
Xyl	TM0113	**xylU**	Acetyl xylan esterase XylU (EC 3.1.1.41)	XylR	+	+	+	+	+							
Xyl	TM0112-15	**xyleFK**	Xylose ABC transporter	XylR	+	+	+	+	+	+						
Xyl	TM0116	**xylB**	Xylulose kinase (EC 2.7.1.17)	XylR	+	+	+	+	+	+					+	
Xyl	TM0309	**xtpN**	Predicted xylose oligosaccharide ABC transporter, substrate-bi	XylR	+	+	+	+	+	+						
Xyl	TM0310	**bgaL**	Beta-galactosidase (EC 3.2.1.23)	XylR	+	+	+	+	+	+						
Xyl	TM1667	**xylA**	Xylose isomerase (EC 5.3.1.5)	XylR	+	+	+	+	+						+	
Xyl	TM1668	**TM1668**	Hypothetical protein, DUF192 family	XylR	+	+	+	+	+						+	
Xyl	CTN_1302	**xynA3**	Endo-1,4-beta-xylanase C precursor (EC 3.2.1.8)	XylR		+			+							
Ino	TM0411	**iolR**	Regulator of myo-inositol utilization IolR, ROK family	IolR	+		+	+	+							
Ino	TM0412	**iolM**	Inosose dehydrogenase	IolR	+		+	+	+							
Ino	TM0413	**iolN**	Keto-inosose hydrolase	IolR	+		+	+	+							
Ino	TM0414	**iolG**	Myo-inositol 2-dehydrogenase 1 (EC 1.1.1.18)	IolR	+		+	+	+	+					+	
Ino	TM0415	**iolK**	Novel inositol-related kinase, PfkB family (EC 2.7.1.12)	IolR	+		+	+	+						+	
Ino	TM0416	**iolO**	5-keto-L-gluconate epimerase	IolR	+		+	+	+							
Ino	TM0418-21	**inoEFGK**	Myo-inositol phosphate ABC transporter	-	+		+	+	+						+	
Ino	TM0422	**inol**	Inositol-related sugar-phosphate epimerase	-	+		+	+	+						+	
Mal	TM1834	**aglA**	Maltodextrin glucosidase (EC 3.2.1.20)	-	+	+	+	+	+	+				+	+	
Mal	TM1835	**aglB**	Neopullulanase (EC 3.2.1.135)	-	+	+	+	+	+		+	+	+	+	+	
Mal	TM1839	**malEFG**	Maltose/maltodextrin ABC transporter	-	+	+	+	+	+		+	+	+	+	+	
Mal	TM1840	**amyA**	Alpha-1,4-amylase / Alpha-1,6-pullulanase	-	+	+	+	+	+		+	+	+	+		
Mal	TM1841	TM1841	hypothetical carbohydrate binding protein	-	+	+	+	+	+				+			
Mal	TM1842	TM1842	hypothetical outer membrane protein	-	+	+	+	+	+				+			
Mal	TM1843	TM1843	hypothetical outer membrane protein	-	+	+	+	+	+				+			
Mal	TM1844	TM1844	glycoside hydrolase family 13 protein	-	+	+	+	+	+				+			
Mal	TM1845	**pulA**	Pullulanase (EC 3.2.1.41)	-	+	+	+	+	+	+	+	+	+	+	+	
Mal	TM1846	TM1846	Beta transducin-related protein	-	+	+	+	+	+							
Mal	TM0364	**mgtA**	4-alpha-glucanotransferase MgtA (EC 2.4.1.25)	-	+	+	+				+	+	+			
Mal	TM0767	**mmtA**	Maltodextrin glycosyltransferase MmtA	-	+	+	+				+		+			

Mal	TM1650	**amyB**	Intracellular alpha-amylase (EC 3.2.1.1)	-	+	+	+								
Man	TM1224	**manR**	Mannose-responsive regulator of mannose and mannoside utilization	ManR	+	+	+	+	+						
Man	TM1225	**manC**	Predicted mannobiose phosphorylase	ManR	+	+	+	+	+	+					
Man	TM1226	**manD**	Mannoside ABC transport system, sugar-binding protein	ManR	+	+		+							
Man	TM1227	**manB**	Endo-1,4-beta-mannosidase	ManR	+	+	+	+	+						
Man	TM1746-50	**mtpEFGKL**	Beta-mannan induced ABC transporter	ManR	+	+									
Man	TM1751	**cel5A**	Endoglucanase (EC 3.2.1.4)	ManR	+	+									
Man	TM1752	**cel5B**	Endo-mannanase (EC 3.2.1.78)	ManR	+	+									
Man	TM0736	**manA**	Mannose-6-phosphate isomerase (EC 5.3.1.8)	-	+	+	+	+	+	+	+	+	+	+	+
Man	TM1624	**man2**	Beta-mannosidase Man2	-	+	+	+							+	+
Rbs	TM0949	**rbsR**	Predicted regulator of ribose utilization, LacI family	RbsR	+		+	+	+	+	+			+	+
Rbs	TM0955-58	**rbsABC**	Ribose ABC transporter	RbsR	+		+	+	+	+	+			+	+
Rbs	TM0959	**rbsD**	D-ribose pyranase (EC 5.5.1.n1)	RbsR	+		+	+	+		+			+	+
Rbs	TM0960	**rbsK**	Ribokinase (EC 2.7.1.15)	RbsR	+		+	+	+	+				+	+
Rbs	TM0950	**TM0950**	Hypothetical protein TM0950	RbsR	+				+						
Rbs	TM0951	**darA**	Predicted D-arabinose isomerase	RbsR	+				+	+					
Rbs	TM0952	**drlK**	Predicted D-ribulose kinase, FGGY family	RbsR	+				+	+					
Rbs	TM0953	**tktB**	Transketolase, C-terminal section (EC 2.2.1.1)	RbsR	+				+	+				+	+
Rbs	TM0954	**tktA**	Transketolase, N-terminal section (EC 2.2.1.1)	RbsR	+				+	+				+	+
Rbs	TM0957	**TM0957**	Hypothetical protein, no COGs	RbsR	+				+	+					
Rha	TM1069	**rhaR**	Predicted regulator of rhamnose oligosacchoride utilization, De	RhaR	+		+	+	+						
Rha	TM1061	**TM1061**	Putative unsaturated glucuronyl hydrolase	RhaR	+	+	+	+	+						
Rha	TM1062	**gusB**	Putative beta-glucuronidase	RhaR	+	+	+	+	+						
Rha	TM1063-67	**rtpEFGKL**	Predicted rhamnose oligosaccharide ABC transporter	RhaR	+	+	+	+	+						
Rha	TM1070	**rhaM**	Predicted L-rhamnose mutarotase	RhaR	+		+	+	+						
Rha	TM1071	**rhaA**	Alternative L-rhamnose isomerase (EC 5.3.1.14)	RhaR	+		+	+	+						
Rha	TM1072	**rhaD**	Rhamnulose-1-phosphate aldolase (EC 4.1.2.19)	RhaR	+	+	+	+	+						
Rha	TM1073	**rhaB**	Rhamnulokinase (EC 2.7.1.5)	RhaR	+	+	+	+	+						
Rha	TM1074	**rhaC**	Glycoside hydrolase family 2, sugar binding	RhaR	+	+	+	+	+						
Rha	TM1068	**agu4C**	Alpha-glucuronidase (EC 3.2.1.139)	RhaR	+	+	+		+						
Glu	TM1847/Tmari_1856-58	**gluR**	Regulator of glucose and trehalose utilization, ROK family	GluR	+	+	+	+	+						
Glu		**gluEFK**	Glucose ABC transporter	GluR	+	+		+	+						
Tre	TM0393	**treR**	Regulator of trehalose utilization TreR, ROK family	TreR	+	+	+	+	+	+	+	+	+	+	+
Tre	TM0392	**treT**	Trehalose synthase, nucleoside diphosphate glucose dependent	TreR	+	+	+	+	+	+	+	+	+	+	+
Tre	TM1859-61	**treEFG**	Trehalose ABC transporter	TreR	+	+	+	+	+		+	+	+	+	+
Tre	CTN_0781	**amyE**	Extracellular alpha-amylase precursor	TreR			+	+	+				+	+	+
Tre	Tlet_1842-44	**treXYZ**	Predicted trehalose ABC transporter	TreR						+				+	+
Pol	TM0296	**scrK**	Fructokinase (EC 2.7.1.4)	-	+	+	+	+	+		+	+	+	+	+

GluR
GluR

Pol	TM0297	**ardH**	D-arabitol dehydrogenase (EC 1.1.1.250)	-	+	+	+	+	+						
Pol	TM0298	**mtlD**	Thermostable mannitol dehydrogenase	-	+	+	+	+	+						
HSU	**TM1228**	**ugtR**	Predicted sugar catabolic transcriptional regulator UgtR, RpiR f	UgtR	+	+	+	+	+	+	+			+	+
HSU	TM1229	**TM1229**	Glycosyl transferase, family 2	UgtR	+	+	+	+	+	+				+	+
HSU	TM1230	**TM1230**	Glycosyl transferase group 1	UgtR	+	+	+	+	+	+	+	+			
HSU	TM1231	**TM1231**	Alpha-mannosidase-related protein, family 38	UgtR	+	+	+	+	+	+					
HSU	**TM1232-35**	**ugtEFGK**	Hypothetical sugar ABC transporter	UgtR	+	+	+	+	+	+	+	+		+	+
HSU	**TM0326**	**uctR**	Unknown carbohydrate utilization transcriptional regulator UctR	UctR	+	+	+	+	+						
HSU	**TM0322-24**	**uctMPQ**	Unknown carbohydrate transporter, TRAP family	UctR	+	+	+		+						
HSU	TM0325	**TM0325**	Predicted sugar dehydrogenase TM0325	UctR	+	+	+		+						
HSU	TM0327	**TM0327**	Phosphoglycerate dehydrogenase TM0327, putative	UctR	+	+	+	+	+						
HSU	**TM1856**	**ugpR**	Predicted regulator of alpha-mannoside utilization, LacI family	UgpR	+		+	+	+	+	+	+	+		
HSU	TM1851	**mnnA**	Alpha-mannosidase (EC 3.2.1.24)	UgpR	+	+	+	+	+		+	+	+	+	+
HSU	TM1852	**TM1852**	Predicted glycosylase, COG2152	UgpR	+		+	+	+	+	+	+			
HSU	**TM1853-55**	**ugpEFG**	Predicted alpha-mannoside ABC transporter	UgpR	+		+	+	+	+	+	+			
HSU	TM0795	**TM0795**	Hypothetical sugar kinase TM0795, PfkB family	-	+		+	+	+	+				+	+
HSU	TM0828	**namK**	Novel N-acetylmannosamine kinase	-	+	+	+	+	+	+	+	+	+	+	+
HSU	TM1280	**bglK**	Novel glucosamine kinase, PF00869 family	-	+	+	+	+	+	+					
HSU	TM1281	**bglT**	6-phospho-beta-glucosidase BglT (EC 3. 2.1.86)	-	+	+	+	+	+	+					

* Abbreviations for Sugar utilization pathways are listed in Table 1; CCM, central carbohydrate metabolism; HSU, hypothetical sugar utilization.

** Genes coding for regulators and transporters are shown in red and blue, respectively.

*** Genes predicted to be a part of a specific sugar-responsive regulon are highlighted by a respective color.

**** Genes regulated by two different regulators are shown by red '+'.

# Supplementary material for: Transcriptional regulation of the carbohydrate utilization network in Thermotoga maritima
**Source:** Front Microbiol. 2013 Aug 23;4:244. doi: 10.3389/fmicb.2013.00244
**Supplement:** Supplementary file 4

Table S3. Differential expression of genes from reconstructed regulons in *T.maritima* grown on simple sugars and pectin.

Gene ID	Gene name	Ara / Rib	Xyl / Rib	Tre / Rib	Rha / Rib	Glu / Rib	Gal / Rib	Cell / Rib	Pectin / Rib	Rib / Glu	Xyl / Glu	Regulons	Function
TM0024	lamA	-3	-1	1	1	11	1	5	4	-11	-12	BglR	Laminarinase (EC 3.2.1.39)
TM0025	bglB	-3	1	2	1	8	-1	6	4	-8	-7	BglR	Beta-glucosidase (EC 3.2.1.21)
TM0026	TM0026	-1	-1	2	1	9	1	6	5	-9	-10	BglR	Hypothetical protein TM0026, BglR regulon
TM0027	bglL	-2	1	1	1	7	-1	5	5	-7	-6	BglR	Beta-glucoside ABC transport system, ATP-binding protein 2
TM0028	bglK	-3	-1	1	1	6	-1	5	4	-6	-7	BglR	Beta-glucoside ABC transport system, ATP-binding protein 1
TM0029	bglG	-2	1	2	1	8	1	7	5	-8	-8	BglR	Beta-glucoside ABC transport system, permease protein 2
TM0030	bglF	-2	-1	1	1	8	-1	5	5	-8	-9	BglR	Beta-glucoside ABC transport system, permease protein 1
TM0031	bglE	-2	1	2	2	9	2	5	6	-9	-8	BglR	Beta-glucoside ABC transport system, sugar-binding protein
TM0032	bglR	-2	3	1	-1	3	-1	5	1	-3	-1	BglR	Cellobiose-responsive regulator of beta-glucosides utilization, ROK family
TM0055	aguA	-2	8	-2	1	-1	-1	-1	-3	1	9	XylR, KdgR	Alpha-glucuronidase (EC 3.2.1.139)
TM0056	xtpE	-1	8	-2	2	2	1	-2	-3	-2	4	XylR, KdgR	Xylan oligosaccharide ABC transporter, substrate-binding component
TM0057	xtpL	-2	11	-2	1	1	-2	-2	-3	-1	11	XylR, KdgR	Xylan oligosaccharide ABC transporter, ATP-binding protein 2
TM0058	xtpK	-2	15	-2	1	1	-1	-1	-3	-1	15	XylR, KdgR	Xylan oligosaccharide ABC transporter, ATP-binding protein 1
TM0059	xtpG	-2	13	-2	1	1	-1	-1	-3	-1	12	XylR, KdgR	Xylan oligosaccharide ABC transporter, permease component 2
TM0060	xtpF	-1	10	-3	1	-1	-2	-2	-4	1	13	XylR, KdgR	Xylan oligosaccharide ABC transporter, permease component 1
TM0061	xynA	-1	12	-2	1	-1	-1	-2	-4	1	16	XylR, KdgR	Endo-1,4-beta-xylanase A precursor (EC 3.2.1.8)
TM0062	cenC	-2	10	-3	1	-2	-2	-2	-4	2	15	XylR, KdgR	Carbohydrate-binding, CenC domain protein
TM0063	TM0063	1	-1	-1	-2	1	-1	-1	-2	-1	-1	KdgR	Putative uncharacterized protein TM0063
TM0064	uxaC	1	-1	-1	-2	-1	-1	-1	-2	1	1	KdgR	Uronate isomerase (EC 5.3.1.12)
TM0065	kdgR	-1	-2	-1	-4	-1	-3	-2	-1	1	-2	KdgR	Predicted 2-keto-3-deoxygluconate-responsive regulator of glucuronate utilization, IclR family
TM0066	kdgA	-1	-1	1	-4	-2	-2	-1	3	2	1	UxaR	2-dehydro-3-deoxyphosphogluconate aldolase (EC 4.1.2.14)
TM0067	kdgK	-1	-1	-1	-3	-2	-2	-1	3	2	1	UxaR	2-dehydro-3-deoxygluconate kinase (EC 2.7.1.45)
TM0068	uxuB	-1	-1	1	-3	-2	-2	-1	3	2	1	UxaR	D-mannonate oxidoreductase (EC 1.1.1.57)
TM0069	uxuA	-2	-1	-1	-3	-2	-3	-1	2	2	1	UxaR	Mannonate dehydratase (EC 4.2.1.8)
TM0070	xynB	3	8	-1	5	2	2	1	-5	-2	4	XylR, KdgR	Endo-1,4-beta-xylanase B (EC 3.2.1.8)
TM0071	xloE	4	26	-3	5	2	1	-1	-7	-2	11	XylR, KdgR	Xylose oligosaccharides ABC transporter, sugar-binding protein
TM0072	xloF	2	9	-1	2	2	1	-1	-2	-2	6	XylR, KdgR	Xylose oligosaccharides ABC transporter, permease protein 1
TM0073	xloG	1	9	-1	2	1	1	-1	-3	-1	7	XylR, KdgR	Xylose oligosaccharides ABC transporter, permease protein 2
TM0074	xloK	-1	8	-1	1	1	-1	-1	-3	-1	7	XylR, KdgR	Xylose oligosaccharides ABC transporter, ATP-binding protein 1
TM0075	xloL	2	15	2	3	2	2	2	-1	-2	7	XylR, KdgR	Xylose oligosaccharides ABC transporter, ATP-binding protein 2
TM0076	xyl3	2	15	2	3	2	2	3	1	-2	6	XylR, KdgR	Beta-xylosidase (EC 3.2.1.37)
TM0077	axeA	-1	12	1	4	2	1	2	-3	-2	5	XylR, KdgR	Acetyl xylan esterase (EC 3.1.1.41)
TM0110	xylR	1	6	-1	-1	-1	-1	-1	-3	1	8	XylR	Xylose-responsive transcription regulator, ROK family
TM0111	adhB	-1	2	-1	1	-1	-1	-2	-1	1	3	XylR	Iron-containing alcohol dehydrogenase
TM0112	xylF	1	3	1	2	1	1	-1	-2	-1	2	XylR	Xylose ABC transporter, permease component
TM0113	xylU	-2	2	-1	2	-1	-1	-2	-2	1	2	XylR	Acetyl xylan esterase XylU (EC 3.1.1.41)
TM0114	xylE	-2	1	-1	2	2	2	-2	1	-2	-1	XylR	Xylose ABC transporter, substrate-binding component
TM0115	xylK	-1	2	-1	1	1	1	1	-2	-1	2	XylR	Xylose ABC transporter, ATP-binding component
TM0116	xylB	-1	4	-1	1	-1	1	1	-2	1	4	XylR	Xylulose kinase (EC 2.7.1.17)
TM0276	araA	55	-1	-2	1	-1	-1	-1	6	1	-1	AraR	L-arabinose isomerase (EC 5.3.1.4)
TM0277	araE	13	-1	-2	3	2	1	-1	4	-2	-2	AraR	Predicted alpha-arabinosides ABC transport system, substrate-binding protein
TM0278	araF	7	-1	-1	2	1	1	-1	2	-1	-1	AraR	Predicted alpha-arabinosides ABC transport system, permease protein 1
TM0279	araG	7	-1	-1	2	1	1	1	1	-1	-1	AraR	Predicted alpha-arabinosides ABC transport system, permease protein 2
TM0280	TM0280	143	3	-1	3	2	2	1	4	-2	2	AraR	Putative glycosyl hydrolase of unknown function (DUF1680)
TM0281	abfA	89	2	-2	2	2	2	-1	7	-2	1	AraR	Alpha-N-arabinofuranosidase (EC 3.2.1.55)
TM0282	araM	2	-2	-3	-2	-1	1	-2	-2	1	-1	AraR	L-arabinose-specific 1-epimerase (mutarotase)
TM0283	araD	6	-1	-1	-1	-1	1	-1	2	1	-1	AraR	L-ribulose-5-phosphate 4-epimerase (EC 5.1.3.4)
TM0284	araB	4	-1	-1	-1	-1	-1	-1	2	1	1	AraR	alternative Ribulokinase (EC 2.7.1.16)
TM0285	araW	3	-1	-2	-1	-1	-1	-1	-1	1	1	AraR	Predicted glycerol-1-phosphate dehydrogenase, arabinose operon
TM0299	gloR	-2	-1	-2	-1	-1	-2	-1	-2	1	-1	GloR, CelR	Predicted xyloglucan oligosaccharide utilization regulator, LacI family
TM0300	gloE	-2	-1	-2	2	1	3	2	2	-1	-1	GloR, CelR	Putative xyloglucan oligosaccharide ABC transport system, sugar-binding protein
TM0301	gloF	-1	-1	-2	1	-1	1	-1	-1	-1	-1	GloR, CelR	Putative xyloglucan oligosaccharide ABC transport system, permease protein 1
TM0302	gloG	-1	-1	-1	1	1	1	1	-1	-1	-1	GloR, CelR	Putative xyloglucan oligosaccharide ABC transport system, permease protein 2
TM0303	gloK	-2	-1	-2	1	-1	1	-1	-2	1	-1	GloR, CelR	Putative xyloglucan oligosaccharide ABC transport system, ATP-binding protein 1
TM0304	gloL	-2	-1	-2	1	-1	-1	-1	-2	1	-1	GloR, CelR	Putative xyloglucan oligosaccharide ABC transport system, ATP-binding protein 2
TM0305	cel74	-2	-2	-2	1	1	-1	-1	-2	-1	-2	GloR, CelR	Extracellular endo-1,4-glucanase
TM0306	fucA	-2	-1	-2	1	1	-1	-1	-3	-1	-1	GloR, CelR	Alpha-L-fucosidase (EC 3.2.1.51)
TM0307	fucI	1	-1	-2	1	-1	2	1	-6	1	-1	GloR, CelR	Putative L-fucose isomerase
TM0308	celQ	-1	1	-1	-1	1	-1	12	-3	-1	1	CelR	Putative alpha-glucosidase (EC 3.2.1.-)

Gene ID	Gene name	Ara / Rib	Xyl / Rib	Tre / Rib	Rha / Rib	Glu / Rib	Gal / Rib	Cell / Rib	Pectin / Rib	Rib / Glu	Xyl / Glu	Regulons	Function
TM0309	xtpN	1	5	-3	-1	1	-1	-2	-4	-1	4	XylR	Predicted xylose oligosaccharide ABC transporter, substrate-binding component
TM0310	bgaL	-1	6	-3	-1	-1	-2	-2	-4	1	9	XylR	Beta-galactosidase (EC 3.2.1.23)
TM0312	TM0312	-1	1	-1	2	2	2	7	-2	-2	-2	CelR	Predicted dehydrogenase in CelR regulon, COG0673
TM0313	TM0313	-1	1	1	1	1	1	5	1	-1	-1	CelR	Predicted aldo/keto reductase in CelR regulon, COG4989
TM0322	uctP	2	-2	-3	1	-2	-2	1	-10	2	-1	UctR	Unknown carbohydrate transporter from TRAP family, substrate-binding component UctP
TM0323	uctM	1	-2	-2	1	-1	-2	-1	-3	1	-1	UctR	Unknown carbohydrate transporter from TRAP family, small transmembrane component UctM
TM0324	uctQ	1	-2	-2	1	-1	-2	1	-3	1	-1	UctR	Unknown carbohydrate transporter from TRAP family, large transmembrane component UctQ
TM0325	TM0325	-1	-2	-2	1	-1	-1	1	-3	1	-1	UctR	Predicted sugar dehydrogenase TM0325
TM0326	uctR	1	-1	-1	1	-1	-1	1	-4	1	1	UctR	Unknown carbohydrate utilization transcriptional regulator UctR, RpiR family
TM0327	TM0327	-1	-1	-2	1	-1	-1	1	-3	1	-1	UctR	Phosphoglycerate dehydrogenase TM0327, putative
TM0392	treT	-2	-1	62	-1	4	-2	2	2	-4	-6	TreR	Trehalose synthase, nucleoside diphosphate glucose dependent
TM0393	treR	-2	-1	13	1	2	1	1	-2	-2	-2	TreR	Regulator of trehalose utilization TreR, ROK family
TM0411	iolR	1	1	-1	1	1	1	1	-1	-1	-1	IolR	Regulator of myo-inositol utilization IolR, ROK family
TM0412	iolM	-1	-1	-2	1	2	1	-1	-2	-2	-2	IolR	Inosose dehydrogenase
TM0413	iolN	-1	-1	-2	1	2	2	1	-3	-2	-2	IolR	Keto-inosose hydrolase
TM0414	iolG	-1	1	-1	2	2	1	1	-2	-2	-1	IolR	Myo-inositol 2-dehydrogenase 1 (EC 1.1.1.18)
TM0415	iolK	-1	1	-1	2	2	1	1	-2	-2	-1	IolR	Novel inositol-related kinase, PfkB family (EC 2.7.1.12)
TM0416	iolO	-1	1	-1	2	1	1	2	-2	-1	-1	IolR	5-keto-L-gluconate epimerase
TM0430	aguG	-2	-1	-1	-1	1	2	-1	21	-1	-1	UxaR	Alpha-1,4-digalacturonate ABC transporter, permease protein 2
TM0431	aguF	-1	-1	1	-1	1	2	1	28	-1	-2	UxaR	Alpha-1,4-digalacturonate ABC transporter, permease protein 1
TM0432	aguE	-1	1	2	1	2	3	-1	24	-2	-2	UxaR	Alpha-1,4-digalacturonate ABC transporter, substrate-binding protein
TM0433	pelA	1	2	-1	2	2	3	1	79	-2	-1	UxaR	Pectate lyase precursor (EC 4.2.2.2)
TM0436	aldH	1	1	-2	-1	-1	-2	-1	8	1	1	UxaR	Alcohol dehydrogenase, zinc-containing
TM0437	pelB	1	1	-2	1	-1	-2	-1	12	1	2	UxaR	Polygalacturonase (EC 3.2.1.15)
TM0438	gnd	-1	1	1	1	-1	-1	1	4	1	2	UxaR	6-phosphogluconate dehydrogenase, decarboxylating (EC 1.1.1.44)
TM0439	uxaR	1	1	-1	-1	1	1	-1	2	-1	-1	UxaR	Regulator of pectin and galacturonate utilization, GntR family
TM0440	uxaE	-1	2	1	-1	-1	1	1	4	1	2	UxaR	D-tagaturonate epimerase
TM0441	uxuB-II	-1	2	1	1	-1	-1	1	3	1	2	UxaR	D-mannonate dehydrogenase (EC 1.1.1.57), NADPH-dependent
TM0442	gntE	-1	2	1	-1	-1	-1	1	2	1	2	UxaR	Novel D-mannonate-D-gluconate epimerase
TM0443	gntK	-1	2	-1	-1	-1	1	1	2	1	2	UxaR	Gluconokinase (EC 2.7.1.12)
TM0808	chiR	-2	-1	-2	1	1	-2	1	-2	-1	-2	ChiR	Regulator of chitobiose utilization ChiR, ROK family
TM0809	cbsA	-2	-1	-2	1	1	-1	1	-2	-1	-2	ChiR	Beta-hexosaminidase (EC 3.2.1.52)
TM0810	chiE	-2	-2	-1	-1	1	1	1	-2	-1	-3	ChiR	Predicted chitobiose ABC transport system, sugar-binding protein
TM0811	chiF	-2	-2	-2	-1	-1	-1	-1	-2	1	-2	ChiR	Predicted chitobiose ABC transport system, permease protein 1
TM0812	chiG	-2	-2	-2	-1	-1	-1	-1	-2	1	-2	ChiR	Predicted chitobiose ABC transport system, ATPase component
TM0813	nagB	-2	-1	-2	-1	-1	-1	1	-2	1	-1	ChiR	Glucosamine-6-phosphate deaminase [isomerizing], alternative (EC 3.5.99.6)
TM0814	nagA	-2	-1	-2	1	1	-1	1	-3	-1	-1	ChiR	N-acetylglucosamine-6-phosphate deacetylase (EC 3.5.1.25)
TM0949	rbsR	-5	-1	-4	-5	-4	-4	-6	-14	4	3	RbsR	Predicted regulator of ribose utilization, LacI family
TM0950	TM0950	-66	-1	-36	-25	-36	-46	-34	-112	36	35	RbsR	Hypothetical protein TM0950
TM0951	darA	-42	1	-27	-31	-35	-31	-26	-100	35	38	RbsR	Predicted D-arabinose isomerase
TM0952	driK	-53	1	-44	-32	-35	-44	-32	-113	35	39	RbsR	Predicted D-ribulose kinase, FGGY family
TM0953	tktB	-57	1	-63	-39	-43	-47	-37	-169	43	45	RbsR	Transketolase, C-terminal section (EC 2.2.1.1)
TM0954	tktA	-42	-1	-65	-43	-40	-36	-41	-197	40	38	RbsR	Transketolase, N-terminal section (EC 2.2.1.1)
TM0955	rbsC	-61	-1	-91	-46	-39	-45	-57	-138	39	34	RbsR	Ribose ABC transport system, permease protein RbsC (TC 3.A.1.2.1)
TM0956	rbsA	-95	-1	-99	-49	-52	-54	-83	-134	52	42	RbsR	Ribose ABC transport system, ATP-binding protein RbsA (TC 3.A.1.2.1)
TM0957	TM0957	-112	-1	-156	-74	-69	-62	-118	-214	69	56	RbsR	Hypothetical protein, no COGs
TM0958	rbsB	-22	1	-42	-20	-18	-12	-51	-136	18	18	RbsR	Ribose ABC transport system, periplasmic ribose-binding protein RbsB (TC 3.A.1.2.1)
TM0959	rbsD	-85	1	-126	-68	-62	-75	-104	-98	62	63	RbsR	D-ribose pyranase (EC 5.5.1.n1)
TM0960	rbsK	-110	-1	-126	-75	-77	-82	-90	-138	77	66	RbsR	Ribokinase (EC 2.7.1.15)
TM1061	TM1061	-2	-1	-2	4	-1	-1	-1	-3	1	-1	RhaR	Putative unsaturated glucuronyl hydrolase
TM1062	gusB	-2	-1	-2	4	-1	-1	-1	-4	1	1	RhaR	Putative beta-glucuronidase
TM1063	rtpL	-2	1	-2	7	-1	-2	1	-3	1	1	RhaR	Predicted rhamnose oligosaccharide ABC transporter, ATP-binding component 1
TM1064	rtpK	-2	1	-2	11	-1	-1	1	-2	1	1	RhaR	Predicted rhamnose oligosaccharide ABC transporter, ATP-binding component 2
TM1065	rtpG	-2	-1	-2	13	-1	-1	-1	-2	1	-1	RhaR	Predicted rhamnose oligosaccharide ABC transporter, permease component 2
TM1066	rtpF	-2	-1	-2	18	-1	-2	-1	-2	1	-1	RhaR	Predicted rhamnose oligosaccharide ABC transporter, permease component 1

Gene ID	Gene name	Ara / Rib	Xyl / Rib	Tre / Rib	Rha / Rib	Glu / Rib	Gal / Rib	Cell / Rib	Pectin/ Rib	Rib / Glu	Xyl / Glu	Regulons	Function
TM1067	rtpE	-2	-2	-2	56	1	1	-1	-2	-1	-2	RhaR	Predicted rhamnose oligosaccharide ABC transporter, substrate-binding component
TM1068	agu4C	-1	-2	1	14	-1	-1	-1	-1	1	-1	RhaR	Alpha-glucuronidase (EC 3.2.1.139)
TM1069	rhaR	1	-2	1	15	-1	1	-1	-1	1	-1	RhaR	Predicted regulator of rhamnose oligosacchioride utilization, DeoR family
TM1070	rhaM	-2	-2	-1	35	-1	-1	-1	-3	1	-1	RhaR	Predicted L-rhamnose mutarotase
TM1071	rhaA	-2	-2	-1	32	-1	-1	1	-4	1	-1	RhaR	Alternative L-rhamnose isomerase (EC 5.3.1.14)
TM1072	rhaD	-1	1	-1	29	-1	-1	1	-3	1	1	RhaR	Rhamnulose-1-phosphate aldolase (EC 4.1.2.19)
TM1073	rhaB	-2	2	-1	30	-1	-1	2	-3	1	2	RhaR	Rhamnulokinase (EC 2.7.1.5)
TM1074	rhaC	-2	1	-1	24	-1	-1	2	-3	1	1	RhaR	Glycoside hydrolase family 2, sugar binding
TM1190	galK	-3	-2	-2	-1	-1	3	-1	4	1	-1	GalR	Galactokinase (EC 2.7.1.6)
TM1191	galT	-3	-1	-2	-1	-1	4	-1	6	1	1	GalR	Galactose-1-phosphate uridylyltransferase (EC 2.7.7.10)
TM1192	galA	-2	1	-1	-1	-1	5	-1	7	1	1	GalR	Alpha-galactosidase (EC 3.2.1.22)
TM1193	lacZ	-3	1	-2	-1	-1	4	-1	3	1	2	GalR	Beta-galactosidase (EC 3.2.1.23), LacZ family
TM1194	ltpL	-2	1	-2	-1	-1	6	-1	5	1	2	GalR	Predicted galactoside ABC transporter, ATP-binding protein 2
TM1195	lacA	-2	1	-2	-1	-2	8	-1	7	2	2	GalR	Beta-galactosidase (EC 3.2.1.23), LacA family
TM1196	ltpK	-3	1	-3	-1	-2	7	-2	4	2	2	GalR	Predicted galactoside ABC transporter, ATP-binding protein 1
TM1197	ltpG	-2	-1	-2	1	-1	14	-2	7	1	-1	GalR	Predicted galactoside ABC transporter, permease protein 2
TM1198	ltpF	-1	-1	-2	1	-1	19	-2	12	1	1	GalR	Predicted galactoside ABC transporter, permease protein 1
TM1199	ltpE	-2	-1	-1	1	-1	19	-3	15	1	-1	GalR	Predicted galactoside ABC transporter, sugar-binding protein
TM1200	galR	-3	-1	-2	1	-2	4	-1	1	2	1	GalR	Predicted regulator of galactoside utilization, LacI family
TM1201	ganA	-2	-1	-2	1	1	10	-1	4	-1	-1	GalR	Arabinogalactan endo-1,4-beta-galactosidase (EC 3.2.1.89)
TM1202	ganG	-1	-1	-2	1	-1	12	-1	4	1	-1	GalR	Galactose oligosaccharide ABC transporter, permease protein 2
TM1203	ganF	-2	-2	-2	1	-1	10	-2	5	1	-2	GalR	Galactose oligosaccharide ABC transporter, permease protein 1
TM1204	ganE	-1	-1	-2	1	1	5	-2	3	-1	-1	GalR	Galactose oligosaccharide ABC transporter, substrate binding protein
TM1218	celR	-2	1	-1	2	-1	-1	6	-3	1	2	CelR	Predicted regulator of cellobiose and glucan utilization, LacI family
TM1219	celL	-1	1	-1	1	-1	-1	5	-2	1	1	CelR	Predicted cellobiose ABC transport system, ATP-binding protein 2
TM1220	celK	-1	-1	1	1	1	1	6	-1	-1	-1	CelR	Predicted cellobiose ABC transport system, ATP-binding protein 1
TM1221	celG	1	-1	1	1	1	1	8	1	-1	-2	CelR	Predicted cellobiose ABC transport system, permease protein 2
TM1222	celF	1	-2	-1	1	1	1	6	1	-1	-3	CelR	Predicted cellobiose ABC transport system, permease protein 1
TM1223	celE	-1	-2	-1	2	1	2	9	1	-1	-3	CelR	Predicted cellobiose ABC transport system, sugar-binding protein
TM1224	manR	-2	-1	-2	2	1	-1	1	-4	-1	-1	ManR	Mannose-responsive regulator of mannose and mannose utilization, ROK family
TM1225	manC	-2	-1	-2	1	1	-1	1	-3	-1	-1	ManR	Predicted mannobiose phosphorylase
TM1226	manD	-2	-1	-2	1	1	1	2	-2	-1	-2	ManR	Mannoside ABC transport system, ATP-binding protein
TM1227	manB	-2	-1	-1	1	1	-1	1	-2	-1	-2	ManR	Endo-1,4-beta-mannosidase
TM1228	ugtR	1	-1	1	1	-1	1	1	-4	1	1	UgtR	Predicted sugar catabolic transcriptional regulator UgtR, RpiR family
TM1229	TM1229	-1	-1	-1	1	1	1	1	-2	-1	-2	UgtR	Glycosyl transferase, family 2
TM1230	TM1230	-1	-1	-1	1	2	2	1	-1	-2	-2	UgtR	Glycosyl transferase group 1
TM1231	TM1231	-1	1	-1	2	2	2	1	-1	-2	-1	UgtR	Alpha-mannosidase-related protein, family 38
TM1232	ugtK	-1	-1	-1	2	2	2	1	-1	-2	-2	UgtR	Hypothetical sugar ABC transporter, ATP-binding UgtK
TM1233	ugtG	-1	-1	-1	2	2	3	1	-1	-2	-2	UgtR	Hypothetical sugar ABC transporter, membrane protein UgtG
TM1234	ugtF	-1	-1	-1	2	2	3	1	-1	-2	-3	UgtR	Hypothetical sugar ABC transporter, membrane protein UgtF
TM1235	ugtE	-2	-1	-1	3	4	6	1	-1	-4	-6	UgtR	Hypothetical sugar ABC transporter, solute-binding protein UgtE
TM1524	cel12A	-1	-1	-2	-1	-1	-3	6	-4	1	1	CelR	Cytoplasmic endo-1,4-beta-glucanase (EC 3.2.1.4)
TM1525	cel12B	2	-1	-2	1	-1	-3	6	-3	1	1	CelR	Extracellular endo-1,4-beta-glucanase (EC 3.2.1.4)
TM1667	xylA	1	13	-2	-1	-2	-2	-1	-5	2	21	XylR	Xylose isomerase (EC 5.3.1.5)
TM1668	TM1668	-1	3	-2	1	-1	-1	-1	-4	1	4	XylR	Hypothetical protein, DUF192 family
TM1746	mtpE	-2	-2	-2	2	2	-1	1	1	-2	-5	ManR	Beta-mannan induced hypothetical ABC transporter, periplasmic oligopeptide-binding protein
TM1747	mtpF	-2	-2	-2	2	1	-1	-1	1	-1	-2	ManR	Beta-mannan nduced hypothetical ABC transporter, permease protein 1
TM1748	mtpG	-2	-1	-2	1	1	1	-1	-1	-1	-2	ManR	Beta-mannan induced hypothetical ABC transporter, permease protein 2
TM1749	mtpK	-2	-1	-2	1	-1	-1	-1	-1	1	-1	ManR	Beta-mannan induced hypothetical ABC transporter, ATP-binding protein 1
TM1750	mtpL	-3	-2	-2	-1	-1	-1	-2	1	1	-1	ManR	Beta-mannan induced hypothetical ABC transporter, ATP-binding protein 2
TM1751	cel5A	-2	-1	-2	-1	1	-1	-2	1	-1	-1	ManR	Endoglucanase (EC 3.2.1.4)
TM1752	cel5B	-3	-1	-3	-1	-1	-1	-2	-1	1	-1	ManR	Endo-mannanase (EC 3.2.1.78)
TM1847	gluR	1	2	1	2	4	4	1	-2	-4	-3	GluR	Regulator of glucose and trehalose utilization, ROK family
TM1848	cbpA	3	2	-1	-1	1	-1	17	-2	-1	2	CelR	Cellobiose phosphorylase (EC 2.4.1.-)
TM1851	mnnA	-1	2	1	1	-1	-1	1	-4	1	3	UgpR	Alpha-mannosidase (EC 3.2.1.24)
TM1852	TM1852	1	1	1	-1	-2	-2	-1	-2	2	2	UgpR	Predicted glycosylase, COG2152
TM1853	ugpG	-1	-1	-2	2	1	2	-1	-3	-1	-2	UgpR	Predicted alpha-mannoside ABC transporter, permease protein 2
TM1854	ugpF	-1	-1	-3	3	1	2	-1	-3	-1	-2	UgpR	Predicted alpha-mannoside ABC transporter, permease protein 1
TM1855	ugpE	-1	-1	-2	2	-1	2	-2	-2	1	-1	UgpR	Predicted alpha-mannoside ABC transporter, substrate binding protein
TM1856	ugpR	-1	2	-2	1	-1	1	1	-3	1	3	UgpR	Predicted regulator of alpha-mannoside utilization, LacI family

How the deposited data were processed for this re-analysis (not part of the article)

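The data are 19 single-colour NimbleGen tiling arrays of *T. maritima* MSB8 grown on 9 carbon sources, with 2 arrays per source and 3 for glucose. Each array was assigned to its carbon source and replicate number from the sample labels, and the labels and the paper name the same 9 sources. The paper's methods speak of 2 biological replicates per condition, and the third glucose array was kept. The labels number the pectin samples 1 and 2 while the names of their files carry 2 and 3, and the image identifiers inside the glucose files carry other numbers than the labels; the labels were followed. No 2 replicate arrays of a carbon source shared more than 3 of the 1895 gene values.

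Before deposit, the authors normalized the probe intensities and summarised the probes of each gene by RMA (robust multi-array averaging) without background correction, in NimbleScan 2.4 as the methods name it, and deposited 1 log2 value per gene and array. The version of RMA is not given in the sources used here. The authors also deposited a table of probe intensities on a linear scale, for 71548 probes and 19 arrays; its sorted columns differ by at most 0.012 log2 over the middle of the range, so it holds intensities already quantile-normalized over the arrays. Of the probes, 55.2% are summarised in 1 value that carries the name of the whole genome record and no gene, and this value entered no test. It was used as a measure of each array's background only. Its probes were quantile-normalized together with those of the genes. It is therefore no independent measure and can rise where gene probes fall for any reason. Where a called gene lay below it on every array of its dimmer source in the deposited values, a comparison chosen after seeing the data, the change is given as a bound, with the value of the record in place of any lower level, on the deposited and on the normalized scale. Such a bound is a point estimate without sampling error, and the record is no detection limit of the scanner. No columns of other samples were present.

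The following choices were made before the data were examined: the assignment of arrays, the limma model, the threshold for a call, the lists of genes and the rule for named genes. So were the rule for the input values and all alternatives but those named below as chosen after seeing the data. The input rule was that the deposited gene values would be used as they stand if the arrays' medians lay within 0.1 log2 of each other, and be quantile-normalized over the 19 arrays otherwise; the medians spanned 1.27 log2, so the normalized values are the ones reported. Against this choice stand the deposited values, given for the genes named where they end a call or move a fold over 1.5 times. All 19 arrays were fitted in 1 linear model with a mean per carbon source, using lmFit and eBayes of limma 3.58.1 in R 4.3.3 (10 residual and 4.64 prior degrees of freedom), and each comparison is a contrast of 2 means. P-values were adjusted by the method of Benjamini and Hochberg over 1895 genes. A gene counted as higher or lower at an adjusted p under 0.05 and a change of at least 2-fold. Confidence intervals are at 95%. Differences within an operon were tested in the same model on the mean log2 value of one group of genes minus that of the other. Tables were joined and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

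The gene lists are the regulons of Table S1 (XylR, BglR, CelR with the *glo* genes of GloR apart, TreR, GluR, AraR, RbsR, RhaR, GalR, UxaR, KdgR, ChiR, IolR, ManR, UctR, UgtR and UgpR) and its genes without a regulon (central carbohydrate metabolism, maltose, glycerol, inositol transport, polyols and mannose). Table S1 names 240 loci, of which 233 have probes on the array. Gene names come from Table S1; no locus of the array matched the reference table of names used here, so genes outside Table S1 have no name here, and lists by product name were not run. For each comparison the text may name every member of the regulons that the paper discusses for it and every gene its text names. Outside Table S1, the rule takes the 6 largest rises and 6 largest falls among called genes whose replicate arrays do not overlap. The values of Table S3 had been seen when this rule was written.

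Probes were placed on genes by setting the deposited gene values against summaries of consecutive probes, since the files do not pair probes with genes. Of the 1895 genes, 1859 were matched within 0.2 log2, and all 1835 pairs of neighbouring loci came out in order. In 300 placements of simulated genes, 89.7% ended within 1 probe of the true position. Positions are those of the probe starts on the genome sequence used for the array. Profiles along the genome rest on these placements and on the same data as the gene folds, so they do not locate a step independently. *TM0026* was not placed.

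The test was tried on simulated data of 1895 genes. The noise was independent, with the spread of the model itself around a common mean per gene. No array scaling, background, aberrant array or normalization step was simulated, so the shares do not cover errors from these. For xylose against ribose, 45.9% of 74 genes with a 2-fold change, 100% of 68 with a 4-fold change and 100% of 58 with an 8-fold change were called, together with 5 unchanged genes. For glucose against ribose, the shares were 55.1% of 78, 100% of 56 and 100% of 66, with 1 unchanged gene. A call needs an estimated change of at least 2-fold, which itself sets the share for true changes of that size.

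The alternatives were the deposited values, median scaling of the arrays, gene values rebuilt from the probes, an intensity trend in eBayes, the adjusted p alone, 2-fold alone, limma's test against a 2-fold change (treat), the arrays of the 2 sources alone, the replicate number as a block, leaving out genes in the lowest 20% of mean level (a fraction of 0.2), leaving out each array in turn, ribose as the reference in place of the mean of the other sources, the mean in place of the median of a list, and the ratio of mean linear values. Chosen after seeing the data were the array background as a covariate and the deposited value of each named gene. So were the deposited values of differences within operons, of 2 inducing sources compared and of regulons on other sources. Beforehand, the deposited values had been planned for the counts alone. A block for slide, scan or RMA run was not fitted, because the files show none. With at most 3 arrays in a group, no group was large enough for a test of single arrays as outliers or for other splits of the arrays.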

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

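The tests of this part were planned, apart from the deposited values of single genes, which were added after seeing the data. The paper's text and tables treat the sugar genes of Table S1, and the following changes lie among the other genes on the array. Outside Table S1, limma called 280 genes on galactose against ribose, 240 on arabinose, 221 on xylose, 182 on pectin, 181 on cellobiose, 146 on rhamnose, 136 on glucose and 84 on trehalose. On galactose, TM0979 was 41.0-fold (log2 5.36, standard error 0.28) and TM0982 33.6-fold higher (log2 5.07, standard error 0.23; adjusted p = 7.6e-10 and 1.9e-10 from limma, n = 2 arrays each). TM1419 was 26.4-fold lower on glucose than on ribose (log2 -4.72, standard error 0.31, adjusted p = 2.4e-08 from limma, 3 glucose and 2 ribose arrays). TM1369 was 23.2-fold lower on pectin (log2 -4.54, standard error 0.26, adjusted p = 2.3e-09 from limma, n = 2 arrays each; -5.57 log2 in the deposited values, where 1 of the 2 pectin arrays lay below the value of the whole genome record). These 4 stayed called when any 1 array of the carbon sources compared was left out. The files do not pair these loci with gene names, and no explanation was tested for them.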

How the results depend on the processing

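Of the alternatives, the array background as a covariate and the deposited values of single genes, of differences within operons, of 2 inducing sources compared and of regulons on other sources were chosen after seeing the data. On pectin the deposited values turned the direction of 11 of the 259 called genes, 2 of them in Table S1, *gloG* (-0.37 log2 in place of 1.06) and *mtpE* (-0.30 in place of 1.18), and gave 81 genes higher and 761 lower in place of 144 and 115; the background was tested as a cause of this fall and stays open. All 25 counts lay within 1.5 times of the reported one with 2-fold alone and with an intensity trend. The differences within operons, which enter the totals of 29, 35 and 139 results, were judged otherwise. For them the direction and an adjusted p under 0.05 had to stay, with no rule on their size. By these rules all 29 results stayed the same with gene values rebuilt from the probes. Counts that moved further were 12 of 25 with the adjusted p alone, 10 of 25 with the test against 2-fold, 2 of 25 without the dim genes, 1 of 25 with median scaling, with the arrays of the 2 sources alone and with the covariate, 31 of 139 with the deposited values, and 1 of 11 against ribose. The stricter or looser threshold itself, the smaller set of genes or the reference sugar accounts for some of these moves. The count that moved against ribose was that of RbsR on xylose. Its genes stood at a median of 13.94 log2 on ribose itself and 13.95 on xylose. For the other counts the cause was not tested. One limit is signal over background: the share of genes under 8 log2 in the deposited values ran from 4.85% on glucose replicate 1 to 34.9% on pectin replicate 2.

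With the adjusted p alone, 721 genes were called on xylose, 650 on cellobiose, 628 on glucose, 338 on trehalose, 775 on arabinose, 555 on rhamnose, 818 on galactose and 705 on pectin against ribose and 918 on xylose against glucose, and 12 XylR and 3 CelR genes on glucose and 1 GloR gene on cellobiose. With limma's test against a 2-fold change, the counts were, in the same order, 42, 51, 52, 18, 40, 42, 90, 112 and 89, and 0 XylR genes on glucose (2 at an unadjusted p under 0.05). For genes changed, pectin against ribose, the count was 842 with the deposited values, 515 with median scaling and 134 with the covariate. Without the dim genes, 1 TreR gene (*treT*) and 5 RhaR genes remained to be called. With the arrays of glucose and ribose alone, 3 XylR genes were called on glucose. Set against ribose in place of the mean of the other sources, 0 RbsR genes were called on xylose (0 at an unadjusted p under 0.05 by limma). With the mean in place of the median of the members, XylR lay at 3.00 log2 on xylose, AraR at 3.42 on arabinose, RbsR at 4.87 on ribose and 4.79 on xylose and UxaR at 2.89 on pectin, each by more than its replicate spread from the median.

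With the deposited values, the counts for pectin against ribose were 4 genes of central metabolism, 4 maltose, 0 inositol transport (1 at an unadjusted p under 0.05), 2 polyol, 2 mannose, 6 ChiR, 5 IolR, 9 ManR, 1 KdgR, 6 UctR, 1 UgtR and 5 UgpR genes. On cellobiose they were 0 of central metabolism (6 at an unadjusted p under 0.05) and 0 maltose genes (4), on xylose 1 ChiR gene, on arabinose 2 glycerol and 2 ManR genes, and on galactose 0 IolR genes (1). On rhamnose they were 1 maltose, 0 ManR (3), 3 UgtR and 1 UgpR genes, on trehalose 0 glycerol (2), 3 ManR and 1 UgpR genes, and on glucose 0 IolR (4), 0 UctR (1), 0 UgpR (2) and 3 UgtR genes, all by limma. Between cellobiose and glucose 0 BglR genes were called (3 at an unadjusted p under 0.05 by limma).

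The replicate number did not enter the main model. Over 36 pairs of carbon sources, the normalized deviations of same-numbered arrays correlated at a median of 0.041 (-0.27 to 0.35), over 0.1 in 11. In the deposited values they ran from -0.22 (galactose and ribose) to 0.54 (arabinose and xylose). The value of the whole genome record was higher on replicate 2 than on replicate 1 for every carbon source, so a shared effect of the number is not excluded. With the replicate number as a block, 3 XylR genes were called on glucose and 2 BglR genes between cellobiose and glucose. By the rules given above, 33 of 35 results stayed the same. The block for slide, scan or RMA run was not run.

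When each array was left out in turn, a lone array was assumed to vary like the other groups. A fit with a lone array has a wider error, so a call can end there although its fold barely moves. The counts against ribose ranged from 227 to 300 on xylose, 215 to 291 on cellobiose, 154 to 202 on glucose, 76 to 116 on trehalose (76 without ribose replicate 2), 251 to 291 on arabinose, 171 to 204 on rhamnose, 327 to 338 on galactose and 211 to 315 on pectin, and from 295 to 368 for xylose against glucose. The counts of regulon genes higher on their own sugar did not move: 26 XylR, 9 BglR on either sugar, 12 CelR, 2 TreR, 9 AraR, 12 RbsR, 14 RhaR, 15 GalR and 15 UxaR. On glucose, 3 to 5 XylR and 0 to 1 CelR genes were called, on cellobiose 0 GloR and on xylose against ribose 0 RbsR genes, and 57 to 61 genes of Table S1 were higher on pectin. Between 2 inducing sources, 0 to 2 BglR genes (cellobiose and glucose), 6 to 9 AraR (pectin and arabinose) and 2 to 6 GalR genes (pectin and galactose) differed. The differences within operons ranged from 5.13 to 5.31 log2 for *TM0280* and *abfA*, 3.68 to 3.95 for *rtpE*, 5.78 to 6.09 for *pelA* and 1.83 to 2.04 for *aldH* and *pelB*.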

Differences from the paper's values

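The paper's text gives a lowest fold of 14 for the genes of the ribose operon on ribose against glucose, and the value here is 5.23, for *rbsR*. It gives a lowest fold of 8 for *ganEFG*, *ltpEFGKL*, *lacA* and *ganA* on galactose, against 4.20 here, for *ganE*. None of the alternatives set before the data were examined brings these 2 values within the paper's. They give 4.60 to 5.60 for *rbsR* and 4.01 to 4.85 for *ganE*. In Table S3 the paper's values for *rbsR* and *ganE* are 4 and 5, which do not differ in this sense. For *pelA* on pectin the paper's text gives 230 and its Table S3 79. The measured fold here is 89.6 (136 with median scaling, 79.4 with the deposited values). Since *pelA* lay below the value of the whole genome record on ribose, the lower bound on the estimate is 87.0-fold. With the deposited values it is 77.0-fold. These bounds carry no sampling error and leave the larger value open.

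Table S3 gives whole numbers, negative for a fall; sizes were compared as ratios, so 1 and -1 stand for the same ratio. It was compared gene by gene for the regulons discussed with each source and the other genes named in the text. After rounding, the values here equal those of Table S3 for 11.5% of its genes on pectin to 73.6% on rhamnose and on glucose. The counts that follow are of differences in the sense given above. An entry of 1 in Table S3 can stand for a ratio of nearly 1.5. Rounding alone can therefore make a difference of values just over 1.5, such as those of *xylE* and *gluR* below. Over all 174 genes of Table S3, the measured values here differ for 116 on pectin, 57 on trehalose, 51 on arabinose, 16 on xylose, 14 on galactose, 9 on rhamnose, 8 on glucose and 7 on cellobiose against ribose and 23 for xylose against glucose; with the deposited values 6 differ on pectin, 4 on galactose and 0 in the other 7 comparisons. Among the genes compared one by one, 3 differ outside pectin. For *mtpE* on galactose the paper's value is -1 and the value here 2.46, and it differs under every alternative, the deposited values (2.03) included. For *xylE* on xylose the paper's value is 1 and the value here 1.53; with gene values rebuilt from the probes (1.49) and without xylose replicate 1 (1.48) it no longer differs, and with the others set beforehand it does. For *gluR* on trehalose the paper's value is 1 and the value here 1.53. It no longer differs with median scaling (1.49) or without trehalose replicate 1 (1.44) or ribose replicate 2, and does with the others set beforehand. The deposited values, chosen for single genes after seeing the data, give 1.44 and 1.47, and neither differs.

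On pectin 20 of the folds compared one by one differ, 14 of them in the UxaR, BglR, AraR and GalR regulons without *araW*. The paper's Table S3 gives 8 for *aldH*, 2 for *gntK*, 5 for *TM0026* and 5 for *bglG*, against 12.2, 3.84, 8.55 and 7.78 here. It gives 1 for *bglR*, 6 for *araA*, 4 for *araE*, 2 for *araF*, 1 for *araG* and 4 for *TM0280*, against 3.26, 9.51, 7.76, 3.81, 2.33 and 7.63, and 4 for *galK*, 3 for *lacZ*, 7 for *ltpG* and 1 for *galR*, against 6.39, 5.18, 10.9 and 2.22. Of the alternatives set before the data were examined, leaving out pectin replicate 2 brings *aldH* (11.4), *araA* (8.54) and *ltpG* (8.59) within the paper's value, leaving out pectin replicate 1 brings *bglG* (7.33), rebuilding from the probes brings *bglG* (7.11) and *ltpG* (10.5), and median scaling brings *araF* (2.89). The others leave all 14 different. *araF* and *araG* lay below the value of the whole genome record on all 4 arrays. With the deposited values, chosen for single genes after seeing the data, none of the 14 differs (8.29 for *aldH*, 2.38 for *gntK*, 5.39 for *TM0026*, 5.25 for *bglG*, 1.30 for *bglR*, 6.15 for *araA*, 4.35 for *araE*, 1.68 for *araF*, 1.28 for *araG*, 4.11 for *TM0280*, 3.77 for *galK*, 3.12 for *lacZ*, 7.45 for *ltpG* and 1.16 for *galR*). The paper gives 2 for *gloE*, 2 for *treT*, 1 for *mtpE*, -1 for *gloG*, -1 for *araW* and -6 for *fucI*, against 4.82, 4.80, 2.26, 2.08, 1.504 and -2.43 here. Of the alternatives set before the data were examined, median scaling brings *mtpE* (1.39), *gloG* (1.33) and *araW* (1.30) within the paper's value, and *araW* is also within it when rebuilt from the probes (1.46) or without pectin replicate 1 (1.26) or ribose replicate 1 (1.47); the others leave all 6 different. The deposited values give 2.40, 2.12, -1.23, -1.29, -1.32 and -5.70 in the same order, and none of the 6 differs. With those values 13 UxaR genes are called in place of 15, and in Table S1 48 genes are called higher in place of 58 and 103 lower in place of 19.

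Several statements also differ. The paper has every XylR gene elevated on xylose, where 26 of 27 were called here; *xylE* is called with the adjusted p alone. The paper has no significant XylR induction on glucose, where 5 genes were called here and 0 with the test against a 2-fold change. It has all AraR genes raised on arabinose, where *araM* (1.73-fold) is called with the adjusted p alone. It has the *glo* cluster uninduced on every sugar tested, where *gloE* was called on galactose and on pectin and, on pectin alone, *gloG* was called higher and *fucI* lower. Of the 6 UxaR genes that it sets above a common minimum on pectin, 4 lay above it here, and *aldH* (12.2-fold) and *pelB* (16.3-fold) did not, nor in the deposited values (8.29 and 11.7). The paper counts 13 CelR genes raised on cellobiose, against 12 with probes here, all called. Its count of about 50 sugar genes on pectin rests on a 2-fold minimum with no test named, and the 58 here on that minimum with an adjusted p.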

Other observations

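In this part, the genes named from each list were chosen after their values were seen, as were the 2 tests of the background as a covariate on pectin and of the background of the third glucose array. The 7 glycerol genes of Table S1 encode a glycerol-3-phosphate transporter, the glycerol facilitator and kinase, an antiterminator and a dehydrogenase. Against ribose, limma called 6 of them higher on rhamnose, 5 on pectin, 4 on galactose, 2 on glucose and 1 on trehalose, and 2 lower on xylose, 2 on cellobiose and 1 on arabinose. On rhamnose *glpF* was 8.42-fold higher (95% confidence interval 4.52 to 15.7, adjusted p = 9.3e-05 from limma, n = 2 arrays each), *glpK* 4.69-fold (interval 3.42 to 6.43) and *glpB* 3.94-fold, while *glpZ* stood at 1.67-fold. On pectin *glpA* was 5.42-fold higher (3.98 in the deposited values), and *glpC* was 2.60-fold lower on xylose. Of 15 maltose and maltodextrin genes, 9 were higher and 1 lower on galactose and 7 higher on glucose. The neighbours *TM1841*, *TM1842*, *TM1843* and *TM1844* were 6.66, 4.70, 4.46 and 5.14-fold higher on glucose, *TM1842* was 5.28-fold higher on galactose, and *mmtA*, a maltodextrin glycosyltransferase gene, was 7.05-fold higher on pectin, 5.83-fold on galactose and 4.32-fold on trehalose. Fewer maltose genes were called on trehalose (2 higher), rhamnose (2 higher), cellobiose and pectin (1 and 1 higher), arabinose (3 lower) and xylose (1 lower). The 17 genes of central carbohydrate metabolism gave at most 2 calls per source, with the mutase gene *gpm* higher on arabinose (3.72-fold), xylose (2.56) and cellobiose (2.07), *pgl* lower on glucose and trehalose (0.428 and 0.426), *rpi* lower on galactose (0.419), *pgl* and *zwf* lower on pectin, and 0 on rhamnose (5 at an unadjusted p under 0.05).

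Among the inositol transport genes, 4 of 5 were lower on xylose, led by *inoF* (0.339-fold, with 1 of the 2 xylose arrays below the value of the whole genome record, adjusted p = 2.8e-05 from limma, n = 2 arrays each), 3 on cellobiose and 2 on arabinose; *inoL*, an epimerase gene, was higher on arabinose (2.50-fold) and on pectin (3.88-fold; 1.65 in the deposited values), and 0 were called on glucose, trehalose, rhamnose and galactose (3, 5, 1 and 2 at an unadjusted p under 0.05). Of the 3 polyol genes, *mtlD* (2.59-fold) and *ardH* (2.40-fold) were higher on galactose, *ardH* on glucose (2.22-fold) and the fructokinase gene *scrK* lower on xylose (0.474-fold), with 0 on the other 5 sources (2 each on cellobiose, trehalose and pectin and 1 each on arabinose and rhamnose at an unadjusted p under 0.05). The 2 mannose genes without a regulon and the 7 ChiR genes for chitin oligosaccharides gave 0 calls on all 8 sources, with at most 1 and 5 at an unadjusted p under 0.05, whereas the deposited values had both mannose genes and 6 ChiR genes lower on pectin and 1 ChiR gene lower on xylose. On pectin those values also had 9 ManR, 6 UctR, 5 IolR, 5 UgpR, 4 central, 3 maltose, 2 polyol, 1 KdgR and 1 UgtR genes lower. Most of the XylR genes and most of the RhaR genes were lower on pectin in the deposited values too, unlike after normalization. Of the 6 IolR genes, *iolN* was higher on glucose (2.02-fold) and galactose (2.33-fold), and 0 were called elsewhere (at most 4 at an unadjusted p under 0.05). Of the 11 ManR genes, *mtpE* was higher on glucose (2.85-fold), galactose (2.46), rhamnose (2.38) and pectin (2.26, but 0.810 in the deposited values), and 0 were called elsewhere (at most 6 at an unadjusted p under 0.05). *kdgR* was lower on rhamnose (0.230-fold, with *uxaC* at 0.481) and galactose (0.402-fold), with 0 of the 3 KdgR genes on the 5 other sources besides xylose (at most 1 at an unadjusted p under 0.05). *uctP*, which encodes the binding protein of a transporter of unknown substrate, was the 1 UctR gene of 6 that was called. It was lower on pectin (0.175-fold, and 0.0972 in the deposited values), trehalose (0.380), xylose (0.480) and glucose (0.494). Elsewhere 0 were called (at most 6 at an unadjusted p under 0.05). Both pectin arrays lay below the value of the whole genome record. The bounds on the estimate for *uctP* on pectin were 2.34-fold lower after normalization and 5.91-fold lower in the deposited values. Of the 8 UgtR genes, 3 were higher on galactose, led by *ugtE* (6.34-fold, interval 3.20 to 12.6), which was also higher on glucose (3.64) and rhamnose (2.87), with 0 elsewhere (at most 4 at an unadjusted p under 0.05). Of the 6 UgpR genes for alpha-mannosides, 3 were higher on rhamnose and 3 on galactose, with *ugpF* at 2.99-fold and 2.76-fold, 2 on xylose (*ugpR* 2.87-fold), *TM1852* lower on glucose (0.478-fold) and 0 elsewhere (at most 2 at an unadjusted p under 0.05). Adjusted over the list alone, these counts were the same, except for 4 maltose genes higher on rhamnose and 1 inositol transport gene higher on trehalose. The deposited values did not call *gpm* on cellobiose (1.92-fold), *inoL* on arabinose (1.82), *iolN* on glucose (1.83) and galactose (1.94), *mtpE* on rhamnose (2.14), *ugpF* on rhamnose (2.51) and galactose (2.24), *uctP* on glucose (0.554) or *TM1852* on glucose (0.503). Single arrays decide some of these calls. *ugtE* on rhamnose was lost without rhamnose replicate 2 (2.29-fold) or either ribose array (2.88 and 2.86), *inoL* on pectin without pectin replicate 2 (2.78) and on arabinose without arabinose replicate 2 (1.77) or either ribose array (2.61 and 2.39), *uctP* on xylose without xylose replicate 1 (0.514), *pgl* on trehalose without trehalose replicate 1 (0.536) and *gpm* on cellobiose without cellobiose replicate 2. On glucose *iolN*, *uctP* and *TM1852* were lost without glucose replicate 1 (1.84, 0.544 and 0.518) or 2 (1.96, 0.536 and 0.519), *iolN* also without ribose replicate 2, *uctP* also without ribose replicate 1 (0.503) and *ardH* without glucose replicate 3 (1.95), without which *ugtE* stood at 2.29-fold and *TM1842* at 3.02-fold.

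Regulons that the paper ties to other sources also gave calls, of which some on rhamnose and galactose are named here. On rhamnose, 7 XylR genes were higher, led by *xynB* (5.78-fold, 95% confidence interval 2.89 to 11.6, adjusted p = 9.7e-04 from limma, n = 2 arrays each) and *xloE* (5.18-fold, interval 2.98 to 9.02), and 4 UxaR genes were lower, among them *kdgA* (0.237-fold, interval 0.179 to 0.314). On galactose, 4 UxaR genes were higher (*aguE* 3.61-fold) and 2 lower (*uxuA* 0.399-fold), and *gluR* was 4.33-fold higher (interval 3.22 to 5.83, adjusted p = 1.3e-06 from limma).

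In the deposited values, 761 genes were lower and 81 higher on pectin than on ribose, on arrays with the highest values of the whole genome record. With the background as a covariate, the median log2 change of the 761 went from -1.51 to -0.65, a share of 0.431 (0.387 to 0.526 without any 1 array), between the bounds of 0.25 and 0.75 named for the background as the whole cause of the fall, which stays open. Lower signal over background stays open for the fall of most genes: across 1662 genes outside Table S1, which are not independent replicates, pectin minus ribose correlated with arabinose replicate 2 minus 1 at 0.32 and with xylose replicate 2 minus 1 at 0.18, between the bounds of 0.1 and 0.3 named for it, while the 5 other pairs gave -0.01 to 0.18. A fall of the dim genes rather than of all stays open too, with medians of -1.16 log2 for the 333 dimmest genes and -0.23 for the 333 brightest, a difference of -0.93 where 1 log2 had been named as the bound. A biological fall on pectin was not tested. In the deposited values the median gene lay at 10.03 log2 on pectin replicate 1, 9.13 on pectin replicate 2 and 10.36 on both ribose arrays. The further fall on replicate 2 lies between arrays of the same source, so the carbon source alone does not account for it. For the fall that both pectin arrays share, both carry the raised background, so a biological fall and the background cannot be told apart. The value of the whole genome record can itself rise with a biological fall of the gene probes, so its use as a covariate cannot separate them. The rise of the UxaR genes on pectin was tested apart from this fall, in the normalized values. Against the background as its whole cause, 14 of the 15 called UxaR genes were still called with the background as a covariate, while over all genes the calls on pectin went from 259 to 134 (73 higher and 61 lower). *uxuA* went from 2.26-fold (standard error 0.20 log2) to 1.92-fold (0.36) and lost its call, under 2-fold with a wider error. For the other changes on pectin the background stays open.

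Glucose replicate 3 differed at least 2-fold from the mean of the other 2 glucose arrays in 80 genes that were higher and 106 that were lower. Its background argues against a lower signal over background, since the value of the whole genome record lay at -0.00285 log2 from the mean of the other 2. An array of another carbon source under the glucose label is argued against by the regulons of the other 8 sources, of which the largest median was that of XylR at 0.44 log2, under the 1 log2 named as the bound; BglR, which glucose itself raises, lay at 0.48. A different state of the culture remains open and was not tested.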
